# Specific fibroblast subpopulations and neuronal structures provide local sources of Vegfc-processing components during zebrafish lymphangiogenesis

**DOI:** 10.1038/s41467-020-16552-7

**Published:** 2020-06-01

**Authors:** Guangxia Wang, Lars Muhl, Yvonne Padberg, Laura Dupont, Josi Peterson-Maduro, Martin Stehling, Ferdinand le Noble, Alain Colige, Christer Betsholtz, Stefan Schulte-Merker, Andreas van Impel

**Keywords:** Developmental biology, Angiogenesis, Lymphangiogenesis

## Abstract

Proteolytical processing of the growth factor VEGFC through the concerted activity of CCBE1 and ADAMTS3 is required for lymphatic development to occur. How these factors act together in time and space, and which cell types produce these factors is not understood. Here we assess the function of Adamts3 and the related protease Adamts14 during zebrafish lymphangiogenesis and show both proteins to be able to process Vegfc. Only the simultaneous loss of both protein functions results in lymphatic defects identical to *vegfc* loss-of-function situations. Cell transplantation experiments demonstrate neuronal structures and/or fibroblasts to constitute cellular sources not only for both proteases but also for Ccbe1 and Vegfc. We further show that this locally restricted Vegfc maturation is needed to trigger normal lymphatic sprouting and directional migration. Our data provide a single-cell resolution model for establishing secretion and processing hubs for Vegfc during developmental lymphangiogenesis.

## Abstract (web summary)

How and where VEGF-C is processed in lymphangiogenesis is unclear. Here, the authors show that development of the zebrafish lymphatic system is locally restricted by Vegfc maturation causing lymphatic sprouting in certain regions, which is regulated by the metalloproteases ADAMTS3 and ADAMTS14.

## Introduction

The lymphatic vasculature fulfills pivotal functions for maintaining tissue fluid homeostasis, for providing immune surveillance by transporting immune cells and soluble antigens, and for uptake and transport of dietary lipids from the small intestine. Lymphatic vessels form through a dynamic process called lymphangiogenesis which comprises sprouting and migration of lymphatic precursor cells from the venous endothelium leading to the formation of the first lymphatic structures that are connected to the venous system^1^.

Zebrafish lymphatic development is tightly linked to the formation of intersegmental veins in the trunk. At about 32 hours post fertilization (hpf), sprouts emerge from the posterior cardinal vein (PCV). Almost half of these venous or secondary sprouts establish connections with arterial intersegmental vessels (aISVs) resulting in their remodeling into venous ISVs (vISVs). The other half of the sprouts migrate dorsally to the horizontal myoseptum (HM), where they transiently form a pool of lymphatic precursor cells named parachordal lymphangioblasts (PLs) at 48 hpf. Slightly later, at around 72 hpf, these PLs leave the HM region and migrate along aISVs in dorsal and ventral directions to form the trunk lymphatic vasculature, with the main lymphatic vessel (thoracic duct; TD) situated between the dorsal aorta (DA) and the PCV^2,3^.

The key chemo-attractant for lymphatic endothelial cells (LECs) is vascular endothelial growth factor C (VEGFC). VEGFC is produced as a pre-pro-protein which, upon secretion, gets proteolytically cleaved at its C terminus by protein convertases such as Furin^4^. To obtain full biological activity, a second, N-terminal processing step is required before then the fully mature VEGFC binds with high affinity to vascular endothelial growth factor receptor 3 (VEGFR3 or Flt4), triggering downstream signaling events^5^. The extracellular VEGFC-processing machinery comprises collagen and calcium-binding EGF domain 1 (CCBE1), an essential component for processing of pro-VEGFC^6–10^. The actual processing step is mediated by A disintegrin and metalloprotease with thrombospondin motifs-3 (ADAMTS3)^8^. Loss-of-function of the gene leads to impaired lymphatic development in mice^11,12^ and lymphedema formation in human patients^13^.

The genetic conservation of VEGFC signaling components is remarkable, with mutations in the respective zebrafish and murine genes leading to a complete absence of lymphatic structures^14,15^. Furthermore, mutations in the human orthologues of these genes have been identified as causative for several congenital lymphedema syndromes^16^. The cellular sources of these proteins, however, remain enigmatic, and given the importance of these secreted factors for lymphangiogenesis, it is surprising that neither the tissue distribution of VEGFC, CCBE1, and ADAMTS3, nor their exact interaction in time and space has been resolved. Here we address the question how Vegfc, Ccbe1, Adamts3, and Adamts14 coordinate spatially and temporally to regulate lymphangiogenesis in the zebrafish embryo. We find that *adamts3* and *adamts14* are both sufficient to activate Vegfc in vivo, and only double mutants phenocopy the *vegfc* mutant phenotype. Expression analysis of these proteases identifies that both enzymes are not only provided by neuronal tissues but furthermore by cells close to the migration path taken by the secondary sprouts, including expression in the HM region. Using cell transplantation approaches, we find that both neuronal as well as non-neuronal expression domains of either protease are sufficient to locally rescue sprouting defects in double mutants. In depth analysis of non-neuronal expression domains via single cell sequencing and analysis of several novel transgenic reporter lines revealed that a subpopulation of *pdgfra*-positive fibroblasts locally secretes both proteases at the HM. Importantly, the identical population of fibroblasts also provides Ccbe1 and Vegfc at the HM, allowing Vegfc release and activation in the region. We furthermore show that the activation of Vegfc in this area is key for the migration of PL cells to the HM, suggesting a model in which the overlapping expression of *adamts3*, *adamts14*, *vegfc*, and *ccbe1* in the fibroblast population at the HM leads to local processing of Vegfc which in turn guides lymphatic precursor cells to this position within the embryo.

## Results

### Procollagen N-proteinase function during lymphangiogenesis

In order to study Adamts3 function in zebrafish, we generated two *adamts3* knockout alleles harboring out-of-frame deletions in exon 3 (encoding the prodomain) or exon 5 (encoding the catalytic metalloproteinase domain) (Fig. 1a). For both alleles, crosses of heterozygous carriers did not yield embryos with lymphatic defects. At 48 hpf *adamts3* mutants showed normal PL formation (Fig. 1b–d), and a wild-type TD at 5 dpf (Fig. 1f–h). Given the strong evolutionary conservation of key pathway members of the Vegfc/Flt4 signaling axis, we wondered whether another related protease might be involved in Vegfc processing. Besides the two other members of the so-called procollagen N-proteinase family, *adamts2* and *adamts14*^17^, an additional related gene exists in zebrafish, termed *adamts2_like*. We introduced frame-shift causing mutations in exons encoding the conserved catalytic metalloproteinase domains for all three genes (Fig. 1a, Supplementary Fig. 1a). Single mutants for any of these three genes did not interfere with lymphatic development (Fig. 1e, i, Supplementary Fig. 1b, c). However, analysis of all possible double mutant situations revealed lymphatic defects upon simultaneous loss of *adamts3* and *adamts14*, but in no other allelic combination (Fig. 1j). *adamts3;adamts14* double mutant embryos completely lacked PLs and, reminiscent of *vegfc* and *ccbe1* mutants, also lacked vISVs at 48 hpf, suggesting that venous sprouting is likewise completely blocked (Fig. 1k, l; Supplementary Movies 1 and 2). Double mutants also lacked all lymphatic structures in the trunk at 5 dpf (Fig. 1m). In embryos harboring at least one functional copy of either *adamts3* or *adamts14*, lymphatic development was unaffected (Supplementary Fig. 1d, e), suggesting that both proteins have redundant functions during secondary sprouting. Furthermore, we found that both facial lymphatic vessels^18,19^ and also the recently discovered lymphatic cell population within the meningeal layer of the zebrafish brain^20–22^ are completely absent in double mutant embryos (Fig. 1n, o). In addition, double mutants displayed a variable strong curvature of the trunk, which we occasionally also observed in *adamts3*^*+/−*^*;adamts14*^*−/−*^ embryos with wild-type lymphatics (Fig. 1p, q). We conclude that the activity of Adamts3 and Adamts14 is an essential component of Flt4-driven lymphatic development in zebrafish, with both genes acting redundantly.

**Fig. 1:**
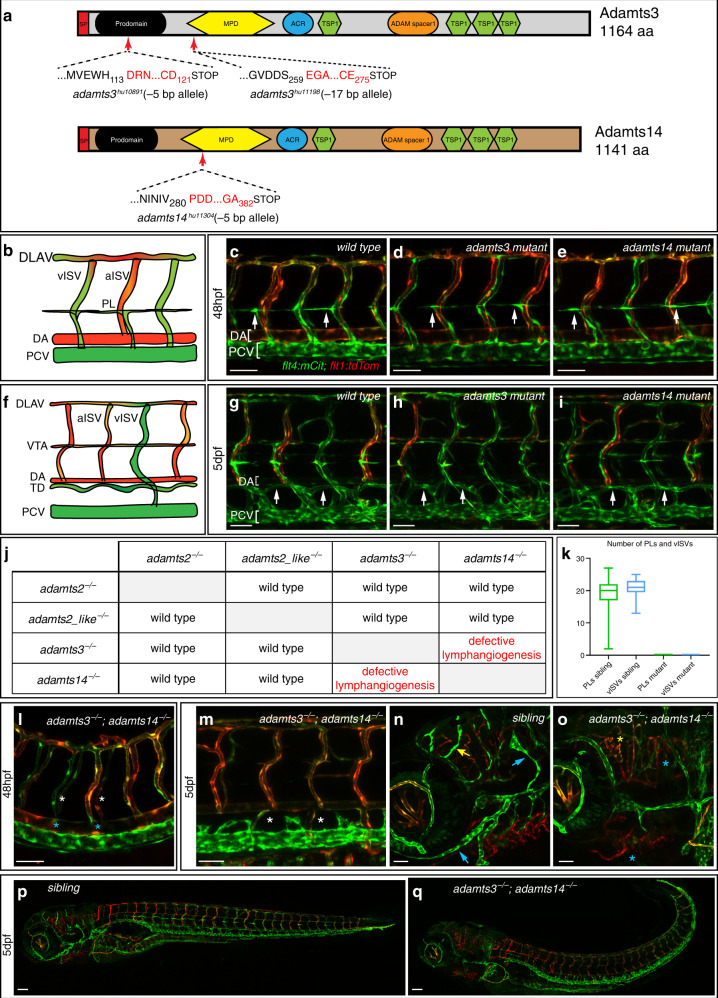
Lymphangiogenesis is completely abolished in *adamts3*; *adamts14* double mutant embryos. **a** Schematic of Adamts3 and Adamts14 protein structures depicting the predicted effects of the indicated deletion alleles. Shown are the aa positions of the deletion-induced frame shifts (red letters) as well as the position of the resulting premature stop codons. SP signal peptide, MPD metallopeptidase domain, ACR ADAM cysteine-rich domain 2, TSP1 thrombospondin type-1. **b** Schematic representation of the wild-type trunk vasculature at 48 hpf. **c**–**e**, **g**–**i**, and **l**–**q** *flt4:mCitrine; flt1:tdTomato* double transgenic embryos highlighting arterial ECs in red and venous and lymphatic structures in green. In wild-type (**c**), *adamts3* (**d**) or *adamts14* single mutants (**e**), PL cells align at the HM at 48 hpf (arrows). **f** Schematic representation of the trunk vasculature at 5 dpf with the thoracic duct (TD) being located between DA and PCV. Compared with wild type (**g**), neither homozygous *adamts3* (**h**) nor *adamts14* mutants (**i**) exhibit lymphatic defects at 5 dpf (arrows). **j** Table summarizing the analysis of lymphatic phenotypes in all double mutant combinations for *adamts2*, *adamts2_like*, *adamts3*, and *adamts14*. **k** At 48 hpf, the number of PLs was quantified in *n* = 53 siblings and *n* = 30 *adamts3*; *adamts14* double mutants and the number of vISVs was quantified in *n* = 37 siblings and *n* = 11 double mutants. Box-and-whisker plots show median and quartiles with whiskers indicating minimum/maximum values (source data are provided as a Source Data file). **l** *adamts3; adamts14* double mutants lack PLs (white asterisks) and do not form vISVs (blue asterisks) at 48 hpf. **m** At 5 dpf, the TD is completely absent in double mutants (white asterisks). Facial lymphatics (blue arrows) and meningeal lymphatics (yellow arrow) are formed in siblings at 5 dpf (**n**) but are absent in *adamts3*; *adamts14* double mutants (**o**). In contrast to their siblings (**p**), double mutants (**q**) display a variably strong curvature of the trunk. Scale bars in **c**–**e**, **g**–**i**, **l**–**o**: 50 µm; **p**, **q**: 100 µm. aa amino acid, bp base pair, dpf days post fertilization, ECs endothelial cells, DA dorsal aorta, DLAV dorsal longitudinal anastomotic vessel, hpf hours post fertilization, HM horizontal myoseptum, a/vISV arterial/venous intersegmental vessel, PCV posterior cardinal vein, PL parachordal lymphangioblast, VTA vertebral artery.

### Adamts3 and Adamts14 are both able to process Pro-Vegfc

The combined loss of Adamts3 and Adamts14 resembles defects seen when blocking the Vegfc signaling pathway, suggesting that both proteases mediate the processing of Pro-Vegfc during zebrafish lymphangiogenesis. In order to substantiate this notion, we took advantage of an in vivo Vegfc activity assay^23^. Here, the unprocessed, full-length form of zebrafish Vegfc is expressed ectopically from the floorplate, resulting in a strong venous hyper-branching phenotype in wild-type embryos (Fig. 2a, b). In mutants with reduced Vegfc processing, this dominant phenotype is suppressed^10^. Overexpression of Vegfc from the floorplate did not result in hyper-branching in *adamts3;adamts14* double mutants (Fig. 2c) which is in line with the complete loss of Adamts3 and Adamts14 activity resulting in a blockage of Vegfc processing. However, one functional copy of *adamts3* or *adamts14* seems sufficient to trigger the hyper-branching phenotype (Fig. 2d, e), demonstrating that both zebrafish proteins are able to process Vegfc.

**Fig. 2:**
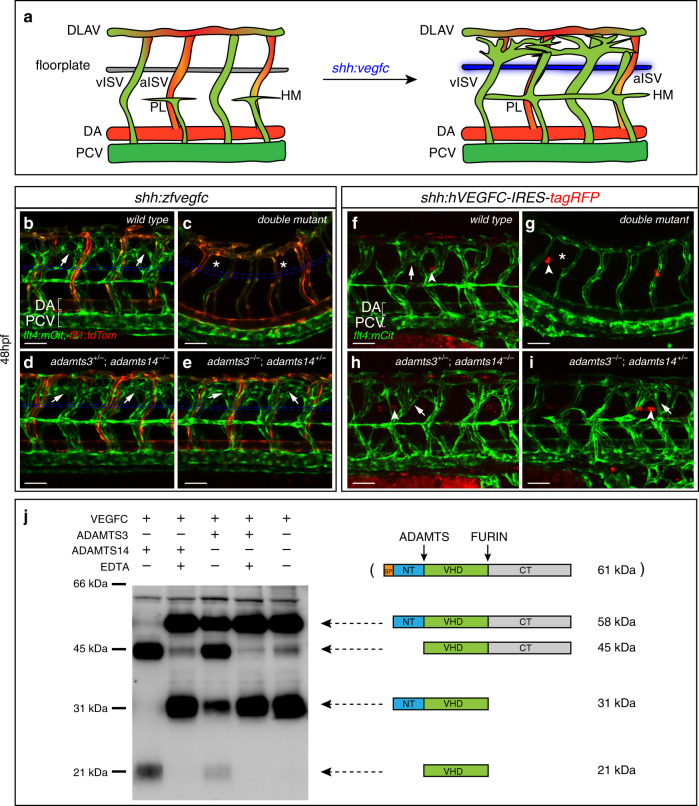
Adamts3 and Adamts14 are both able to process pro-Vegfc. **a** Schematic depiction of the in vivo Vegfc-processing assay. In wild-type embryos, floorplate expression of full-length Vegfc results in venous hyper-branching at 48 hpf. **b**–**e** *flt4:mCitrine; flt1:tdTomato* transgenic embryos with arterial structures in red and venous and lymphatic structures in green. **b**, **c** While forced expression of full-length zebrafish Vegfc from the floorplate leads to hyper-branching in wild-type embryos (**b**, arrows), this dominant phenotype is not visible in *adamts3*; *adamts14* double mutants (**c**, asterisks). Allelic combinations with one remaining wild-type copy of either *adamts3* (**d**) or *adamts14* (**e**) develop the Vegfc-induced hyper-branching phenotype. Blue lines indicate the floorplate position (*n* = 225 analyzed embryos). **f**–**i** Mosaic expression of full-length human VEGFC in floorplate cells (marked by tagRFP expression) results in local venous hyper-branching in wild-type embryos (**f**), but not in *adamts3*;*adamts14* double mutants (**g**). One functional copy of either gene (**h**, **i**) is sufficient to restore the dominant phenotypes (*n* = 157 injected tagRFP+ embryos). Scale bars: 50 µm. DA dorsal aorta, DLAV dorsal longitudinal anastomotic vessel, hpf hours post fertilization, HM horizontal myoseptum, a/vISV arterial/venous intersegmental vessel, PCV posterior cardinal vein, PL parachordal lymphangioblast. **j** N-terminal processing of human VEGFC by ADAMTS3 and ADAMTS14 proteases. Conditioned medium from HEK293 cells expressing full-length VEGFC was incubated with ADAMTS3, ADAMTS14, or control buffer, in the presence or absence of EDTA. VEGFC forms were analyzed by Western blotting. In absence of active ADAMTS proteins (lanes 2, 4, and 5), VEGFC can be detected as a 58 kDa (full-length VEGFC without SP) and a 31 kDa form (C-terminally processed VEGFC without SP). In the presence of active ADAMTS14 (lane 1), the 58 kDa form is converted into a 45 kDa polypeptide while the 31 kDa form is processed into the fully mature 21 kDa VEGFC, which is in line with N-terminal processing of VEGFC proteins. A similar shift in VEGFC forms is detectable in the presence of active ADAMTS3 (lane 3) [source data are provided as a Source Data file]. Schematic depicting different VEGFC forms and their molecular weights. SP signal peptide, NT N-terminal propeptide, VHD VEGF homology domain, CT C-terminal propeptide.

Since previous reports suggested that human ADAMTS14 is unable to cleave VEGFC^8^, we wondered whether the zebrafish enzyme is able to process human VEGFC in vivo. Transient floorplate expression of full-length human VEGFC resulted in venous hyper-branching in the proximity (Fig. 2f), as shown previously^23^. Analogous to what we have seen for zebrafish Vegfc, both *adamts3* and *adamts14* single mutants still displayed dominant hyper-branching phenotypes, while the only allelic combination in which the effects were suppressed was *adamts3;adamts14* double mutant (Fig. 2g–i). Hence, zebrafish Adamts14 can cleave human VEGFC in vivo, which prompted us to re-assess the ability of human ADAMTS14 to process VEGFC in vitro.

To this end, we used conditioned medium of HEK293 cells, expressing human pro-VEGFC in the presence of the serine protease inhibitor AEBSF (to prevent cutting by plasmin) and the furin inhibitor Decanoyl-RVKR-CMK (to retain significant amounts of unprocessed full-length VEGFC). Under these conditions, a full-length VEGFC band at 58 kDa and the C-terminally processed 31 kDa form can be detected, indicating that Furin inhibition is only partial (Fig. 2j). Addition of enriched recombinant ADAMTS3, however, resulted in a decrease of these 58 kDa and 31 kDa polypeptides and the emergence of a 45 kDa as well as of the fully mature 21 kDa form of VEGFC (Fig. 2j), consistent with the previously reported VEGFC cleavage activity of ADAMTS3^8,11^. Of note, N-terminal processing was also evident after incubation of the conditioned medium with enriched ADAMTS14 protein, indicating that also human ADAMTS14 has the capacity to cleave VEGFC. ADAMTS3- and ADAMTS14-dependent VEGFC processing was completely abolished by EDTA, an inhibitor of metalloproteinase activity. Taken together, this in vitro assay demonstrates that N-terminal processing of human VEGFC can not only be mediated by ADAMTS3 but also by ADAMTS14, a finding that is in line with human VEGFC overexpression phenotypes depending on zebrafish Adamts14 activity in vivo (Fig. 2i).

### *adamts3* is expressed along the migration route of PL cells

To examine the expression pattern of *adamts3*, we performed in situ hybridization (ISH) on embryos at 36 and 48 hpf (Fig. 3a–c). Consistent with previously published data^24^, strong expression in the spinal cord was observed (Fig. 3a). We furthermore noticed weak expression in cells located around the main axial blood vessels, the DA and PCV, at both stages (Fig. 3b, c). To analyze *adamts3* expression in more detail, we generated an *adamts3:Gal4FF* reporter line. At 48 hpf, transgenic embryos showed prominent expression in the spinal cord and axonal extensions (Fig. 3d) of motoneurons co-expressing the motoneuronal marker *mnx1* (Fig. 3e-g). In zebrafish embryos, three different types of motoneurons exist per segment, namely the rostral primary motoneuron (RoP), the middle primary motoneuron (MiP), and the caudal primary motoneuron (CaP), all projecting into different parts of the musculature^25^ (Fig. 3h). By using *kdrl:mCherry* to highlight endothelial cells and *adamts3:Gal4FF;UAS:GFP*, we observed that axonal extensions of *adamts3*-positive RoP motoneurons were positioned in close proximity to PL cells at the HM at 48 hpf, while *adamts3*-positive CaP axons extended further ventrally passing by the DA and PCV (Fig. 3i, m). Weaker *adamts3* expression domains were found within cells located at the segment boundaries along the migration route of lymphatic precursor cells (Fig. 3i, j). We furthermore noticed *adamts3*-expressing cells lining the HM and ending up juxtaposed to PL cells (Fig. 3k, m, Supplementary Movie 3), as well as single *adamts3*-positive non-endothelial cells around the DA and PCV (Fig. 3l). Several of these expression domains (Fig. 3n), including the expression within RoP axons, correlate spatially with the migration routes of secondary sprouts from the PCV giving rise to both, vISVs and lymphatic precursors at the HM.

**Fig. 3:**
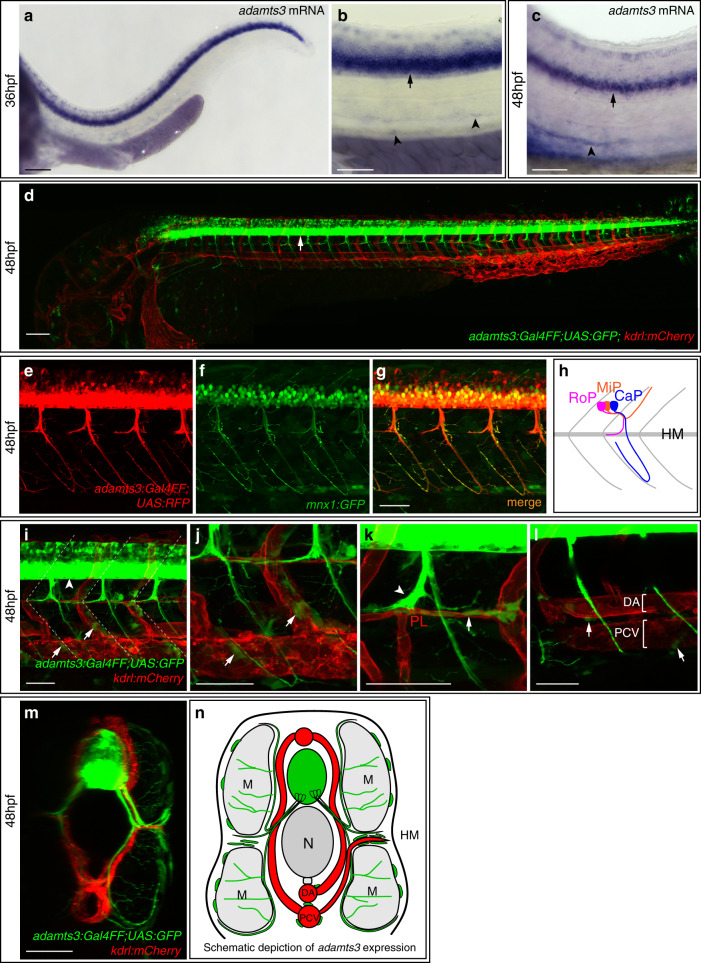
*adamts3* is expressed by motoneurons and additional cell types during venous sprouting stages. **a**–**c** Whole mount in situ hybridization against *adamts3* at 36 and 48 hpf indicates strong expression in the spinal cord (arrow) and weaker expression of *adamts3* transcripts around the axial blood vessels in the trunk (arrowheads). **d** The *adamts3:Gal4FF; UAS:GFP* transgenic reporter line shows very prominent expression (in green) in neuronal cells (arrow). **e**–**g** The *adamts3:Gal4FF; UAS:RFP* transgene shows expression in trunk neurons and axons that are also labeled by the motoneuronal marker *mnx1:GFP* at 48 hpf. **h** Diagram of the three different types of motoneurons per segment, differing in their axonal projections which either extend along the HM region (rostral primary motoneuron, RoP, shown in magenta), toward the dorsal side of the trunk (middle primary motoneuron, MiP, highlighted in orange) or that extend further ventrally, passing by the main axial blood vessels (caudal primary motoneuron, CaP shown in blue). **i**–**l** *adamts3:Gal4FF; UAS:GFP; kdrl:mCherry* transgenic embryos, highlighting *adamts3* expression domains in green and ECs in red at 48 hpf. **i** Higher magnification of the trunk region, showing *adamts3* reporter expression not only in neurons (arrowhead) but also in non-neuronal cells located at the segment boundaries (arrows). White lines indicate the position of the segment boundaries. **j** Higher magnification of the ventral trunk region, indicating the position of *adamts3*-expressing cells along the segment boundaries (arrows). **k** Partial z-projection of the HM region indicating expression of the *adamts3* reporter (in green) in the RoP axon (arrowhead) and in cells along the HM (arrow), which are in close proximity to the PL cells (in red). **l** In partial z-projections of the trunk, individual *adamts3*-positive cells around the DA and the PCV are apparent (arrows). **m** Virtual cross section of the trunk region shown in **i**. **n** Schematic cross view illustrating the different *adamts3* expression domains (green) in the trunk.; Scale bar in **a**, **d**: 100 µm; **b**, **c**, **e**–**g**, **i**–**m**: 50 µm. DA dorsal aorta, ECs endothelial cells, hpf hours post fertilization, HM horizontal myoseptum, M muscle, N notochord, PCV posterior cardinal vein, PL parachordal lymphangioblast.

### *adamts14* is expressed in the floorplate and at the HM

We next analyzed *adamts14* expression patterns. At 26 hpf, shortly before the onset of venous sprouting, expression was most prominent in the floorplate as detected by ISH (Fig. 4a, b). In addition, we identified staining around the DA and PCV, along ventral segment boundaries (Fig. 4b), and at the HM level (Fig. 4c, d). During secondary sprouting stages at 36 hpf, *adamts14* expression remained strong in the floorplate and was detectable around the DA and PCV (Fig. 4e, f) and in cells located at the HM (Fig. 4g, h). At 48 hpf, when PLs have already reached the HM region, expression was still evident in the floorplate (Fig. 4i, j), in cells around the DA and PCV (Fig. 4j) and to a lesser extent at the HM (Fig. 4k, l). Since there are no *adamts14* BACs available covering the relevant genomic region, we decided to additionally perform RNAscope^26^, and were indeed able to detect *adamts14* RNA granules at the level of the HM (Fig. 4m, n). In sum, *adamts14* is expressed by the floorplate, by tissue at the level of the main axial vessels and furthermore by cells at the HM during venous sprouting stages (Fig. 4o).

**Fig. 4:**
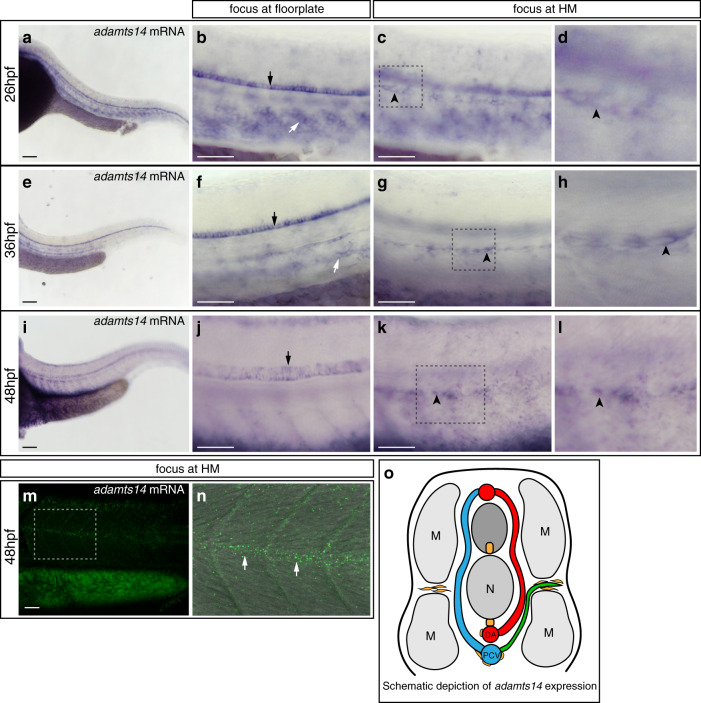
*adamts14* expression can be detected in the floorplate and at the horizontal myoseptum. **a**–**l** Whole mount in situ hybridization for *adamts14*. **a**–**d** At 26 hpf, *adamts14* transcripts are detectable in the floorplate (black arrow), in cells along the ventral aspect of the segment boundaries (white arrow) and in cells at the HM (black arrowhead). **d** Zoom-in of the squared region in **c**. **e**–**h** At 36 hpf, *adamts14* expression is visible in the floorplate (black arrow), in cells located at the level of the axial blood vessels (white arrow) and in cells at the HM (black arrowhead). **h** Zoom-in of the indicated region in **g**. **i**–**l** Expression of *adamts14* is still apparent in the floorplate (black arrow) at 48 hpf as well as in cells at the HM (black arrowhead). **l** Enlargement of the boxed region in **k**. **m**, **n** *adamts14* RNA granules can be detected in cells located in the HM region by RNAscope at 48 hpf. **n** Overlay of the bright field and confocal image for the indicated region in **m**, showing *adamts14* RNA granules in green. **o** Schematic cross view of the trunk illustrating the *adamts14* expression domains (yellow). Scale bars in **a**, **e**, **i**: 100 µm; **b**, **c**, **f**, **g**, **j**, **k**, **m**: 50 µm. DA dorsal aorta, hpf hours post fertilization, HM horizontal myoseptum, M muscle, N notochord, PCV posterior cardinal vein, PL parachordal lymphangioblast.

### Analysis of lymphatic-relevant *adamts3* expression domains

To identify *adamts3* expression domains essential for venous sprouting, we aimed at generating tissue-specific *adamts3* knock-outs using CRISPR/Cas9-based approaches^27–29^. However, due to mosaic expression using this Gal4/UAS-driven technique, we were unable to efficiently target *adamts3* and did not observe a phenotype even when driving expression of the constructs ubiquitously in *adamts3*^*+/−*^*;adamts14*^*−/−*^ embryos. Since Adamts3 is a secreted enzyme, a mosaic deletion is presumably insufficient, as even a few *adamts3* wild-type cells per segment will likely provide relevant amounts of the protease.

We therefore continued by assessing which *adamts3* expression domains are sufficient to trigger venous sprouting and PL migration, and carried out a series of heterochronic cell transplantation experiments, transferring cells from donors mutant for *adamts14* (but wild-type for *adamts3*) into double mutant embryos. We used *adamts3:Gal4FF;UAS:GFP* transgenic donors injected with Dextran-Alexa647 in order to trace all transplanted cells, while specifically highlighting those with *adamts3* expression (Fig. 5a). Since *adamts3;adamts14* double mutants do not exhibit any vISVs or PL cells (Fig. 1k), formation of those structures in double mutant host embryos would indicate rescuing capacity for the transplanted cells.

**Fig. 5:**
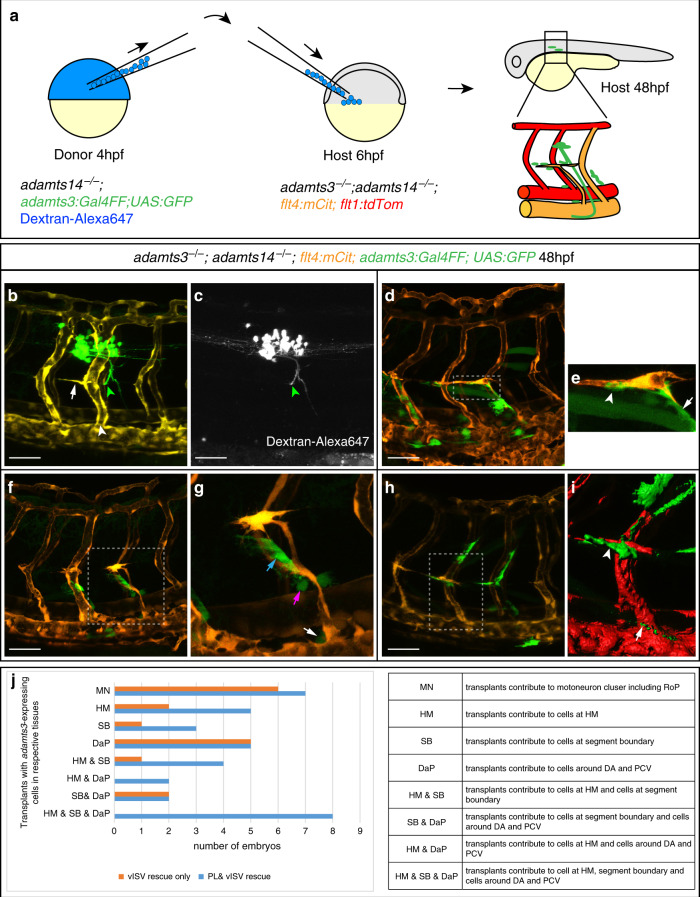
*adamts3* expression via motoneurons or mesenchymal cells can rescue venous sprouting and PL formation in *adamts3*; *adamts14* double mutants. **a** Diagram depicting the heterochronic transplantation approach: Dextran-Alexa647 is injected into one-cell stage *adamts14*^*−/−*^*; adamts3:Gal4FF; UAS:GFP* embryos (donor embryos). Cells are transferred from donor embryos to *adamts3*; *adamts14* double mutants at 6 hpf (host embryo) and the effects are assessed at 48 hpf. **b**, **c** In cases where transplanted cells contributed to *adamts3*-expressing motoneuron clusters (green arrowhead), venous ISVs (white arrowhead), and PL cells (white arrow) formed in double mutants. **c** Transplanted cells labeled by Dextran-Alexa647. **d** When transplants gave rise to *adamts3*+ cells at three locations, the HM, the ventral segment boundaries, and close to the DA and PCV, a local rescue of the formation of PL cells and intersegmental veins in *adamts3*; *adamts14* double mutant embryos was visible. **e** Zoom-in of the boxed region in (**d**) with *adamts3*-expressing cells at the segment boundary highlighted by an arrow and transplanted cells at the HM marked by an arrowhead. **f**, **g** Transplantation of cells contributing to *adamts3*-expressing cells at the ventral segment boundaries (blue arrow) and to cells located close to the DA (magenta arrow) and the PCV (white arrow) also resulted in a locally restricted rescue of PL and vISV formation. **g** Zoom-in of the indicated region in **f**. **h**, **i** Cases, in which the transplants gave rise to *adamts3*+ cells at the HM (arrowhead in **i**) and the region around the PCV (arrow in **i**), but not to the cells along the ventral segment boundaries showed a rescue of PL cells and vISVs. **j** Overview about the results obtained from 23 rounds of cell transplantations. Each round contained 144 recipient embryos obtained from an *adamts3*^*+/−*^*; adamts14*^*−/−*^ incross of which a quarter was expected to be double mutant (in total 828). Embryos showing a rescue of PL or vISV development were selected for imaging and genotyping. All embryos shown in (**j**) are *adamts3; adamts14* double mutants. Scale bars: 50 µm. DA dorsal aorta, hpf hours post fertilization, PCV posterior cardinal vein, PL parachordal lymphangioblast, vISV venous intersegmental vessel.

Previous work postulated a role for motoneurons in lymphatic guidance, since ablation of motoneurons was shown to cause defects in PL formation^30^. The molecules mediating this interaction, however, remained unknown. As *adamts3;adamts14* double mutants neither displayed motoneuron loss nor any axonal pathfinding defects (Supplementary Fig. 2), we wondered whether *adamts3* expression in motoneurons could affect sprouting and migration of venous ECs. In cell transplantations with *adamts3*+ RoP and CaP motoneurons, both PLs and vISVs were formed in the proximity of these neurons at 48 hpf (Fig. 5b, c, Supplementary Movie 4). This demonstrates that motoneuronal expression of *adamts3* is sufficient to trigger Vegfc processing in a fashion that allows local rescue of the venous sprouting defects in double mutant embryos, establishing a direct molecular connection between embryonic motoneurons and the control of venous sprouting.

Independently, we also observed PL and intersegmental vein development in embryos in which transplants only contained non-neuronal *adamts3*+ cells populating the HM region, the segment boundary, and the DA and PCV region (Fig. 5d, e). In these instances, PLs were always juxtaposed to *adamts3*+ cells at the HM, suggesting a local relationship between the source of Adamts3 and the final PL position. When transplanted *adamts3*+ cells populated the segment boundary together with *adamts3*+ cells around the DA and PCV, both lymphatic precursor cells and vISVs were detectable in the immediate vicinity at 48 hpf (Fig. 5f, g, Supplementary Movie 5). Finally, in cases where transplants gave rise to *adamts3*-expressing cells both around the PCV and at the HM, a full local rescue with vISVs and PLs juxtaposed to the *adamts3*-positive cells at the HM was evident (Fig. 5h, i). Together, these findings demonstrate additional non-neuronal *adamts3* sources to be sufficient to locally induce sprouting from the PCV, leading to the formation of both veins and PL cells (Fig. 5j).

### Identification of essential expression domains of *adamts14*

Analogous to what we did for *adamts3*, we performed transplantation experiments where *adamts3* mutant cells containing at least one *adamts14* wild-type copy were transplanted into *adamts3;adamts14* double mutant recipients (Fig. 6a). In the absence of a transgenic reporter construct, we relied on labeling donor cells by Dextran-Alexa647 injection. Transplants contributing to bigger patches of floorplate cells, which is the most prominent *adamts14* expression domain in the embryo, resulted in vISV formation and smaller endothelial sprouts at the HM in double mutants, reminiscent of normal PL cells (Fig. 6b–d, Supplementary Movie 6). Hence, Adamts14 provided from the floorplate can trigger sprouting of venous ECs from the PCV, identifying Adamts14 as a floorplate-derived factor influencing lymphangiogenesis.

**Fig. 6:**
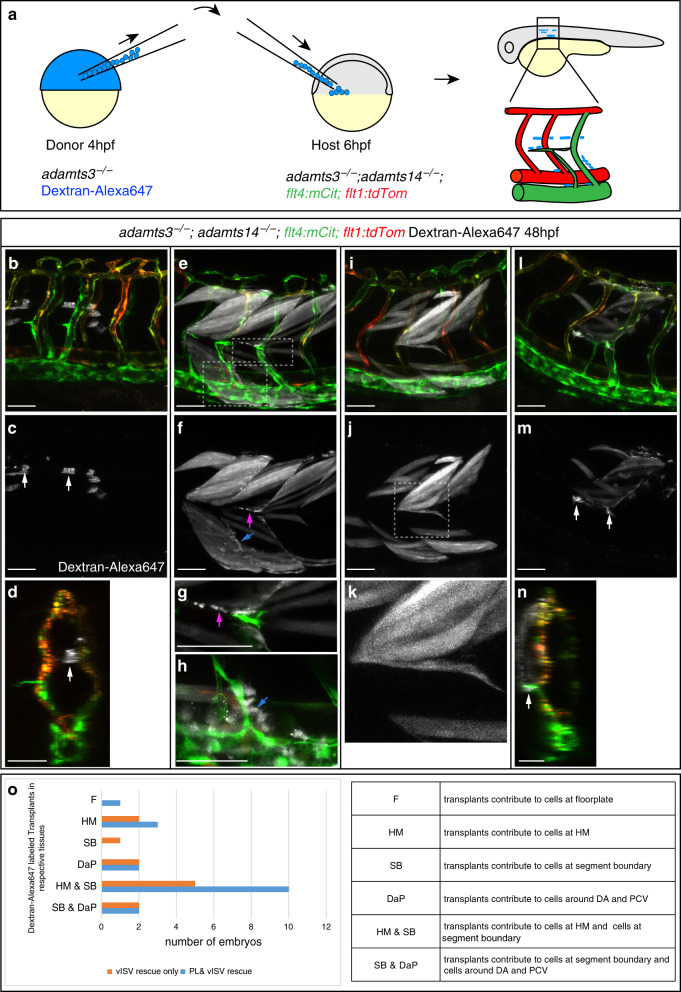
*adamts14*-expressing floorplate and mesenchymal cells can rescue venous sprouting and PL formation in *adamts3*; *adamts14* double mutants. **a** Scheme outlining the transplantation assay: embryos homozygous mutant for *adamts3* were injected with Dextran-Alexa647 to mark the donor cells. At 4 hpf, cells from the donor were transplanted into *adamts3; adamts14* double mutant host embryos (6 hpf). Host embryos were subsequently analyzed for rescue of venous sprouting and the location of the transplanted material at 48 hpf. **b**–**d** Transplantation of cells contributing to the floorplate (arrow) resulted in the formation of intersegmental veins and venous sprouts reaching the HM region. **c** Dextran-Alexa647 labeled transplanted tissue. **d** Virtual cross section showing the transplanted floorplate cells (white) in the rescued area. **e**–**h** In cases where the transplanted cells contributed to muscle but also to individual cells at the HM (magenta arrow in **f**, **g**), at segment boundaries (blue arrow in **f**) and also to cells located directly adjacent to the DA and PCV (blue arrow in **h**), PL formation and vISV formation was locally restored in *adamts3; adamts14* double mutants. **f** Dextran-Alexa647 channel highlighting the transplanted tissue. **g**, **h** Partial z-projections of the boxed regions in (**e**) indicating transplanted cells in white. **i**–**k** Transplants giving only rise to muscle tissue did not rescue the venous sprouting defects in double mutants. **j** Dextran-Alexa647 labeled transplanted tissue. **k** Zoom-in of the boxed HM region in **j**. **l**–**n** Cell transplantations giving rise to tissues including cells located at the HM (arrow in **m**) resulted in a rescue of PL and vISV formation in this area at 48 hpf. **n** Virtual cross section indicating the position of the transplanted cell at the HM (arrow). **o** Graph summarizing the results from 13 rounds of cell transplantations. Each round contained 144 recipient embryos derived from an *adamts3*^*+/−*^*; adamts14*^*−/−*^ incross. From the expected 468 double mutant recipients, embryos showing PL or vISV rescue were selected for imaging and genotyping. All embryos shown in (**o**) are *adamts3; adamts14* double mutants. Scale bars: 50 µm. DA dorsal aorta, HM horizontal myoseptum, hpf hours post fertilization, PCV posterior cardinal vein, PL parachordal lymphangioblast, vISV venous intersegmental vessel.

Alternatively, when transplanted cells contributed to the myotome, we found two different scenarios: rescue of vISVs and PL formation was only evident in embryos in which transplants not only gave rise to muscle cells, but also to additional groups of Alexa647-positive cells located at the HM, next to a segment boundary and around the DA and PCV (Fig. 6e–h, Supplementary Movie 7), all regions in which we had detected *adamts14* expression before. Cases, however, in which transplants contributed exclusively to muscle, never showed rescue (Fig. 6i–k), suggesting that these additional non-floorplate cells of unknown identity represent the essential Adamts14 source to provide rescuing activity. Again we noticed that PL cells appeared juxtaposed to transplanted cells at the HM region, similar to what we had observed for *adamts3* transplants (Fig. 6l–n, Supplementary Movie 8). In conclusion, besides the *adamts14* floorplate expression domain, also cells positioned around the migration route of venous sprouts close to the axial vessels, along segment boundaries, and at the HM are sufficient to provide Adamts14 to an extent that restores secondary sprout migration in a locally restricted fashion in double mutant embryos (Fig. 6o).

### *adamts3*+ cells co-express *vegf*c, *ccbe1*, and *adamts14*

The cell transplantation data suggested an involvement of thus far uncharacterized cell populations located at the HM, the segment boundaries and around the DA and PCV in terms of Vegfc-processing and enabling venous sprouting. To better understand which cell types express *adamts3*, we performed fluorescence-activated cell sorting (FACS) followed by RNA sequencing, using *adamts3:Gal4FF;UAS:GFP* transgenic embryos at 48 hpf. In order to enrich for non-neuronal *adamts3*+ cells we also sorted for the pan-neuronal transgene *Tg(NBT:dsRed)* reasoning that neuronal *adamts3*-expressing cells would be double positive while non-neuronal *adamts3*-expressing cell types should only exhibit a GFP signal (Supplementary Fig. 3a). Double negative cells served as a control population (Fig. 7a).

**Fig. 7:**
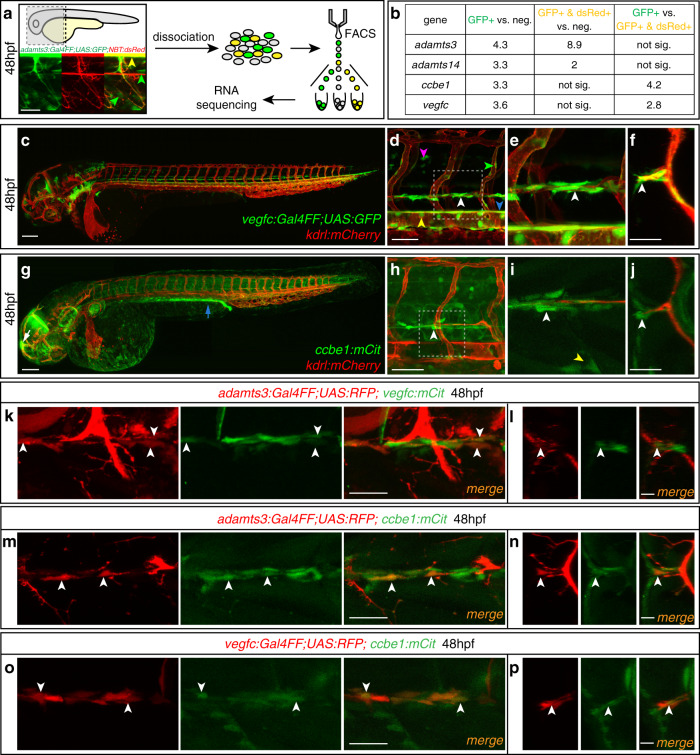
Non-neuronal *adamts3*-expressing cells co-express *vegfc* and *ccbe1*. **a** Strategy for transcript analysis of *adamts3*-expressing cell populations by RNA sequencing. *adamts3:Gal4FF;UAS:GFP*; *NBT:dsRed*-positive trunks were dissociated at 48 hpf and cells were FAC-sorted into (1) *adamts3*-expressing neurons (GFP + /dsRed+, yellow arrowhead), (2) *adamts3* + non-neuronal cells (GFP+, green arrowheads) and (3) a negative control. Pooled cell populations were analyzed by RNA sequencing. **b** Summary of RNA sequencing analysis. Values reflect fold-changes in transcript abundance for indicated genes upon comparison of cell populations stated in the column headings. To identify significant gene expression differences, *p* values were determined by Wald test and an FDR < 0.05 and FDR-adjusted *p* value < 0.1 cutoff was used (source data are provided as a Source Data file). **c** Lateral view of a *vegfc:Gal4FF; UAS:GFP; kdrl:mCherry* transgenic embryo at 48 hpf. **d** Higher magnification showing *vegfc* expression in HM cells (white arrowhead), in the hypochord (blue arrowhead), the DA (yellow arrowhead), in arteries (green arrowhead) and in neurons (magenta arrowhead). **e** Zoom-in of the boxed region in (**d**) highlighting *vegfc*-expressing cells at the HM (arrowhead). **f** Virtual cross section focusing on the HM, showing juxtaposition between a PL and *vegfc*-expressing cells (arrowhead). **g** Lateral view of a *ccbe1:mCitrine; kdrl:mCherry* transgenic embryo at 48 hpf showing *ccbe1* expression in the pronephros (blue arrow) and epiphysis (white arrow). **h** Higher magnification demonstrating *ccbe1* expression at the HM (arrowhead). **i** Partial projection of the marked region in (**h**) showing *ccbe1*-expressing cells at the HM (white arrowhead) and the segment boundary (yellow arrowhead). **j** Virtual cross section indicating *ccbe1*+ cells at the HM (arrowhead). **k**, **m**, **o** Lateral views (partial z-projections) and **l**, **n**, **p** virtual cross sections of the HM region at 48 hpf. Arrowheads indicate cells with co-expression of the indicated transgenes. **k**, **l** *adamts3* and *vegfc* are co-expressed by individual cells at the HM. **m**, **n** Mesenchymal cells at the HM co-express *adamts3* and *ccbe1*. **o**, **p** Overlapping expression of *vegfc* and *ccbe1* in HM cells. Scale bars in **a**, **d**, **h**: 50 µm; **c**, **g**: 100 µm; **f**, **j**, **k**, **m**, **o** 25 µm; **l**, **n**, **p**: 10 µm. DA dorsal aorta, HM horizontal myoseptum, hpf hours post fertilization, neg. negative cell population, sig. significant.

As expected from our ISH results, GFP^+^ dsRed^+^ neurons showed significantly higher *adamts3* levels than the non-fluorescent control population (Fig. 7b). The same cell population also showed twofold enrichment of *adamts14* expression compared with the negative population, possibly reflecting *adamts14* floorplate expression or the existence of a potential neuronal subpopulation expressing *adamts14*. When comparing the GFP^+^dsRed^−^ population (non-neuronal *adamts3*-expressing cells) to the control, we detected the predicted enrichment for *adamts3* transcripts. This enrichment appeared lower compared with the neuronal population, which is consistent with the overall higher expression levels of *adamts3* in motoneurons (Fig. 3). *adamts3*+ cells also showed increased *adamts14* mRNA levels, suggesting that both genes are co-transcribed in non-neuronal cells, a notion in line with the transplantation results. We reasoned that other genes involved in the Vegfc-processing machinery might also be co-expressed in these cells and analyzed *ccbe1* expression levels. Previously we have reported that *ccbe1* is expressed in a dynamic fashion along the migration route of lymphatic precursor cells including expression along the segment boundaries and at the HM by mesodermal cells^6^. While co-expression of *adamts3* and *ccbe1* in GFP^+^dsRed^+^ neurons is not evident, we found a 3.3-fold *ccbe1* enrichment within the non-neuronal *adamts3*-expressing cell population, suggesting at least a partial overlap between *adamts3* and *ccbe1* expression. Although *vegfc* expression, based on ISH, has thus far only been reported in arterial and hypochord cells during secondary sprouting stages^31,32^, we checked *vegfc* expression levels in *adamts3*+ cell populations and found that non-neuronal *adamts3*+ cells also showed an 3.6-fold *vegfc* mRNA enrichment. These unexpected results suggest that several lymphangiogenic factors, including Vegfc itself, are co-expressed by non-neuronal *adamts3*-expressing cells that are localized close to the migration route of venous and lymphatic secondary sprouts.

Given the importance of any additional expression domains of *vegfc* and *ccbe1* for understanding the temporal-spatial control of localized Vegfc processing, we generated a series of transgenic reporter lines, that would possibly enable us to address co-expression of *adamts3* with other important lymphangiogenic players at single cell resolution. For *vegfc*, expression in the hypochord, the DA and intersegmental arteries has been reported previously^31,32^, all expression domains that are relatively distant to the destination of migrating lymphatic precursors. We generated *Tg(vegfc:Gal4FF)* and *Tg(vegfc:mCitrine)* BAC reporter lines, confirming *vegfc* expression in both hypochord and arterial cells. In addition, we found weak expression in individual spinal cord neurons, but also observed a strong signal in the HM region (Fig. 7c). Careful examination revealed the presence of individual mesenchymal cells lining the HM, in intimate contact to PL cells at 48 hpf (Fig. 7c–f). To verify this additional *vegfc* expression domain, we performed ISH using milder proteinase K treatment compared with our standard protocol and uncovered a signal at the HM, confirming the expression of *vegfc* in this region of the embryo (Supplementary Fig. 4). We furthermore generated a *Tg(ccbe1:mCit)* BAC reporter and, in addition to the prominent expression in the pronephric duct and the epiphysis (Fig. 7g), we also observed expression in cells at the segment boundaries and the HM (Fig. 7h, i), consistent with previous ISH data^6^. Again, in segments where PL cells were present, they were always in direct contact with *ccbe1*+ cells at the HM (Fig. 7i, j).

We employed these reporter tools to investigate whether *adamts3*, *vegfc*, and *ccbe1* are co-expressed within the mesenchymal cells at the HM. Substantiating the RNAseq results, we found some *vegfc*-expressing cells at the HM to also express *adamts3* (Fig. 7k, l). Similarly, we observed co-expression of *adamts3* and *ccbe1* transgenes at the midline (Fig. 7m, n) and consequently also overlapping expression of *vegfc* and *ccbe1* (Fig. 7o, p). Compared with UAS:GFP, the UAS:RFP reporter line would mark the respective cells at the HM only in a mosaic fashion for all employed Gal4FF reporter lines, likely due to partial silencing of the UAS elements^33,34^. Hence it remains open whether the overlap between the mesenchymal cells expressing *adamts3*, *ccbe1*, or *vegfc* would be partial or possibly complete.

### The *adamts3*+, *ccbe1*+, and *vegfc*+ HM cells co-express *pdgfra*

The identification of mesenchymal cells expressing all known factors involved in the critical N-terminal processing of Vegfc prompted us to characterize the nature of these cells further. Based on their location and morphology, we excluded them to represent skeletal muscle or neuronal cells, and reasoned that these cells might reflect a fibroblast population. As *pdgfra* is considered a reliable marker for fibroblasts^35^, we generated a *Tg(pdgfra:mCit)* transgenic reporter line. At 48 hpf, *pdgfra*-expressing cells were visible throughout the embryo (Fig. 8a, b), particularly populating the HM (Fig. 8c–e) and the segment boundary regions (Fig. 8f). Furthermore, additional *pdgfra*+ cells were found juxtaposed to axial and intersegmental blood vessels (Fig. 8f, g). At the HM, *pdgfra*-expressing cells were positioned close to PLs, comparable with the situation for *adamts3*, *vegfc* and *ccbe1*-expressing cells (Fig. 8c–e). Indeed, all *adamts3*-positive cells in the region were also positive for the *pdgfra* reporter, indicating that a subpopulation of *pdgfra*-positive cells provides Adamts3 at the HM (Fig. 8h–m). Analogous co-expression in mesenchymal cells at the HM was found for *vegfc* and *pdgfra* reporters (Fig. 8n–s) and *ccbe1* and *pdgfra* transgenes(Fig. 8t–y). We noticed that signal intensities for all analyzed transgenes varied between individual cells at the HM, suggesting the actual expression levels of the respective genes to be heterogeneous among the mesenchymal cell population. Taken together, these results suggest that the *adamts3*, *ccbe1*, and *vegfc*-expressing mesenchymal cells at the HM reflect a subpopulation of *pdgfra*-positive fibroblasts.

**Fig. 8:**
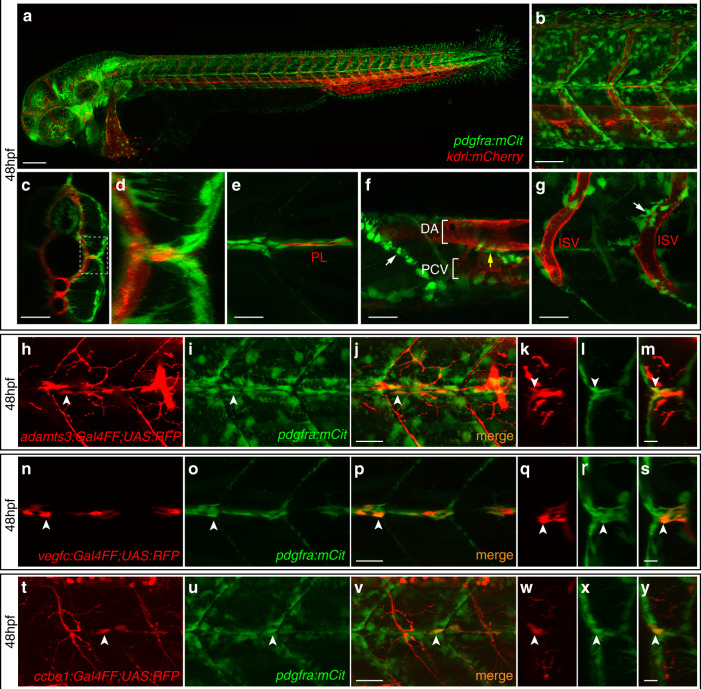
Co-expression of *adamts3*, *ccbe1*, and *vegfc* with *pdgfra* at the horizontal myoseptum. **a**–**g** Confocal images of *pdgfra:mCitrine; kdrl:mCherry* double transgenic embryos at 48 hpf. **a** Lateral view giving an overview of the *pdgfra*-expression domains. **b** Higher magnification of the trunk region above the yolk extension. **c**, **d** Virtual cross section of the trunk shown in **b**. **d** Zoom-in of the boxed area in (**c**) showing the HM region in detail. **e**–**g** Partial projections of (**b**). **e** At the HM, *pdgfra*-expressing cells (in green) are surrounding the PL cells (in red). **f** *pdgfra* is expressed by cells located along the segment boundaries (white arrow) as well as by individual cells located around the main axial blood vessels (yellow arrow). **g** At the level of the ISVs, individual *pdgfra*+ cells locate in close proximity to the blood vessels. **h**–**j**, **n**–**p**, and **t**–**v** Lateral views and **k**–**m**, **q**–**s**, and **w**–**y** virtual cross sections of the HM region in double transgenic embryos at 48 hpf. White arrows highlight cells with co-expression. **h**–**m** A subpopulation of *pdgfra*-expressing cells (green) is co-labeled by the *adamts3* reporter transgene (red) at the HM. **n**–**s** Cells at the HM co-express *vegfc* (red) and *pdgfra* (green). **t**–**y** All *ccbe1*-expressing cells at the HM (red) show co-expression of *pdgfra* (green). Scale bar in **a**: 100 µm; **b**, **c**: 50 µm; **e**–**j**, **n**–**p**, **t**–**v**: 25 µm; **k**–**m**, **q**–**s**, **w**–**y**: 10 µm. DA dorsal aorta, HM horizontal myoseptum, hpf hours post fertilization, ISV intersegmental vessel, PCV posterior cardinal vein, PL parachordal lymphangioblast.

Given the lack of an *adamts14* reporter line, we turned to RNAscope^26^, a technique that allows the simultaneous visualization of RNA granules for up to three different genes. We confirmed the expression of *adamts14*, *pdgfra*, *ccbe1*, and *vegfc* at the HM (Supplementary Figs. 5–7). However, dense packing and irregular shapes of cells in this part of the embryo hampered a reliable assessment of whether individual cytoplasmic RNA granules resided within the same or in neighboring cells. We therefore restricted co-expression analysis to individual confocal sections focusing on RNA granules that overlapped with individual DAPI signals and that therefore should reside within the same nucleus and hence the same cell. Following this strategy, we confirmed co-expression of *vegfc* and *pdgfra*, of *ccbe1* and *pdgfra* as well as co-expression of *vegfc* and *ccbe1* (Supplementary Figs. 5 and 6a). We also found cells that co-expressed *adamts14* with *vegfc, ccbe1*, or *pdgfra* mRNA (Supplementary Figs. 6b and 7), suggesting that *adamts14* is transcribed in at least part of the *pdgfra*-positive HM fibroblasts. Due to the aforementioned technical difficulties, however, we were unable to quantitatively assess the extent of co-expression between the individual Vegfc-processing components using this technique.

### Mesenchymal cells at the HM represent a fibroblast subtype

To characterize the *pdgfra* + mesenchymal cell population further and to firmly establish their identity, we carried out single-cell RNA sequencing (scRNAseq). 

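The data comprise 1109 single trunk cells of embryos at 48 hpf, each sorted into a well of its own and sequenced from full-length cDNA. Of these, 367 and 377 cells came from separate plates sorted from the *vegfc:Gal4FF;UAS:GFP;kdrl:mCherry* line, called *vegfc* plate 1 and *vegfc* plate 2 here, and 365 came from a plate sorted from the *pdgfra:mCit* line, called the *pdgfra* plate. The labels name a line and a plate for each cell but no animal or pool. Cells are therefore not treated as replicates here, the main values are also given by plate, and no p-value was computed. The *pdgfra:mCit* line was sequenced from a single plate, so that a difference between the lines cannot be told apart from a difference between plates. The authors trimmed the reads, aligned them to the GRCz11 genome, counted them on genes and deposited the raw counts per gene and cell. Between 59039 and 743590 counts per cell fell on genes in *vegfc* plate 1 (median 301980), between 66951 and 782140 in *vegfc* plate 2 (median 315212) and between 50045 and 746149 in the *pdgfra* plate (median 279923). The median number of genes found per cell was 6131 in *vegfc* plate 1, 4520 in *vegfc* plate 2 and 5649 in the *pdgfra* plate. From the raw counts, cells were clustered again, clusters were named by marker genes fixed beforehand, and cells with at least 20 counts of a gene were called expressing. A share of cells is given with its exact Clopper-Pearson 95% interval. These intervals cover counting error only, and PCR reads without molecular identifiers are not independent molecules.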

While *adamts3* and *ccbe1* are not only expressed in HM cells but also in cells at the segment boundaries and around the DA and PCV, we took advantage of the rather confined and strong expression of the *vegfc:Gal4FF;UAS:GFP* transgene in those cells at the HM, along with arterial ECs and hypochord cells at 48 hpf (Fig. 7c–e). We furthermore took into consideration that the expression of *adamts3*, *adamts14*, *ccbe1*, and *vegfc* might occur in a salt-and-pepper-like pattern, resulting in some cells expressing one particular combination of those genes while others might express a different combination. Hence, we used the *pdgfra* transgene to additionally sort for a broader fibroblast population. Employing either *vegfc:Gal4FF;UAS:GFP;kdrl:mCherry* double transgenic embryos or embryos harboring the *pdgfra:mCit* reporter, we established a partial dissociation protocol in which the trunks were only superficially dissociated. We thus enriched for peripheral cells (such as cells positioned at the HM) while reducing the respective representation of more medial cells (e.g., DA or hypochord cells) in the cell suspension (Fig. 9a) and FAC-sorted in total three different cell populations that were subsequently subjected to single cell sequencing: (1) *vegfc:Gal4FF;UAS:GFP* + ; *kdrl:mCherry*- cells, (2) *kdrl:mCherry*+; *vegfc:Gal4FF;UAS:GFP*- cells, and (3) *pdgfra:mCit*+ cells (Supplementary Fig. 3b, c).

**Fig. 9:**
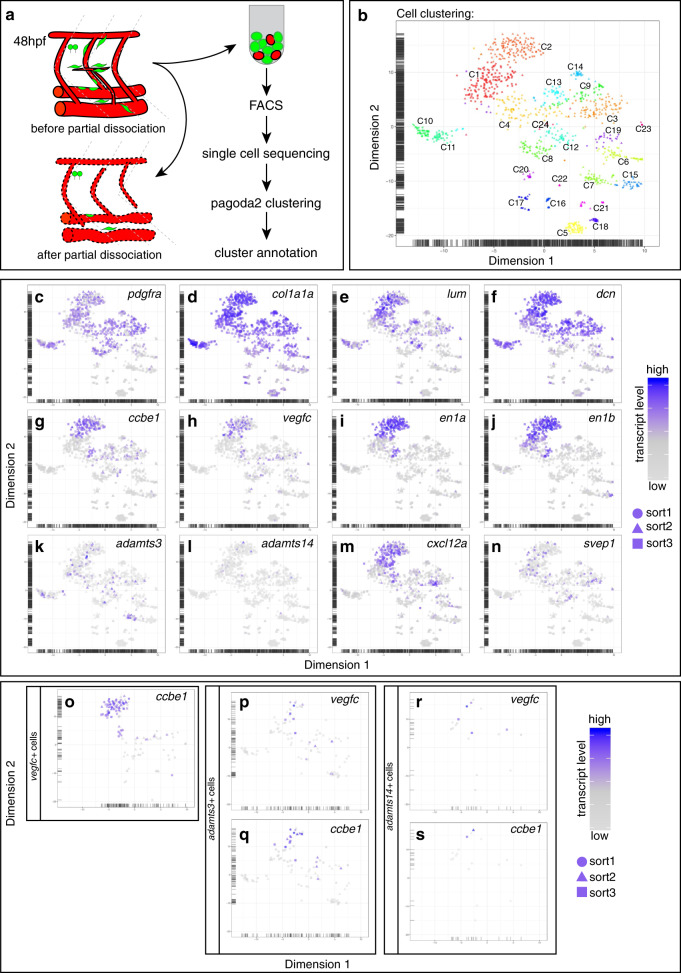
Single-cell RNA sequencing identifies fibroblast subpopulations expressing *adamst3, adamts14, ccbe1*, *and vegfc*. **a** Scheme of the partial dissociation approach and the work flow. Note that embryonic trunks were not completely dissociated in order to obtain a higher proportion of cells from more superficial tissues while reducing the amount of cells in the suspension originating from deeper tissues. **b** Pagoda2 clustering of the individual cell transcriptomes gives rise to 24 clusters (labeled as C1-C24). **c**–**n** t-SNE plots indicating the transcript levels of the respective gene in each sequenced cell. Expression of the general fibroblast markers *pdgfra* (**c**), *col1a1a* (**d**), *lum* (**e**), and *dcn* (**f**). Expression of *ccbe1* (**g**) and *vegfc* (**h**) is largely restricted to cells within cluster 2 as is the case for the expression of the genes *en1a* (**i**) and *en1b* (**j**). *adamts3*- (**k**) and *adamts14*-expressing cells (**l**) are distributed over several clusters. **m**, **n** While *cxcl12a*-expressing cells are enriched in cluster 2, *svep1*-expressing cells can be found within several different clusters. t-SNE plots highlighting cells co-expressing *vegfc* and *ccbe1* (**o**), *adamts3* and *vegfc* (**p**), or *adamts3* and *ccbe1* (**q**) as well as cells co-expressing *adamts14* and *vegfc* (**r**) or *adamts14* and *ccbe1* (**s**). Symbol shapes in the t-SNE plots indicate from which FACS run the cells had been obtained (circles and triangles originate from sorts using *vegfc:Gal4FF; UAS:GFP; kdrl:mCherry* embryos, cells indicated by squares stem from the FAC-sorting of *pdgfra:mCitrine* embryos), color scales reflect the relative transcript levels. hpf hours post fertilization.

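Genes with at least 300 counts in all and found in at least 3 cells, 18529 in number, entered the clustering. Counts of each cell were scaled to 500000 and put on a log scale, the 3000 most overdispersed genes were reduced to 50 principal components, and cells were joined to their 15 nearest neighbours. *vegfc*, *ccbe1* and the other genes whose values are reported below were among 64 genes left out of these steps, so that the clusters did not rest on them. Leiden clustering of this graph reached 24 clusters at a resolution of 1.6. Of these clusters, 11 were named fibroblast-like by their markers, and 3 of the 11 also carried the markers of fibroblasts at the HM. These HM markers, *itgbl1*, *ndnfl*, *sned1*, *pappab* and *lamb2*, are genes that the paper lists as enriched in its cluster 2 of these same cells. Finding the 3 clusters is therefore no independent test of that cluster. These 3 clusters held 142 cells, 12.8% of all cells (95% interval 10.9 to 14.9%), and are called HM fibroblast-like cells here. They made up 16.3% of the cells of *vegfc* plate 1, 14.9% of *vegfc* plate 2 and 7.12% of the *pdgfra* plate. Each of the 3 clusters was almost wholly from a single plate: all 59 cells of the first came from *vegfc* plate 1, 55 of 56 cells of the second from *vegfc* plate 2 and 26 of 27 cells of the third from the *pdgfra* plate. Their separation may therefore reflect the libraries rather than cell types, and the 3 clusters were treated as a single class. Ward clustering, the alternative that lowered the size of this class most, gave 117 cells, of which 114 were among the 142.

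**Figure D1:**
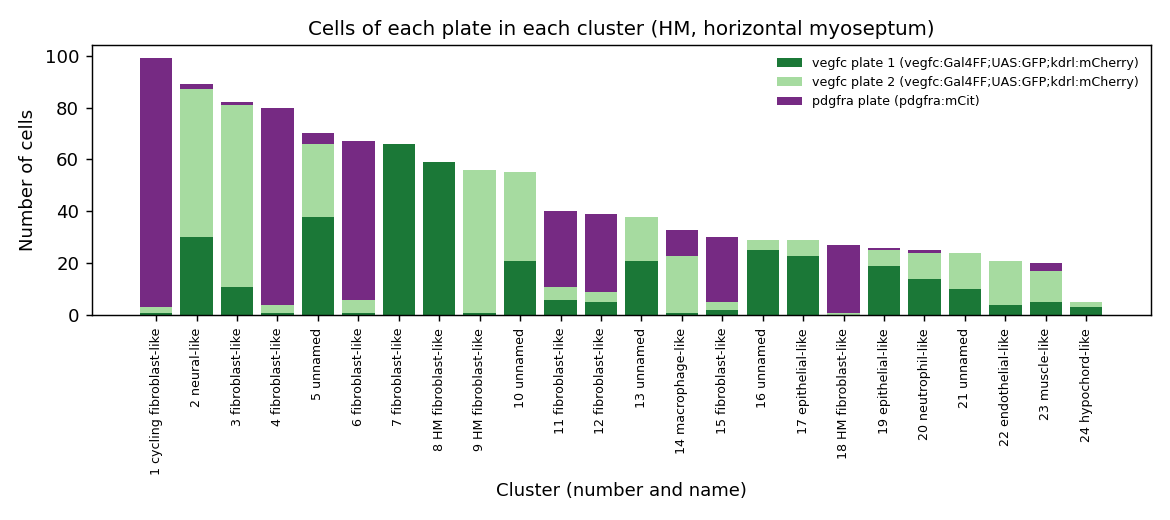
Number of cells (bar height) in each of the 24 clusters of the 1109 cells, with the bar divided by plate. Each of the 11 fibroblast-like clusters, the 3 of HM fibroblast-like cells included, came mostly from 1 plate.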

A total of 1109 single cell transcriptomes from all three cell populations was subsequently divided into 24 Pagoda2 clusters (Fig. 9b, Supplementary Fig. 8a, b). Guided by canonical cell-class marker expressions, we identified an endothelial cell cluster (cluster 20) that consisted exclusively of *kdrl:mCherry*+ cells and that expressed markers such as *pecam1*, *dll4*, *cdh5*, *fli1a*, and *fli1b* (Supplementary Figs. 8a–c and 10). 

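In the clustering made here, 21 cells formed an endothelial-like cluster, led by *dll4*, *plvapb*, *clec14a*, *pecam1* and *sox18*. It held 4 cells of *vegfc* plate 1 and 17 of *vegfc* plate 2, which are both from the *kdrl:mCherry* line. None of the 365 cells of the *pdgfra* plate fell into it, which allows a share of up to 0.822%. The median depth of its cells was 342878 gene counts.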

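Among the cells that were not fibroblast-like, 33 formed a macrophage-like cluster led by *havcr1*, *mafbb* and *cd83*, and 25 a neutrophil-like cluster led by *mpx* and *npsn*. A neural-like cluster of 89 cells, led by *gfap*, *elavl3* and *elavl4*, held 30 cells of *vegfc* plate 1, 57 of *vegfc* plate 2 and 2 of the *pdgfra* plate. A pair of epithelial-like clusters, led by *krt5*, *krt1-19e* and *anxa1b* in one and by *cldn3d*, *atp1a1a.4* and *cdh17* in the other, held 29 and 26 cells. Of these 55 cells, 42 came from *vegfc* plate 1. A hypochord-like cluster held 5 cells, 3 of *vegfc* plate 1 and 2 of *vegfc* plate 2. Its leading genes included *col8a1a*, *foxa*, *foxa1* and genes listed as *COL2A1* and *MATN3*, which were not matched to the markers *col2a1a* and *matn3b* and were not used for the name. A muscle-like cluster led by *actn3a*, *smyhc1* and *atp2a1* held 20 cells. A further 5 clusters with 216 cells stayed unnamed, and only 4 of these cells came from the *pdgfra* plate. Among them, a cluster of 29 cells, 25 of *vegfc* plate 1 and 4 of *vegfc* plate 2, met the marker criteria for macrophages, but the name was withheld because *aox5*, *gch2* and *slc2a15b* were among its leading genes.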

As expected from the general expression pattern of the transgenic lines we employed, we furthermore identified clusters representing immune cells in cluster 5 (*spi1b*+, *mpeg1.1*+) and cluster 18 (*mpx*+, *lyz*+), neuronal cells in cluster 7 (*gfap*+, *npas1*+) and cluster 15 (*elav3*+, *elav4*+), hypochord cells in cluster 23 (*col8a1a*+, *col2a1a*+, *fxyd1*+, *foxa1*+, *matn3b*+) and epithelial cells in cluster 16 and 17 (*cdh1*+, *cldnb*+, *cdh17*+, *epcam*+), likely representing pronephric duct cells (Supplementary Figs. 8b, c and 10).

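The fibroblast-like clusters, named by *pdgfra*, *col1a1a*, *lum*, *dcn*, *col1a2* and *col5a1*, held 645 of the 1109 cells, or 58.2% (95% interval 55.2 to 61.1%). The share differed between the lines, with 41.7% of the cells of *vegfc* plate 1 and 39.3% of *vegfc* plate 2 against 94.2% of the *pdgfra:mCit* cells of the *pdgfra* plate. Of these clusters, those of 67, 40, 39 and 30 cells scored higher on the fin mesenchyme or the tendon marker list than on the fibroblast list and were kept as fibroblast-like. A pair of unnamed clusters with 108 cells, 9.74% of all cells, had at least 3 fibroblast markers detected but stayed below the score set for the name. That score was set after the data had been seen. These 108 cells made up 16.1%, 11.9% and 1.1% of *vegfc* plates 1 and 2 and the *pdgfra* plate. The larger of the pair, with 70 cells, had the muscle precursor genes *myog* and *myod1* among its leading genes. The share was lowest among the other clusterings with 30 neighbours, at 51.1%. Since the clusters and their names were rebuilt here, this share need not cover the same cells as the fibroblast clusters of Fig. 9b.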

Significantly, we found that 75% of the isolated cells grouped into clusters that can be categorized as a general fibroblast population, based on expression of classical fibroblast markers such as *pdgfra, col1a1a, lum*, and *dcn* (Fig. 9c–f, Supplementary Fig. 8b, c). 

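*vegfc* (ENSDARG00000069640) reached 20 counts in 56 of the 142 HM fibroblast-like cells, 39.4% (95% interval 31.3 to 48.0%), and in 45.0%, 37.5% and 30.8% of those of *vegfc* plates 1 and 2 and the *pdgfra* plate. For *ccbe1* (ENSDARG00000086158), the number was 101 cells, or 71.1% (62.9 to 78.4%), with 76.7%, 67.9% and 65.4% by plate. In the other 503 fibroblast-like cells, the share was 8.15% for *vegfc* (5.91 to 10.9%) and 15.9% for *ccbe1* (12.8 to 19.4%). By plate, it was 5.38%, 19.6% and 5.66% for *vegfc* and 11.8%, 26.1% and 14.2% for *ccbe1*, so that the classes lay closest in *vegfc* plate 2, and without the *pdgfra* plate the share of *vegfc* was 12.4%. The fibroblast-like cluster nearest to the HM fibroblast-like cells, with 80 cells, lay between them at 18.8% for *vegfc* (10.9 to 29.0%) and 26.3% for *ccbe1* (17.0 to 37.3%). A further fibroblast-like cluster of 82 cells, 70 of them from *vegfc* plate 2, had similar shares, with 20.7% for *vegfc* (12.6 to 31.1%) and 31.7% for *ccbe1* (21.9 to 42.9%). Immune-like cells served as background, on the assumption, not tested here, that they lack both transcripts. Of 58 such cells, 1 reached the threshold for *vegfc* (1.72%) and 0 for *ccbe1*, which allows a share of up to 5.17%. HM fibroblast-like cells were shallower, with a median of 229825 gene counts against 295791 in the other fibroblast-like cells, 256736 in the nearest cluster and 354474 in the immune-like cells. With every cell thinned to 50000 counts and a threshold of 2 counts, the share of HM fibroblast-like cells was 44.4% for *vegfc* and 73.2% for *ccbe1*, against 8.75% and 20.1% in the other fibroblast-like cells and 1.72% for each gene in the immune-like cells. Counting every cell with 1 count or more moved the shares most, to 62.7% for *vegfc* and 86.6% for *ccbe1* in HM fibroblast-like cells, but also to 20.7% and 34.5% in the immune-like cells. Of the 126 cells over the threshold for *vegfc* in the whole dataset, 44.4% (35.6 to 53.6%) were HM fibroblast-like, and of the 195 cells for *ccbe1*, 51.8%. All these shares are of cells sorted by reporters, that of *vegfc* included, and not of the tissue.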

Amongst those fibroblast clusters we noticed strong enrichment for *vegfc* and *ccbe1* transcripts within cluster 2, and to some extent in clusters 1 and 4 (Fig. 9g, h). Given high expression levels of genes related to cell proliferation (*mki67*, *cdk1*, *top2a*, *ccna2*), we concluded that cluster 4 contains proliferating cells (Supplementary Fig. 8b, c). 

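The cycling fibroblast-like cluster of the clustering made here held 99 cells, 96 of them from the *pdgfra* plate, and had a median depth of 289458 gene counts. *vegfc* reached the threshold in 4 of these cells (4.04%, 95% interval 1.11 to 10.0%) and *ccbe1* in 12 (12.1%, 6.42 to 20.2%). Both intervals overlap those of the fibroblast-like cells outside the HM class, which include this cluster. *en1a* and *en1b* were found at the threshold in 25.3% (17.1 to 35.0%) and 44.4% (34.5 to 54.8%) of them.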

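The fibroblast-like cluster nearest to the HM fibroblast-like cells was taken as the one with the highest correlation of mean log expression over the genes used for clustering. Its correlation across these genes was 0.900, against 0.877 for the next cluster, and genes are not independent replicates. It was led by *THBS4*, *klf2a* and *csf1b*, and 76 of its 80 cells came from the *pdgfra* plate, so that a comparison with it within a plate was possible in that plate alone. RNA velocity, which needs spliced and unspliced reads, was not analysed here.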

Cluster 1 on the other hand seemed to be related to cluster 2 and might represent a precursor state of the more differentiated fibroblast population in cluster 2, as suggested by velocity cell-differentiation prediction analysis (Supplementary Fig. 9).

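For each gene, the counts of all cells of a class were summed and scaled to CPM by the total gene counts of the class. The ratio of HM fibroblast-like cells to a second class was taken as log2 after adding 1 CPM to both. *vegfc* stood at 238 CPM in HM fibroblast-like cells, with a log2 ratio of 3.17 over all other cells, 2.74 over other fibroblast-like cells and 1.03 over the nearest fibroblast-like cluster. *ccbe1* stood at 667 CPM, with log2 ratios of 3.66, 2.96 and 1.47. Against other fibroblast-like cells the ratio lay above 0 within each plate, at 3.96, 1.70 and 2.53 for *vegfc* and at 3.95, 2.45 and 2.65 for *ccbe1* in *vegfc* plates 1 and 2 and the *pdgfra* plate. The SD of these plate values was 1.14 for *vegfc* and 0.81 for *ccbe1*. Cells of the *vegfc* plates were sorted by reporters that include that of *vegfc*. Median eGFP counts there were 921.5 and 945.0 in HM fibroblast-like cells but 54.0 and 17.5 in other fibroblast-like cells. In these plates, selection on the reporter can therefore not be told apart from enrichment of *vegfc* in the class. The *pdgfra* plate was not sorted on this reporter. Against the nearest cluster only the *pdgfra* plate had enough cells of both classes, with a log2 ratio of 0.49 for *vegfc* and 1.12 for *ccbe1*. The alternative that moved these ratios most was to centre each gene within each plate before clustering, which gave 3.39 for *vegfc* and 3.67 for *ccbe1* over the cluster that was then nearest.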

In order to narrow down which fibroblast cluster represents the mesenchymal cell population expressing lymphangiogenic genes at the HM, we checked which transcripts would be specifically highly expressed within cluster 2 when compared (a) with all other clusters, (b) to all fibroblast clusters, or (c) to the closely related progenitor cluster 1 (Supplementary Tables 1–3). 

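*en1a* (ENSDARG00000014321) reached 20 counts in 139 of the 142 HM fibroblast-like cells (97.9%, 95% interval 94.0 to 99.6%) and *en1b* (ENSDARG00000098730) in 136 (95.8%, 91.0 to 98.4%). In other fibroblast-like cells, the share was 11.7% for *en1a* (9.05 to 14.9%) and 19.1% for *en1b* (15.7 to 22.8%), and in the nearest cluster 41.3% (30.4 to 52.8%) and 62.5% (51.0 to 73.1%). The *pdgfra* plate supplied most of the expressing cells outside the HM class. Among its other fibroblast-like cells 17.9% had *en1a* and 28.9% had *en1b*, against 1.08% for each gene in *vegfc* plate 1 and 1.09% and 3.26% in *vegfc* plate 2. The log2 ratio over other fibroblast-like cells was 3.91 for *en1a* and 3.27 for *en1b*. Within *vegfc* plates 1 and 2 and the *pdgfra* plate it was 5.84, 7.04 and 3.24 for *en1a* and 5.54, 5.98 and 2.70 for *en1b*, and without the *pdgfra* plate the ratio of *en1a* was 6.37. No immune-like cell reached the threshold for either gene.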

Amongst the most differentially expressed genes we noticed *engrailed 1a* and *engrailed 1b* whose expression seems largely confined to cluster 2 and to a lesser extent to some cells within clusters 1 and 4 (Fig. 9i, j). 

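Of the 126 cells with at least 20 counts of *vegfc*, 76 also had at least 20 counts of *en1a* or *en1b* (60.3%, 95% interval 51.2 to 68.9%). This share was 65.1% in *vegfc* plate 1, 40.0% in *vegfc* plate 2 and 92.9% in the *pdgfra* plate. Of the 195 cells with *ccbe1*, 134 also had *en1a* or *en1b* (68.7%, 61.7 to 75.2%), with 73.4%, 56.5% and 77.4% by plate. In the reverse direction, 30.2% of the 252 cells with *en1a* or *en1b* had *vegfc* and 53.2% had *ccbe1*. Among HM fibroblast-like cells, all 56 *vegfc*-expressing cells (interval from 93.6%) and 99 of the 101 *ccbe1*-expressing cells had *en1a* or *en1b*, in a class in which nearly every cell had these transcripts.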

Comparison between the *vegfc*, *ccbe1* and *en1a*, *en1b* t-SNE plots demonstrated a high degree of overlapping expression (Fig. 9g–j). We therefore performed antibody staining at 48 hpf to check whether Engrailed expression marks the cells of interest at the HM. Engrailed has been used as a marker for muscle pioneer cells, which can be distinguished from 13 hpf onwards and are located at the midline^36^. These 2–6 cells per somite represent a form of slow muscle fibers and are the first muscle cells that differentiate^36,37^. We found that the Engrailed antibody, which cross-reacts with zebrafish *en1a*, *en1b*, *en2a*, and *en2b*^38^, showed restricted staining of nuclei in the HM region at 48 hpf. Importantly, all *vegfc:Gal4FF;UAS:GFP* positive cells at the HM were also co-stained by Engrailed, but Engrailed also highlighted other nuclei in the region (Supplementary Fig. 11a–c), indicating that not only fibroblast populations express Engrailed proteins at this stage of development in the midline area. Antibody staining on *pdgfra:mCit* (Supplementary Fig. 11d–f) or *adamts3:Gal4FF;UAS:GFP* embryos (Supplementary Fig. 11g–i) revealed that *pdgfra*+ or *adamts3*+ cells at the HM, but not in other embryonic regions, were co-stained by Engrailed, demonstrating that the overlapping expression of *en1a*/*en1b* with *vegfc* or *pdgfra* can be used as a specific landmark for the fibroblast subpopulation at the HM.

After verifying that cluster 2 constitutes the fibroblast subpopulation in question, we also checked expression of other genes involved in lymphatic development in cells within this cluster. The number of *adamts3*+ cells within cluster 2 was much lower as compared with *vegfc* and *ccbe1*, indicating that the protease would be secreted in a salt-and-pepper-like fashion by only a fraction of HM fibroblasts at this stage (Fig. 9k). In addition, several *adamts3*-expressing cells were found within the neuronal clusters and within other fibroblast clusters, likely reflecting the expression domains along segment boundaries and around axial vessels. 

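*adamts3* (ENSDARG00000060127) reached 20 counts in 10 of the 142 HM fibroblast-like cells, 7.04% (95% interval 3.43 to 12.6%). The share was 6.67% in *vegfc* plate 1 and 10.7% in *vegfc* plate 2, and 0 of 26 cells of the *pdgfra* plate reached the threshold, which allows a share of up to 11.5%. These intervals lie below those of *vegfc* and *ccbe1* in the same cells. The summed level was low as well, at 11.8 CPM, with a log2 ratio of -0.73 over all other cells and -1.07 over other fibroblast-like cells. Within *vegfc* plates 1 and 2 and the *pdgfra* plate, the ratio over other fibroblast-like cells was -0.44, -0.83 and -3.02, and without the *pdgfra* plate it was -0.76.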

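Of the 93 cells with at least 20 counts of *adamts3*, 20 were neural-like, 50 were fibroblast-like outside the HM class and 10 were HM fibroblast-like. Expression was found in 22.5% of neural-like cells (95% interval 14.3 to 32.6%), namely 9 of 30 cells of *vegfc* plate 1, 11 of 57 of *vegfc* plate 2 and 0 of 2 of the *pdgfra* plate. In other fibroblast-like cells the share was 9.94% (7.47 to 12.9%), which overlaps the interval of HM fibroblast-like cells. The remaining cells comprised 1 endothelial-like cell and 12 cells of unnamed clusters.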

Finally, FAC-sorted cell populations contained only very few cells with active *adamts14* transcription, that were mostly found in cluster 2 and the related cluster 1 (Fig. 9l), suggesting the fraction of *pdgfra* + fibroblasts secreting Adamts14 at the HM to be relatively small.

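At 20 counts, 16 of the 1109 cells expressed *adamts14* (ENSDARG00000078494). Of these, 4 were HM fibroblast-like and 10 were other fibroblast-like cells, which included 5 cells of the cycling cluster and 2 of the cluster nearest to the HM class. With so few cells, the HM class took 25.0% of them with a 95% interval of 7.27 to 52.4%. With a plate left out, this share lay between 16.7% and 50.0%. The summed counts gave a log2 ratio of 1.46 over other fibroblast-like cells, with 1.05 in *vegfc* plate 1, 2.89 in *vegfc* plate 2 and -2.18 in the *pdgfra* plate. In the *pdgfra* plate, the HM class held a single count of *adamts14*. Over the nearest cluster, the ratio was 1.22 with all plates summed and -1.77 within the *pdgfra* plate, the only plate with enough cells of both classes.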

Two other important genes regulating the migration of lymphatic precursor cells are *cxcl12a* and *svep1*, both of which have been reported to be expressed by unknown cells located at the HM^39–41^. 

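*cxcl12a* (ENSDARG00000037116) reached 20 counts in 103 of the 142 HM fibroblast-like cells (72.5%, 95% interval 64.4 to 79.7%), with 80.0%, 73.2% and 53.8% in *vegfc* plates 1 and 2 and the *pdgfra* plate. Among other fibroblast-like cells the share was 27.6% (23.8 to 31.8%), with 19.4%, 38.0% and 27.0% by plate. In the nearest cluster it was 67.5% (56.1 to 77.6%), which overlaps the interval of the HM class. The log2 ratio of summed counts was 1.89 over other fibroblast-like cells, with 3.43, 1.49 and 0.89 by plate. Over the nearest cluster it was 0.26 with all plates summed and -0.85 within the *pdgfra* plate. Of all 285 cells over the threshold, 36.1% were HM fibroblast-like.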

In our scRNAseq data, *cxcl12a*-expressing cells showed strong enrichment in cluster 2, very similar to *vegfc* and *ccbe1* (Fig. 9m). The *svep1* gene has been reported to be expressed at regions with venous and LEC migration activity, including the HM. In line with the notion that only relatively few cells express *svep1* at the HM^39^, we found that only a fraction of the fibroblast cells within cluster 2 actively express *svep1* at 48 hpf (Fig. 9n). These results demonstrate that also additional regulators of lymphatic development are provided by fibroblast subpopulations located at the HM, emphasizing their importance as local signaling hubs within the embryonic trunk.

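*svep1* (ENSDARG00000013526) reached 20 counts in 11 of the 142 HM fibroblast-like cells, 7.75% (95% interval 3.93 to 13.4%), with 3.33%, 12.5% and 7.69% in *vegfc* plates 1 and 2 and the *pdgfra* plate. Other fibroblast-like cells gave 10.3% (7.82 to 13.3%) and the nearest cluster 11.3% (5.28 to 20.3%), and these intervals overlap. The log2 ratio over other fibroblast-like cells was 0.30 with all plates summed, but -0.88, -0.03 and 0.27 within *vegfc* plates 1 and 2 and the *pdgfra* plate. Of the 82 cells over the threshold, 52 were fibroblast-like outside the HM class and 3 were among the 5 hypochord-like cells.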

Our co-expression analysis using transgenic embryos (Fig. 7) demonstrated that the expression of *adamts3*, *ccbe1*, and *vegfc* at least partially overlaps at the HM, and that all cells expressing one of these genes in this region would always be *pdgfra*-positive. 

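Co-expression was read from the raw counts of each cell, a cell having to reach 20 counts for every gene of a pair. For comparison, the number of cells that independent expression would give was computed from the shares of both genes within the class and each plate and summed over the plates. Across classes, a pair can be frequent because both genes mark the same cells, so that the expectation was also taken within HM fibroblast-like cells. Over all 1109 cells, 65 expressed both *vegfc* and *ccbe1*, against 22.3 expected from the shares among all cells of each plate.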

In order to assess whether a single *pdgfra*+ fibroblast at the HM would likely express more than one of the genes involved in Vegfc processing, we analyzed the co-expression of the respective transcripts in cluster 2 cells in more detail (Fig. 9o–s, Supplementary Table 4). 80% (47/59) of the actively *vegfc*-transcribing cells also contained *ccbe1* transcripts, while 47% (47/99) of *ccbe1*-expressing cells also transcribed *vegfc*, indicating that both genes have a high tendency to be co-expressed (although more fibroblasts express *ccbe1* (72%) compared with *vegfc* (43%) at 48 hpf). 

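In the HM fibroblast-like class of the clustering made here, 42 of the 56 *vegfc*-expressing cells also expressed *ccbe1*, 75.0% (95% interval 61.6 to 85.6%), with 21 of 27 in *vegfc* plate 1, 15 of 21 in *vegfc* plate 2 and 6 of 8 in the *pdgfra* plate. Conversely, *vegfc* was found in 41.6% of the 101 *ccbe1*-expressing cells (31.9 to 51.8%), with 45.7%, 39.5% and 35.3% by plate. Independent expression within this class would give 40.2 cells with both genes, so that the observed number was 1.05 times the expected one, and the share of *ccbe1* among *vegfc*-expressing cells did not differ from its share in the class beyond counting error. From the overlap in both directions the paper reasons that the genes tend to be expressed by the same fibroblasts, while more of them express *ccbe1* than *vegfc*.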

The proportion of cells within cluster 2 actively expressing *adamts3* was 9% (13/137) and for *adamts14* 3% (4/137). 

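The 4 HM fibroblast-like cells with *adamts14* in the clustering made here, 2 of *vegfc* plate 1 and 2 of *vegfc* plate 2, made up 2.82% of the class (95% interval 0.773 to 7.06%). In other fibroblast-like cells the share was 1.99% (0.957 to 3.63%), or 1.08% without the *pdgfra* plate, so that no difference was detectable at this number of cells. For *adamts3* the threshold decided the share, which was 1.41% of HM fibroblast-like cells at 50 counts and 21.8% at 1 count.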

While we did not observe co-expression of *adamts3* and a*damts14*, we noticed that 85% (11/13) of *adamts3*-expressing cells co-expressed *ccbe1* and that the overlap between *adamts3* and *vegfc* was 38% (5/13). 

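Here 8 of the 10 *adamts3*-expressing HM fibroblast-like cells also expressed *ccbe1* (80.0%, 95% interval 44.4 to 97.5%), against 7.14 expected from independent expression within the class. With *vegfc*, the overlap was 3 of 10 cells (30.0%, 6.67 to 65.2%), against 4.05 expected. Both intervals contain the share of the respective gene in the whole class. *adamts3* and *adamts14* were found together in 0 of the 142 cells, which allows a share of up to 2.11%, and in 0 of all 1109 cells, which allows up to 0.271%. Independent expression would have given 0.348 and 1.34 cells, so that their absence from the same cell was not distinguishable from chance.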

Interestingly, we also identified fibroblast cells in cluster 2 expressing one of the two protease genes together with *vegfc* and *ccbe1* simultaneously (4/13 of *adamts3*+ or 1/4 of *adamts14*+ cells). 

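In the clustering made here, 2 of the 10 *adamts3*-expressing HM fibroblast-like cells expressed *vegfc* and *ccbe1* as well (20.0%, 95% interval 2.52 to 55.6%), both of them from *vegfc* plate 1. Among the 4 cells with *adamts14* there was 1 such cell (25.0%, 0.631 to 80.6%).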

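*vegfc* and *ccbe1* were both over the threshold in 29.6% of the HM fibroblast-like cells (95% interval 22.2 to 37.8%). The intervals of *en1a* and *en1b* lie above that of *ccbe1* in these cells, that of *ccbe1* lies above that of *vegfc*, and that of *vegfc* lies above those of *adamts3*, *adamts14* and *svep1*. The order of *ccbe1* above *vegfc* and of *vegfc* above *adamts3* was seen in each plate. The proteases and *svep1* cannot be ranked, since their intervals overlap.

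**Figure D2:**
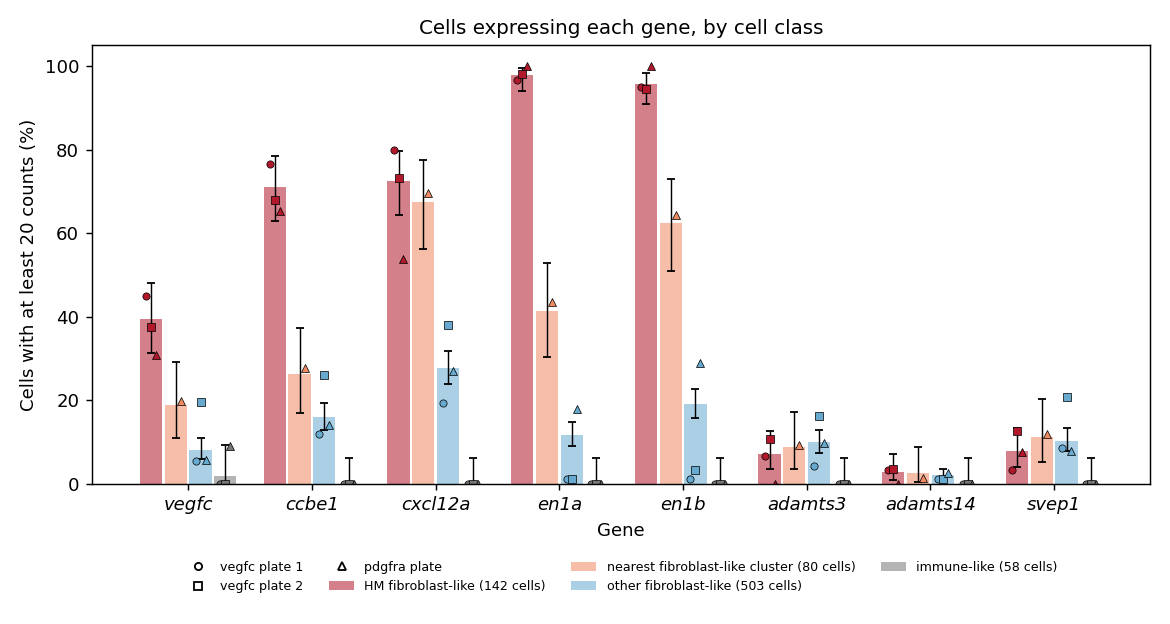
Percentage of cells with at least 20 counts of each gene among HM fibroblast-like cells (142), the nearest fibroblast-like cluster (80), all other fibroblast-like cells (503, which include the nearest cluster) and immune-like cells (58). Bars give the share of all cells of a class, error bars the exact 95% interval and points the share within each plate that has at least 5 cells of the class; over all plates, *en1a*, *en1b*, *cxcl12a* and *ccbe1* pass 70% of HM fibroblast-like cells, while *adamts3*, *adamts14* and *svep1* stay below 10%. Single plates go beyond these limits, down to 53.8% for *cxcl12a* and 65.4% for *ccbe1* and up to 10.7% for *adamts3* and 12.5% for *svep1*.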

Taken together, these results indicate that although HM fibroblasts have a high tendency to co-express several of the genes in question, the proportion of cells expressing a particular gene at the HM at 48 hpf differs significantly, suggesting a certain heterogeneity amongst this fibroblast population.

### Guidance of PL cells requires Vegfc processing at the HM

Since it has never been functionally addressed whether Vegfc processing at the HM is required to recruit PLs to this region, we assessed at which of the *vegfc* expression domains processing needs to occur in order to allow for the formation of vISVs or PLs, respectively. To this end, we locally expressed fully processed, mature human VEGFC in mutants with disabled Vegfc processing: injection of a *UAS:ΔNΔC-VEGFC-P2A-RFP* construct into embryos double mutant for *adamts3* and *adamts14* and harboring the *vegfc:Gal4FF* transgene (Fig. 10a) resulted in mutant embryos that expressed fully mature VEGFC in a mosaic fashion within the normal *vegfc* expression domains. Injected embryos were subsequently analyzed for a rescue in vein and PL formation, taking into account which cells provided processed VEGFC (labeled by RFP expression).

**Fig. 10:**
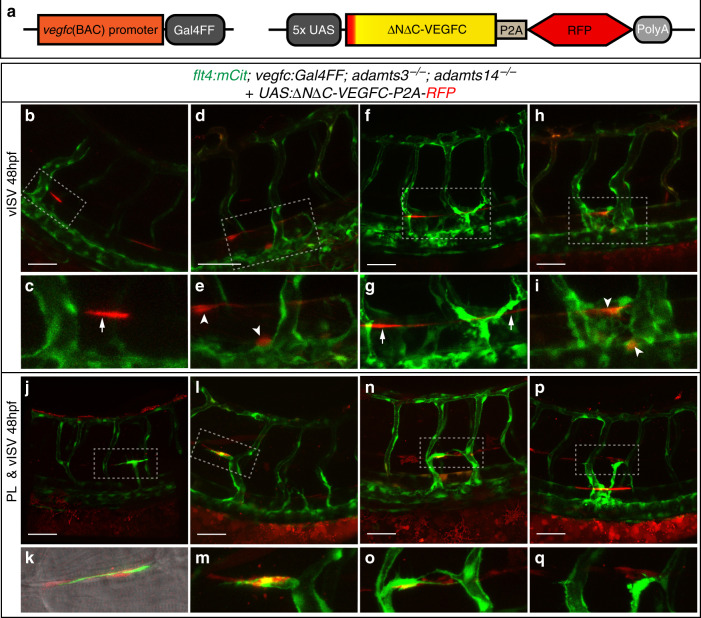
Local Vegfc processing at the HM is required to guide endothelial cells to this region. **a** Schematic depiction of the mature human VEGFC overexpression construct and the *vegfc:Gal4FF* transgenic line, which was used to drive mosaic expression of the construct upon transient injection. **b**–**q** *vegfc:Gal4FF* positive embryos were injected with the overexpression construct at the one-cell stage and imaged at 48 hpf. All embryos shown are *adamts3; adamts14* double mutant, transgenic for *flt4:mCitrine* (green) and express *UAS:ΔNΔC-VEGFC-P2A-RFP* (red). **b**, **c** Expression of *UAS:ΔNΔC-VEGFC-P2A-RFP* in hypochord cells (white arrow) rescues vein formation. **d**, **e** Local vISV rescue upon expression of mature VEGFC in DA cells (white arrowhead). **f**–**i** Venous hyper-sprouting with ectopic venous structures formed in the vicinity of hypochord cells (**f**, **g**, arrows) or DA cells (**h**, **i**, arrowheads) with expression of the ΔNΔC-VEGFC construct. **j**, **k** *UAS:ΔNΔC-VEGFC-P2A-RFP* positive fibroblasts recruit PL cells to the HM region. **l**, **m** Expression of mature VEGFC in hypochord cells and in fibroblasts at the HM rescues vISV and PL formation in *adamts3; adamts14* double mutant embryos. Note the close proximity of the PL cell to the ΔNΔC-VEGFC producing fibroblasts. **n**, **o** Combined expression of mature VEGFC in DA cells and fibroblasts at the HM results in the formation of vISV and PL cells close by. **p**, **q** Simultaneous expression of ΔNΔC-VEGFC in hypochord cells and in fibroblasts at the HM results in a local rescue of PL and vISV formation but can additionally lead to a hyper-branching of venous structures at the level of the DA. **c**, **e**, **g**, **i**, **k**, **m**, **o**, **q**: Zoom-in image of the indicated regions in **b**, **d**, **f**, **h**, **j**, **l**, **n**, **p**. Scale bars: 50 µm. DA dorsal aorta, HM horizontal myoseptum, hpf hours post fertilization, PL parachordal lymphangioblast, vISV venous intersegmental vessel.

Thus far, it had been assumed that *vegfc* is expressed only by hypochord and DA cells at the time of secondary sprouting, posing the question how Vegfc could instruct PLs to pass this area and progress to the HM. When providing mature VEGFC at the level of the DA by expression in either hypochord or DA cells, we observed sprouting of venous endothelial cells in the immediate proximity, resulting in the formation of a vISV close by (Fig. 10b–e). In other cases, DA and especially hypochord expression of ΔNΔC-VEGFC not only resulted in the formation of a vein but also induced a local hyper-sprouting phenotype of venous ECs, possibly due to higher expression levels of the construct in these embryos. As a result, excessive venous structures extended around the source of mature VEGFC protein (Fig. 10f–i), indicating that the local levels of mature Vegfc need to be tightly controlled to allow for normal vascular development. A rescue of PL cells, in contrast, was only observed when processed VEGFC was provided by fibroblasts at the HM region, mostly in conjunction with expression within the DA (Fig. 10j–q). These results indicate that controlled processing of endogenous Vegfc at the DA level is important and sufficient to trigger the initial sprouting phase from the vein and the formation of vISVs. In order to allow for formation of PLs, however, a source of mature Vegfc at the HM region appears essential. We noticed that in cases of PL rescue, lymphatic precursor cells would always end up in direct proximity to the ΔNΔC-VEGFC-expressing fibroblasts, indicating that the sprouts indeed migrated toward the source of mature VEGFC. The effects elicited by processed VEGFC appeared locally restricted in all cases, suggesting that the mature protein does not diffuse very far into neighboring segments of the embryo.

## Discussion

Here we assessed the expression and interplay of Adamts3 and Adamts14 with Ccbe1 in N-terminal processing of secreted Pro-Vegfc and hence the activation of the Vegfr3/Flt4 signaling pathway in the spatio-temporal regulation of lymphangiogenesis. In particular, using single cell sequencing and cell transplantations we resolved how the different cellular sources of the individual players and their spatial positions determine the migratory routes taken by the lymphatic precursor cells, which is relevant for the correct patterning of the lymphatic system.

We surprisingly found that—in contrast to mice and men^11–13^—zebrafish *adamts3* knock-outs fail to display lymphatic defects. Only the simultaneous loss of Adamts3 and Adamts14 activity interferes with lymphatic development, resulting in an exceptionally clean phenotype: *adamts3;adamts14* double mutants fully recapitulate the venous sprouting defects seen in *ccbe1* and *vegfc* mutants^6,10,42^, suggesting that in fish both Adamts3 and Adamts14 are able to activate Vegfc. One remaining wild-type copy of either gene is sufficient to trigger lymphangiogenesis, demonstrating that both proteases act redundantly. Zebrafish Adamts14 could also activate human VEGFC in an in vivo activity assay (Fig. 2), which prompted us to revisit the VEGFC cleavage capacity of human ADAMTS14 in vitro. We found that human VEGFC is not only proteolytically processed upon ADAMTS3 addition as described previously^8^ but also in case recombinant ADAMTS14 protein is added to the conditioned medium. The processing capacity of both ADAMTS proteases is thus an evolutionary conserved feature. Although ADAMTS3 seems to be the essential VEGFC-processing protease during murine lymphatic sprouting^11,12^, future studies will clarify a possible involvement of *Adamts14* during other aspects of lymphatic development.

*adamts3* and *adamts14* exhibit strong expression domains within the spinal cord, but also possess partially overlapping expression domains in fibroblast subpopulations located along the migration route of LECs and the HM. Previous work has indicated a correlation between the presence of specific motoneurons and the migration of lymphatic precursor cells towards the HM, an area to which RoP motoneurons extend axonal projections^30^. These results suggested a model in which motoneurons would be directly involved in guiding migrating PLs, possibly by directed secretion of proteins from their axons, but the exact nature of such a connection remained unclear. Here we report that Adamts3 secreted by motoneurons directly impacts the sprouting and migration of secondary sprouts. Cell transplantations indeed showed that in absence of endogenous Adamts3 or Adamts14, clusters of *adamts3*-expressing motoneurons are sufficient to rescue venous sprouting, the formation of vISVs and even PL migration to the HM (Fig. 5). This establishes a direct connection between embryonic motoneurons and the guidance of lymphatic precursor cells. For *adamts14* we identified persisting expression in the floorplate. In cases where transplanted *adamts14*^*+/+*^ cells contributed to the floorplate in double mutant embryos, a rescue of secondary sprouting could be observed, identifying Adamts14 as a floorplate-derived protein that influences embryonic lymphangiogenesis.

Besides these neuronal expression domains, we identified additional sources for *adamts3* and *adamts14*. A Tg(*adamts3:Gal4FF*) reporter line highlights individual cells located close to the PCV and DA as well as cells aligned along the segment boundaries, reminiscent of a recently described population of sclerotome-derived tendon fibroblasts called tenocytes^43,44^. Furthermore, we found such cells at the HM, where they are positioned in direct contact to the incoming PL cells. Single cell transcriptome analysis identified these cells as a population of *pdgfra*-positive fibroblasts. This fibroblast subpopulation resident at the HM and positive for *en1a*/*en1b* turned out to express not only *adamts3* and *adamts14* in a salt-and-pepper-like fashion, but also to provide other known key components of the Vegfc-processing machinery such as Ccbe1 and Vegfc itself, which thus far had been believed to be only provided by arterial cells of the DA and ISVs, as well as by hypochord cells that are located relatively far from the HM region to which lymphatic precursor cells migrate. Employing transgenic reporters we confirm expression domains for *ccbe1* and *vegfc* within the *pdgfra*+ fibroblasts at the HM, indicating that this cell population provides all players known to be required for the generation of fully active Vegfc in the extracellular space. Thus, fully processed, mature Vegfc protein is likely produced at the HM, guiding PLs to this region.

In order to firmly establish at which location Vegfc maturation needs to happen to allow for (1) normal sprouting and formation of vISVs versus (2) the migration of lymphatic precursor cells to the HM, we provided fully processed Vegfc in different anatomical compartments in a mosaic fashion. This analysis revealed that processing at the level of the DA/hypochord can trigger sprouting from the PCV and formation of intersegmental veins. Ccbe1 and Adamts3 (and likely also Adamts14) are provided by fibroblasts located close to the axial vessels, suggesting that for this initial phase of migration, these fibroblasts provide the molecular components for Vegfc to mature and to allow formation of vISVs. In an independent step, future PL cells that will go on to populate the HM region seem to depend on a local source of mature Vegfc at the HM, as we only observed normal PL formation in embryos that contained fibroblasts expressing the ΔNΔC-VEGFC construct at the HM. Given the expression of all required factors in *pdgfra*+ fibroblasts in this area, the secretion of these factors by the same or neighboring fibroblasts at the HM region would lead to the local production of mature Vegfc, in turn attracting and guiding the lymphatic precursor cells on their way from the DA/hypochord area to the superficial HM. Furthermore, our characterization of the *en1a*/*en1b*-positive HM fibroblast population indicates that these cells also provide additional proteins that have been shown to be essential for lymphatic development and which do not have an established direct connection to the regulation of Vegfc processing (*cxcl12a* and *svep1*), emphasizing the importance of this cell population as local signaling hubs producing various key regulators of lymphatic migration in the trunk.

The here reported expression of lymphangiogenic factors by fibroblast subpopulations seems to be an evolutionary conserved feature: The publicly available mouse limb muscle dataset of the Tabula Muris single cell transcriptomics database^45^, contains an unannotated cell population showing expression of *Adamts3*, *Ccbe1*, and *Vegfc*. Similar to the zebrafish situation, the three genes are only expressed by subpopulations of this cell group. Remarkably, we found that more than 30 orthologs out of the 50 most differentially regulated genes within zebrafish fibroblast cluster 2 (Supplementary Fig. 10) are also expressed in this mouse cell population (including fibroblast-enriched genes such as *Dcn*, *Col1a1*, *Col1a2*, or *Mmp2*^35^). This strongly suggests that a related fibroblast subpopulation to the one we characterize here also exists in muscle tissue of adult mice, and that this cell population can also serve as a source for Vegfc signaling components. Our dataset hence compiles an array of genes and identifies a specific subpopulation of fibroblasts that is not only relevant for zebrafish lymphangiogenesis, but might also be used in other physiological contexts and in other species, including human.

## Methods

### Zebrafish husbandry and strains

Zebrafish (Danio rerio) strains were maintained according to FELASA recommendations^46^. Animal experiments have been performed according to guidelines of the animal ethics committees at the University of Münster, Germany. Embryonic developmental stages were determined according to reference^47^.The following published transgenic lines have been employed in this study: *Tg(flt4:mCitrine)*^*hu7135*^^48^, *Tg(flt1*^*enh*^*:tdTomato)*^*hu5333*^^49^, *Tg(shh:vegfc-IRES-mTurquoise)*^*hu10933*^^10^, *Tg(kdrl:HRASmCherry)*^*s916*^^6^ referred to as *kdrl:mCherry*, *Tg(mnx1:GFP)*^*ml2*^^50^*, Tg(NBT:dsRed)*^*zf148*^^51^*, Tg(isl1:Gal4FF)*^*hu6635*^^52^*, Tg(UAS:GFP)*^*nkuasgfp1a*^*, Tg(UAS:RFP)*^*nkuasrfp1a *^^53^.

### Transgenesis

The *Tg(adamts3:Gal4FF)*^*mu400*^*, Tg(pdgfra:mCitrine, cmlc2:mTurquoise)*^*mu401*^*, Tg(vegfc:Gal4FF)*^*mu402*^*, Tg(vegfc:mCitrine)*^*mu403*^*, Tg(ccbe1:mCitrine)*^*hu6741*^*, Tg(ccbe1:Gal4FF)*^*hu8876*^ transgenic reporter lines were generated from BAC DNAs (listed in Supplementary Table 5) following standard BAC recombineering procedures^49^. Briefly, using BAC recombineering in Escherichia coli the long terminal repeats of the Medaka Tol2 transposon were inserted into the BAC clones (in case of the *pdgfra* reporter line containing a cmcl2:mTurquoise expression cassette as a selection marker for transgenesis). In a second step, the respective reporter cassette (mCitrine or Gal4FF) was inserted replacing the first translated ATG of the targeted gene. 150–300 pg of the modified BAC DNA and 25 pg Tol2 mRNA were injected into one-cell embryos.

### Genome editing

TALEN constructs for the generation of *adamts3*^*hu10891*^, *adamts3*^*hu11981*^, *adamts14*^*hu11304*^, and *adamts2*^*hu11300*^ mutant alleles were assembled following the Golden Gate method and employing the GoldyTALEN modified scaffold^54,55^. The TALEN binding sites in *adamts3* exon 3 were: TAL1, 5′-GCCATGGTGGAATGGCACGAT-3′; TAL2, 5′- AGCTGGAAATGCGACTGATA-3′. The TALEN binding sites in *adamts3* exon 5 were: TAL1, 5′-TGATGATTCTGTCGTCC-3′; TAL2, 5′-AGCATGTGCAGAACT-3′. The TALEN binding sites in *adamts14* exon 3 were: 5′-CTGGGAACAAACATCAACAT-3′; TAL2, 5′-GATCCTGGTGGGATATCGAC-3′. The TALEN binding sites in *adamts2* exon 6 were: TAL1, 5′-TTTTCTCACCAGACAAGA; TAL2, 5′-CATGCAGGGTAATTCATTTT-3′. One-cell embryos were injected with 50–200 pg of the respective mixed TAL1/TAL2 mRNAs. All selected TALEN binding sites flanked a central restriction enzyme site that was used for subsequent screening and efficacy testing.

For the generation of the *adamts2_like*^*hu11325*^ allele CRISPR-mediated genome editing was performed^56^. The sgRNA target site in *adamts2_like* (XM_009303692.3; LOC101883894) exon 2 was 5′-GGGCAATCCTTCTCAGAGTC-3′ and spanned a genomic HinfI restriction enzyme site which was used for subsequent screening and efficacy testing. One-cell stage embryos were injected with 150 pg of zebrafish codon-optimized *nls-zCas9-nls* mRNA and 25 pg *adamts2* sgRNA.

### Genotyping

*adamts3* and *adamts14* were genotyped by KASPar. *adamts2* and *adamts2_like* were genotyped by PCR and restriction enzyme digestion. *shh:zfvegfc* was genotyped by PCR. The corresponding primers and restriction enzymes are listed in Supplementary Tables 6, 7.

### In situ hybridization (ISH)

Antisense RNA probes for *adamts3* and *adamts14* were generated from cDNA by PCR amplification of a template fragment using primers with a T3 promoter overhang (Supplementary Table 8) followed by in vitro transcription with T3 RNA polymerase using digoxigenin (DIG)-labeled UTP (2 h, at 37 °C). The *vegfc* probe was generated from a plasmid template^57^ using T7 RNA polymerase. ISH was carried out following standard procedures^58^ with the following changes: After fixation (4% paraformaldehyde in PBS, overnight at 4 °C) and storage in 100% methanol, the 26/36/48 hpf embryos were treated with proteinase K for 10 min at room temperature at a concentration of 10 µg/mL. After re-fixation (4% paraformaldehyde, 20 min), washing with PBST and pre-hybridization at 65 °C, embryos were incubated in hybridization buffer containing DIG-labeled antisense probes at 65 °C for at least 12 h. For the detection of *vegfc*, 100 ng of the column-purified probe were added to the hybridization buffer. For *adamts3* and *adamts14* transcript detection, 100 ng of each of the respective probes 1–3 (Supplementary Table 8) were combined and used for the hybridization. All subsequent washing steps, the incubation with anti-DIG primary antibody (sheep anti-Digoxigenin-AP Fab Fragments, 1:2000, Roche, cat-no. 11093274910, Lot: 16646822) and the alkaline-phosphatase-conjugated secondary antibody as well as the staining reaction using NBT/BCIP substrates was performed according to the published protocol. Embryos were imaged on a Nikon Eclipse Ni microscope.

### RNAscope

RNAscope probes for *adamts3*, *adamts14*, *ccbe1*, and *vegfc* (Supplementary Table 9) were designed and synthesized by ACD, a bio techne brand. The RNAscope transcript detection was performed on embryos that were fixed in 4% paraformaldehyde at RT for 20 min using the RNAscope Fluorescent Multiplex Reagent Kit (ACD) and following standard procedures^26^: Fixed embryos were washed three times for 5 min in 1 ml PBT (0.1% Tween), followed by a series of dehydration steps: 25, 50, 75, and 100% methanol for 5 min each. After overnight incubation in 100% methanol at −20 °C the solution was completely removed and the embryos were air-dried at room temperature for 30 min. Two drops of Pretreat 3 were added and the embryos were incubated at room temperature for 20 min. The individual probes were simultaneously heated up to 40 °C in the water bath for 10 min and were brought back to room temperature before the respective C1, C2, and C3 probes were mixed in a 50:1:1 ratio with a final volume of 50 μl per tube. After Pretreat 3 incubation, embryos were washed three times with PBT at room temperature followed by an incubation in 50 μl of mixed target probes at 40 °C overnight. After three washes with 0.2X SSCT for 15 min each at room temperature, embryos were re-fixed in 4% PFA for 10 min at room temperature and washed three times 15 min with 0.2x SSCT at room temperature. Embryos were subsequently incubated in two drops of Amp1 solution from the kit for 30 min at 40 °C followed by three 15 min washing steps in 1 ml 0.2X SSCT at room temperature. Analogous incubation and washing steps were performed for Amp2 (15 min incubation), Amp3 (30 min incubation), and Amp4 (15 min incubation) solution. After the final wash with 0.2X SSCT at room temperature, embryos were stained in two drops of DAPI solution from the kit at 4 °C overnight, washed with PBT and imaged on a Leica SP8 confocal microscope.

### Immunohistochemistry

Antibody staining was performed according to a previously published protocol^59^. In brief, embryos were fixed in 4% PFA overnight at 4 °C, washed three times 5 min with 100% methanol on ice and incubated in methanol with 3% H_2_O_2_ for 60 min on ice. Afterwards, embryos were washed three times 5 min with 100% methanol on ice and then kept in 100% methanol at −20 °C for at least 2 days before use. Embryos were washed with PBT (0.1% Tween 20) three times for 10 min and incubated in PBT with 30% sucrose (w/v) overnight at 4 °C. After three more washes with PBT for 10 min each, embryos were incubated in 150 mM Tris-HCl (pH 9.0) for 5 min, followed by an incubation at 70 °C for 15 min. The embryos were washed two times with PBT 10 min and with distilled water twice for 5 min each. Afterwards, embryos were transferred to ice-cold acetone and incubated at −20 °C for 40 min. Then, embryos were washed two times with PBT 5 min before they were treated with 10 µg/ml Proteinase K in PBT for 10 min at room temperature and re-fixed with 4% PFA at room temperature for 20 min. After three more washing steps in PBT for 5 min each embryos were rinsed with cold TBST (0.1% Triton X-100), followed by a blocking step with 1% BSA and 10% goat serum in TBST overnight at 4 °C. Primary antibodies in blocking buffer were applied to the embryos, which were then incubated overnight at 4 °C on a shaker. Embryos were washed five times with TBST for 30 min each, once with Maleic buffer (150 mM Maleic acid; 100 mM NaCl; 0.001% Tween 20 pH 7.4) for 30 min at room temperature, followed by an incubation in 2% blocking reagent (Roche) in Maleic buffer at RT for 2–3 h. The secondary antibody in 2% blocking reagent was added and the embryos were incubated overnight at 4 °C. On the following day, embryos were washed with Maleic buffer five times 30 min each and rinsed with PBS. After the washing steps, PBS was removed and 100–150 μl tyramide signal amplification reagent was added. The embryos were incubated at room temperature for 3 h in dark before they were washed with TBST several times during the next 1–2 days at room temperature on a shaker before imaging and analysis.

The following antibodies were used at the indicated dilutions: mouse anti-engrailed 4D9 primary (1:4; Developmental Studies Hybridoma Bank, University of Iowa, Antibody Registry ID: AB_528224) with Peroxidase AffiniPure Goat Anti-Mouse IgG, light chain specific secondary (1:100; Jackson Immuno Research, cat-no. 715-035-150) followed by Alexa568-tyramide signal amplification reagent (TSA kit, PerkinElmer, cat-no. 2305851); chicken anti-GFP primary (1:400, Abcam, cat-no. ab13970) with Alexa488-conjugated goat anti-chicken secondary (1:200, Invitrogen, cat-no. A11039).

### Cell transplantation assay

Heterochronic cell transplantations were performed by using 4 hpf donor and 6 hpf host embryos. Approximately 20 cells were taken from the donor’s animal pole and transferred close to the host’s lateral marginal zone (for fibroblast cells), or slightly above for neuronal cells. Donor embryos were injected with dextran-Alexa647 to identify the transplanted cells in host embryos. In addition, *adamts3* wild-type donor embryos positive for *Tg(adamts3:gal4;UAS:GFP)* were used to highlight the *adamts3*-expressing cells within the transplant.

### Protein purification and VEGFC-processing assay

For purification of ADAMTS3 and ADAMTS14 recombinant proteins, a previously published protocol was adopted^60^. Stably transfected cells were grown in DMEM supplemented with 10% fetal calf serum and hygromycin. Upon confluence, the growth medium was replaced by serum free DMEM containing soybean trypsin inhibitor (40 µg/ml), heparin (5 µg/ml), and ZnCl_2_ (80 µM). After 48 h the medium was collected, concentrated, and subsequently loaded on a 25 ml Concanavalin A-Sepharose column that was pre-equilibrated in buffer A (50 mM Tris pH 7.5; 1 M NaCl; 2 mM CaCl_2_). After a washing step with buffer A, protein elution was performed using buffer A supplemented with 500 mM α-methyl-D-mannoside. The fractions containing recombinant enzymes were then dialyzed against buffer B (50 mM Tris pH 7.5; 0.2 M Na Cl_2_) before they were loaded on a 5 ml heparin-Sepharose column, washed with buffer B and finally eluted in buffer A. Note that the precise concentration of active ADAMTS proteins cannot be determined accurately since each enzyme preparation consists of several co-purifying polypeptides with different molecular weights and different activities. Quantifications of purified proteins were made after SDS-PAGE and staining with SYPRO Orange using known concentrations of BSA as reference. Only the product around 105 kDa was taken into account, as this polypeptide corresponds to the expected molecular weight of the fully mature ADAMTS form. Values of 8 and 12 ng/µl were obtained for ADAMTS3 and ADAMTS14, respectively.

HEK293 cells expressing human pro-VEGFC were cultured for 48 h in DMEM containing 0.1% FBS, 0.2 mM AEBSF (serine protease inhibitor), and 50 µM Decanoyl-RVKR-CMK (furin inhibitor). For the processing assay, 20 µl of conditioned medium were supplemented with NaCl (0.3 M final concentration) and 8 µl of either ADAMTS3, ADAMTS14 or control buffer in the absence or presence of 25 mM EDTA (used as an inhibitor of metalloproteinases) in a total volume of 40 µl. After an 18 h incubation at 37 °C, samples were denatured in reducing conditions (1x Laemmli sample buffer containing 200 mM DTT). Western blotting analysis was performed using a polyclonal goat anti-human VEGFC primary antibody (1:200, R&D, AF752). Note that the VEGFC antibody does not react with the 29kDa C-terminal domain of VEGFC and shows relatively low affinity for the fully processed mature 21 kDa form.

### FACS

Approximately 100 trunks of the respective transgenic 48 hpf embryos were incubated in 600 μl autoclaved PBS at 30 °C for 15 min. After a centrifugation at 600 rpm for 4 min the supernatant was discarded and the trunk was subsequently partially dissociated in 1 ml 0.5% trypsin-EDTA (Gibco) supplemented with 10 U DNaseI (Promega) for 30 min at 30 °C. During this incubation step, the solution was pipetted up and down three times every 10 min. After addition of 300 μl PBS (to dilute the trypsin) the mixture was centrifuged at 900 rpm at room temperature for 5 min. The pellet was resuspended in 300 μl PBS and filtered through a Falcon 40 µm cell strainer to exclude undissociated tissue fragments using a gentle centrifuge step at 600 rpm for 30 s. Under these conditions the trunks were not completely dissociated thereby enriching for cells that were located closer to the surface while decreasing the proportion of cells in the solution that originated from more central regions within the trunk. Dissociated cells were sorted directly into lysis buffer using a FACSAria IIIu cell sorter (BD Biosciences) with FACSDiva 8.0.1 (https://www.bdbiosciences.com/) and FlowJo 10.6.1 (https://www.flowjo.com/) software. For pooled cell populations, RNA extraction and sequencing were carried out by the Core Facility Genomics Münster.

### Smart-seq2 library preparation and sequencing

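Full-length cDNA of each cell was amplified by PCR before sequencing, which leaves no molecular identifiers, so that a count is a sequenced read rather than a molecule. Spike-in transcripts of the ERCC mix took a median of 1.97% of the counts per cell in *vegfc* plate 1, 1.99% in *vegfc* plate 2 and 1.55% in the *pdgfra* plate, and at most 8.63% in any cell.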

Single-cell cDNA libraries were prepared as described before^61^. In brief, cDNA was transcribed from mRNA using oligo(dT) primer and SuperScript II reverse transcriptase (ThermoFischer). Second strand cDNA was synthetized using a template switching oligo. The double stranded cDNA was then amplified by PCR for 24 cycles. The quality and quantity of purified cDNA was controlled using a 2100 BioAnalyzer with a DNA High Sensitivity Chip (Agilent Biotechnologies) and Qubit (ThermoFischer). Upon passing quality control (QC), the cDNA was fragmented using Tn5 transposase, and each single well was uniquely indexed using the Illumina Nextera XT index kits (Set A–D). The indexed cDNA libraries from one 384-well plate were pooled into one sample and sequenced on one lane of a HiSeq3000 sequencer (Illumina), using dual indexing and single 50 base-pair reads.

### Sequence analysis and data processing

After sequencing of pooled cDNA libraries as described above, the sequences were de-multiplexed into single-cell fastq files applying standard parameters of the Illumina pipeline (*bcl2fastq*) using Nextera index adapters. The individual fastq files were mapped to the zebrafish reference genome GRCz11, using TopHat2 with Bowtie2 option^62,63^ where adapter sequences were removed using *trim galore* before read mapping. Doublets were removed using the *samtools* software. The generated BAM files containing the results of the alignment were sorted according to the mapping position, and raw read counts for each gene were calculated using *featureCounts* function from the *Subread* software package^64^. As technical control, 92 artificial RNA sequences (ERCCs) were added to the lysis buffer and in the mapping pipeline.

After mapping and gene counting, the data for the individual cells was combined into an expression matrix dataset showing raw counts per gene of each individual cell as input data. 

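The deposited matrix has 32151 rows, of which 32057 are genes listed by Ensembl identifier, 92 are spike-in transcripts and 2 are the reporters eGFP and mCherry. No count at all was found for 4783 of the genes. All values are whole numbers, and all 1109 columns belong to a labelled cell.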

The annotation of the ENSEMBL identifiers was done using the *org.Dr.eg.db* (version 3.7.0) package in R-software, retaining the ERCC counts to be used as technical controls in the dataset.

The resulting expression data were analyzed using the software packages *velocyto* (http://velocyto.org)^65^, *SingleCellExperiment*^66^ and *pathway and gene set overdispersion analysis* (*pagoda2*) (https://github.com/hms-dbmi/pagoda2)^67^, applying standard QC, normalization and analysis procedures. In brief, the expression matrix was structured and organized using the *SingleCellExperiment* R-software package. Low quality cells were filtered in a stepwise manner. First, cells with low library sized (<50,000 counts), and number of expressed genes (≤1500) were removed from the dataset. If necessary, also cells with high percentage of reads mapped to ERCCs (>10 %) were removed. Cells with an unusual high number of expressed genes (>10,000) were removed as potential doublets. Non- or low-expressed genes were removed, due to the criteria: gene expression in at least three cells with a cumulative counts value of 300, considering the complete dataset. After QC, the cells were normalized to 500,000 counts total library size. For clustering, the QC- and gene expression-filtered raw counts expression matrix was loaded into the *pagoda2* R-software package. PCA analysis was performed in *pagoda2* using the attributes (*nPca* = 50, *n.odgenes* = 3000), followed by nearest neighbor clustering. For visualization *t*-stochastic neighbor embedding (*t*-SNE) was used as embedded functions in the *pagoda2* or *SingleCellExperiment* R-software package. For cell-differentiation prediction (RNA-velocity), the *velocyto* software package was applied using standard parameters. For the co-expression analysis, a threshold of ≥20 counts per cell was used for *adamts3*, *adamts14*, *ccbe1*, and *vegfc* to qualify as an active expressing cell.

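Low counts were frequent in this dataset. With 1 count as threshold, 36.2% of all cells had *vegfc* and 63.7% had *ccbe1*, against 11.4% (95% interval 9.55 to 13.4%) and 17.6% (15.4 to 20.0%) at 20 raw counts. In the immune-like cells, the highest count of any of the 8 genes examined was 8 in *vegfc* plate 1 and 7 in *vegfc* plate 2. In the *pdgfra* plate it was 84, from the single immune-like cell over the threshold for *vegfc*. Applying the threshold after scaling each cell to 500000 counts gave 137 cells with *vegfc*, 202 with *ccbe1*, 107 with *adamts3* and 18 with *adamts14*, against 126, 195, 93 and 16 with raw counts.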

### Microscopy

Confocal imaging was performed on living embryos embedded in 0.8% low melting point agarose (Invitrogen) with 0.0168% tricaine (Sigma A-5040) on a Leica SP8 microscope employing Leica LAS X 3.5.6.21594 software (https://www.leica-microsystems.com/). Images were processed using Adobe Photoshop CC 2017 (https://www.adobe.com/products/photoshop.html) and Fiji [(Fiji Is Just) ImageJ2.0.0-rc-43/1.52 u](http://fiji.sc/Fiji). Stitching of composite pictures was performed using Adobe Illustrator CC 2015 (https://www.adobe.com/products/illustrator.html). 3D-reconstructions of z-stacks were done with Bitplane Imaris 8.2.1 (https://imaris.oxinst.com/). For light microscopy, a Nikon Eclipse Ni microscope with NIS-Elements 4.40.00 software (https://www.microscope.healthcare.nikon.com/) was employed.

### Statistics and reproducibility

The following section indicates how often experiments have been repeated independently with similar results. The phenotypic analysis of *adamts3* and *adamts14* single and double mutants (Fig. 1c–e, g–i, l–q, Supplementary Fig. 1d, e) was performed at least five times, quantifications of PLs and vISVs (Fig. 1k) were done at least two times and the analysis of all other single or double mutant combinations (Fig. 1j and Supplementary Fig. 1b, c) was done at least two times. The in vivo zebrafish Vegfc-processing assays (Fig. 2b–i) were done at least three times each while the in vitro processing assay (Fig. 2j) was performed five times. The *adamts3* ISH (Fig. 3a–c) was done three times and the *adamts3:Gal4FF* transgene analysis was performed five times (Fig. 3d, i–m) and two times in conjunction with the motoneuronal marker mnx1:GFP (Fig. 3e, f). *adamts14* expression analysis by ISH and RNAscope (Fig. 4) was performed at least three times each. Cell transplantation assays for *adamts3* (Fig. 5) and *adamts14* (Fig. 6) were conducted at least 13 times each. Transgene co-expression (Fig. 7c–p) was assessed three independent times and the expression pattern of the *pdgfra* reporter alone and in combination with other transgenes (Fig. 8) was analyzed at least three times. Rescue experiments with a mature VEGFC construct (Fig. 10) were performed six times. The axonal pattern of motoneurons in *adamts3;adamts14* double mutants (Supplementary Fig. 2) was analyzed at least two times for the indicated time points. Expression analysis for *vegfc* by ISH (Supplementary Fig. 4) was performed once and the expression analysis for *vegfc*, *ccbe1*, *adamts14* and *pdgfra* by RNAscope (Supplementary Figs. 5–7) was done at least two times. The Engrailed antibody stainings have been performed twice for all combinations (Supplementary Fig. 11a–i) and the ISH against *nuak1b* (Supplementary Fig. 11k, l) and *itgbl1* (Supplementary Fig. 11n, o) were done two times.

All images shown in the figures are representative examples of the respective phenotypes and expression patterns. Statistical analysis of PL and vISV quantifications was performed with GraphPad Prism 8 (https://www.graphpad.com/scientific-software/prism/).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6.

Supplementary Movie 7

Supplementary Movie 8

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. The raw single-cell RNA sequencing data of this study have been deposited in the NCBI’s Gene Expression Omnibus database under the accession code: GSE146923. Source data underlying Figs. 1k, 2j, and 7b are provided as a Source Data file.

## Source data

Source data

## References

[1] Tammela T, Alitalo K (2010). Lymphangiogenesis: molecular mechanisms and future promise. Cell.

[2] Padberg Y, Schulte-Merker S, van Impel A (2017). The lymphatic vasculature revisited-new developments in the zebrafish. Methods Cell Biol..

[3] Hogan BM, Schulte-Merker S (2017). How to plumb a pisces: understanding vascular development and disease using zebrafish embryos. Dev. Cell.

[4] Siegfried G (2003). The secretory proprotein convertases furin, PC5, and PC7 activate VEGF-C to induce tumorigenesis. J. Clin. Investig..

[5] Joukov V (1997). Proteolytic processing regulates receptor specificity and activity of VEGF-C. EMBO J..

[6] Hogan BM (2009). Ccbe1 is required for embryonic lymphangiogenesis and venous sprouting. Nat. Genet..

[7] Bos FL (2011). CCBE1 is essential for mammalian lymphatic vascular development and enhances the lymphangiogenic effect of vascular endothelial growth factor-C in vivo. Circ. Res..

[8] Jeltsch M (2014). CCBE1 enhances lymphangiogenesis via A disintegrin and metalloprotease with thrombospondin motifs-3-mediated vascular endothelial growth factor-C activation. Circulation.

[9] Roukens MG (2015). Functional dissection of the CCBE1 protein: a crucial requirement for the collagen repeat domain. Circ Res.

[10] Le Guen L (2014). Ccbe1 regulates Vegfc-mediated induction of Vegfr3 signaling during embryonic lymphangiogenesis. Development.

[11] Janssen L (2016). ADAMTS3 activity is mandatory for embryonic lymphangiogenesis and regulates placental angiogenesis. Angiogenesis.

[12] Bui HM (2016). Proteolytic activation defines distinct lymphangiogenic mechanisms for VEGFC and VEGFD. J. Clin. Investig..

[13] Brouillard P (2017). Loss of ADAMTS3 activity causes Hennekam lymphangiectasia-lymphedema syndrome 3. Hum. Mol. Genet..

[14] van Impel A, Schulte-Merker S (2014). A fisheye view on lymphangiogenesis. Adv. Anat., Embryol. Cell Biol..

[15] Koltowska K, Betterman KL, Harvey NL, Hogan BM (2013). Getting out and about: the emergence and morphogenesis of the vertebrate lymphatic vasculature. Development.

[16] Mauri C, Wang G, Schulte-Merker S (2018). From fish embryos to human patients: lymphangiogenesis in development and disease. Curr. Opin. Immunol..

[17] Kelwick R, Desanlis I, Wheeler GN, Edwards DR (2015). The ADAMTS (A disintegrin and metalloproteinase with thrombospondin motifs) family. Genome Biol..

[18] Okuda KS (2012). lyve1 expression reveals novel lymphatic vessels and new mechanisms for lymphatic vessel development in zebrafish. Development.

[19] Eng TC (2019). Zebrafish facial lymphatics develop through sequential addition of venous and non-venous progenitors. EMBO reports.

[20] van Lessen M (2017). Intracellular uptake of macromolecules by brain lymphatic endothelial cells during zebrafish embryonic development. eLife.

[21] Galanternik VM (2017). A novel perivascular cell population in the zebrafish brain. Elife.

[22] Bower NI (2017). Mural lymphatic endothelial cells regulate meningeal angiogenesis in the zebrafish. Nat. Neurosci..

[23] Gordon K (2013). Mutation in vascular endothelial growth factor-C, a ligand for vascular endothelial growth factor receptor-3, is associated with autosomal dominant milroy-like primary lymphedema. Circ. Res..

[24] Asakawa K, Abe G, Kawakami K (2013). Cellular dissection of the spinal cord motor column by BAC transgenesis and gene trapping in zebrafish. Front Neural Circuits.

[25] Myers PZ, Eisen JS, Westerfield M (1986). Development and axonal outgrowth of identified motoneurons in the zebrafish. J. Neurosci..

[26] Gross-Thebing T, Paksa A, Raz E (2014). Simultaneous high-resolution detection of multiple transcripts combined with localization of proteins in whole-mount embryos. BMC Biol..

[27] Ablain J, Durand EM, Yang S, Zhou Y, Zon LI (2015). A CRISPR/Cas9 vector system for tissue-specific gene disruption in zebrafish. Dev. Cell.

[28] Di Donato V (2016). 2C-Cas9: a versatile tool for clonal analysis of gene function. Genome Res..

[29] Wild R (2017). Neuronal sFlt1 and Vegfaa determine venous sprouting and spinal cord vascularization. Nat. Commun..

[30] Lim AH (2011). Motoneurons are essential for vascular pathfinding. Development.

[31] Covassin LD, Villefranc JA, Kacergis MC, Weinstein BM, Lawson ND (2006). Distinct genetic interactions between multiple Vegf receptors are required for development of different blood vessel types in zebrafish. Proc. Natl Acad. Sci. USA.

[32] Gore AV (2011). Rspo1/Wnt signaling promotes angiogenesis via Vegfc/Vegfr3. Development.

[33] Goll MG, Anderson R, Stainier DY, Spradling AC, Halpern ME (2009). Transcriptional silencing and reactivation in transgenic zebrafish. Genetics.

[34] Akitake CM, Macurak M, Halpern ME, Goll MG (2011). Transgenerational analysis of transcriptional silencing in zebrafish. Dev. Biol..

[35] Vanlandewijck M (2018). A molecular atlas of cell types and zonation in the brain vasculature. Nature.

[36] Felsenfeld AL, Curry M, Kimmel CB (1991). The fub-1 mutation blocks initial myofibril formation in zebrafish muscle pioneer cells. Dev. Biol..

[37] Hatta K, Bremiller R, Westerfield M, Kimmel CB (1991). Diversity of expression of engrailed-like antigens in zebrafish. Development.

[38] Ekker M, Wegner J, Akimenko MA, Westerfield M (1992). Coordinate embryonic expression of three zebrafish engrailed genes. Development.

[39] Karpanen T (2017). An evolutionarily conserved role for polydom/Svep1 during lymphatic vessel formation. Circ. Res.

[40] Cha YR (2012). Chemokine signaling directs trunk lymphatic network formation along the preexisting blood vasculature. Dev. Cell.

[41] Morooka N (2017). Polydom is an extracellular matrix protein involved in lymphatic vessel remodeling. Circ. Res..

[42] Villefranc JA (2013). A truncation allele in vascular endothelial growth factor c reveals distinct modes of signaling during lymphatic and vascular development. Development.

[43] Chen JW, Galloway JL (2014). The development of zebrafish tendon and ligament progenitors. Development.

[44] Ma RC, Jacobs CT, Sharma P, Kocha KM, Huang P (2018). Stereotypic generation of axial tenocytes from bipartite sclerotome domains in zebrafish. PLoS Genet..

[45] Tabula Muris C (2018). Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. Nature.

[46] Alestrom, P. et al. Zebrafish: housing and husbandry recommendations. *Lab. Anim.*10.1177/0023677219869037 (2019).10.1177/0023677219869037PMC730164431510859

[47] Kimmel CB, Ballard WW, Kimmel SR, Ullmann B, Schilling TF (1995). Stages of embryonic development of the zebrafish. Developmental Dyn..

[48] van Impel A (2014). Divergence of zebrafish and mouse lymphatic cell fate specification pathways. Development.

[49] Bussmann J, Schulte-Merker S (2011). Rapid BAC selection for tol2-mediated transgenesis in zebrafish. Development.

[50] Flanagan-Steet H, Fox MA, Meyer D, Sanes JR (2005). Neuromuscular synapses can form in vivo by incorporation of initially aneural postsynaptic specializations. Development.

[51] Peri F, Nusslein-Volhard C (2008). Live imaging of neuronal degradation by microglia reveals a role for v0-ATPase a1 in phagosomal fusion in vivo. Cell.

[52] Tessadori F (2012). Identification and functional characterization of cardiac pacemaker cells in zebrafish. PloS ONE.

[53] Asakawa K (2008). Genetic dissection of neural circuits by Tol2 transposon-mediated Gal4 gene and enhancer trapping in zebrafish. Proc. Natl Acad. Sci. USA.

[54] Cermak T (2011). Efficient design and assembly of custom TALEN and other TAL effector-based constructs for DNA targeting. Nucleic Acids Res..

[55] Bedell VM (2012). In vivo genome editing using a high-efficiency TALEN system. Nature.

[56] Gagnon JA (2014). Efficient mutagenesis by Cas9 protein-mediated oligonucleotide insertion and large-scale assessment of single-guide RNAs. PLoS ONE.

[57] Hogan BM (2009). Vegfc/Flt4 signalling is suppressed by Dll4 in developing zebrafish intersegmental arteries. Development.

[58] Schulte-Merker S. Looking at embryos. In *Zebrafish: a practical approach* (ed Nusslein-Volhard C). Oxford University Press (2002).

[59] Koltowska K (2015). Vegfc regulates bipotential precursor division and prox1 expression to promote lymphatic identity in zebrafish. Cell Rep..

[60] Colige A (2005). Domains and maturation processes that regulate the activity of ADAMTS-2, a metalloproteinase cleaving the aminopropeptide of fibrillar procollagens types I-III and V. J. Biol. Chem..

[61] Picelli S (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[62] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[63] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[64] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[65] La Manno G (2018). RNA velocity of single cells. Nature.

[66] Lun AT, McCarthy DJ, Marioni JC (2016). A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. F1000Res.

[67] Fan J (2016). Characterizing transcriptional heterogeneity through pathway and gene set overdispersion analysis. Nat. Methods.

# Supplementary material for: Specific fibroblast subpopulations and neuronal structures provide local sources of Vegfc-processing components during zebrafish lymphangiogenesis
**Source:** Nat Commun. 2020 Jun 1;11:2724. doi: 10.1038/s41467-020-16552-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Specific fibroblast subpopulations and neuronal structures provide local sources of Vegfc-processing components during zebrafish lymphangiogenesis**

**(Wang et al.)**

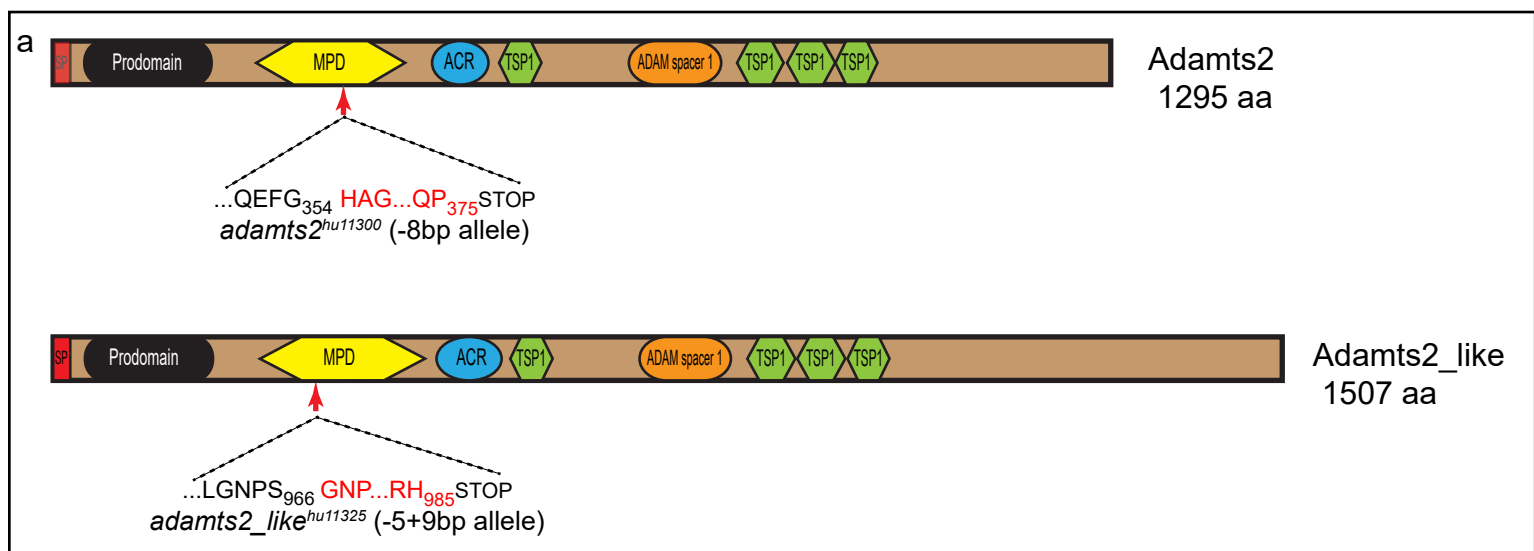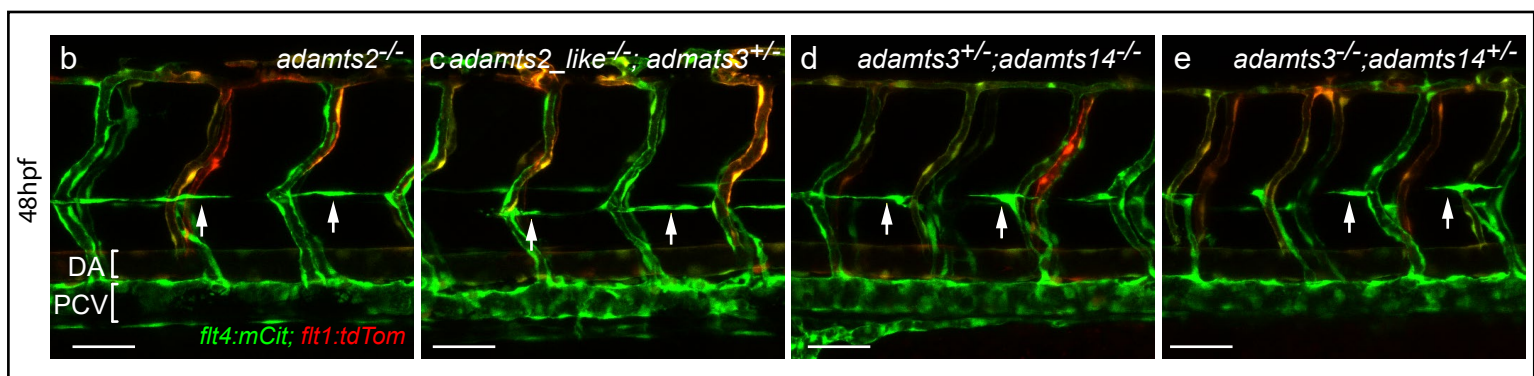

**Supplementary Figure 1 Lymphangiogenesis is unaffected in *adamts2* or *adamts2\_like* mutants and in embryos with one remaining wild-type allele of *adamts3*; *adamts14*.**

a) An 8bp deletion in the MPD domain of *Adamts2* results in a frame-shift (red letters) after amino acid position 354 and a predicted premature stop codon after 375 amino acids. For *Adamts2\_like*, targeting the MPD coding sequence resulted in an indel after amino acid position 966 and a predicted premature stop codon after 985 amino acids. SP: signal peptide, MPD: Metalloproteinase domain, ACR: ADAM cysteine-rich domain 2, TSP1: Thrombospondin type-1. b-e) *flt4:mCitrine; flt1:tdTomato* double transgenic embryos at 48hpf highlighting arterial ECs in red and venous and lymphatic structures in green. The formation of PLs is not disturbed in *adamts2* (b) or *adamts2\_like* (c) homozygous mutants. d-e) Embryos with allelic combinations of *adamts3* and *adamts14* harboring at least one wild type copy of either gene show normal PL formation. Arrows highlight PL cells. Scale bars: 50 μm. EC: endothelial cells, DA: dorsal aorta, PCV: posterior cardinal vein, PL: parachordal lymphangioblast.

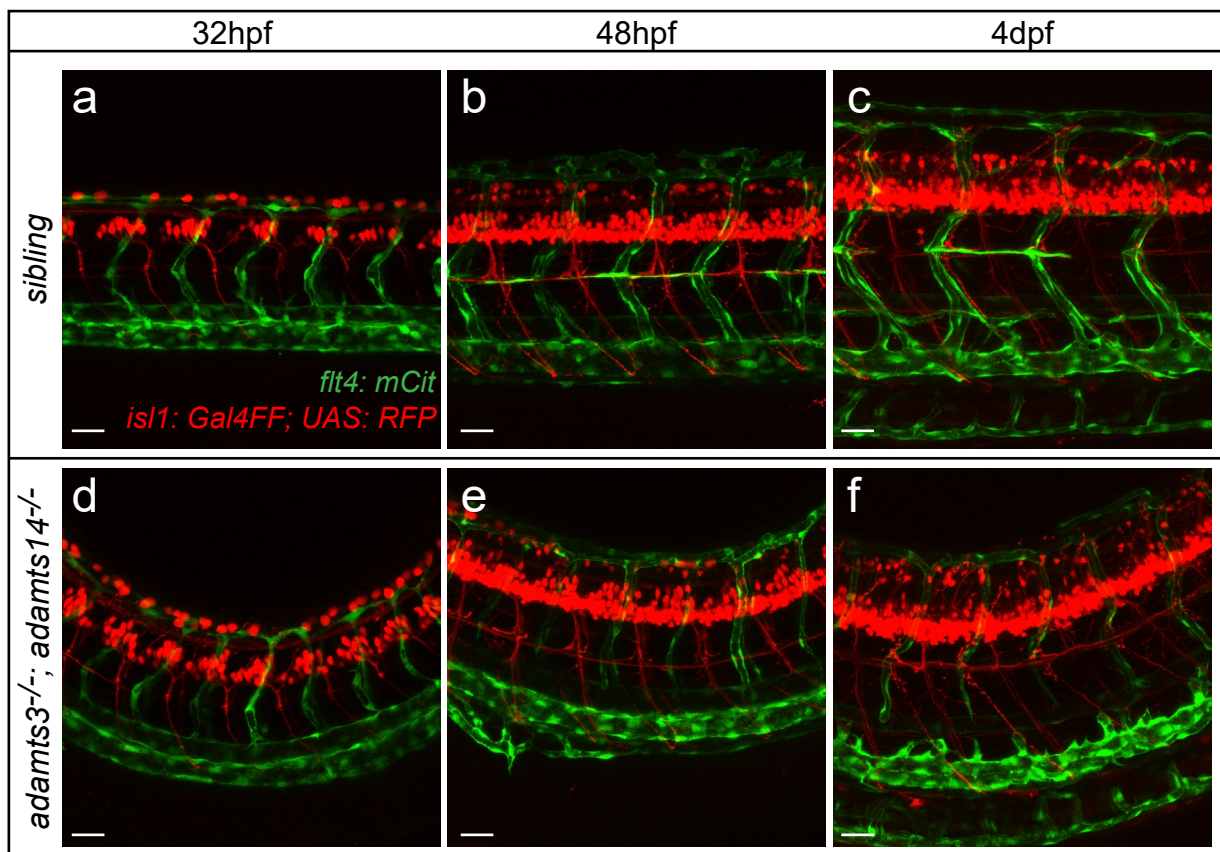

**Supplementary Figure 2 The axonal pattern of motoneurons is not affected in *adamts3*; *adamts14* double mutants.**

Motoneurons are visualized by *isl1:Gal4FF*; *UAS:RFP* in red, while venous and lymphatic structures are highlighted by *flt4:mCitrine* in green. a-f) Motoneuron morphology of sibling and *adamts3*; *adamts14* mutants at 32hpf, 48hpf and 4dpf. Scale bars: 50µm. hpf: hours post fertilization, dpf: days post fertilization.

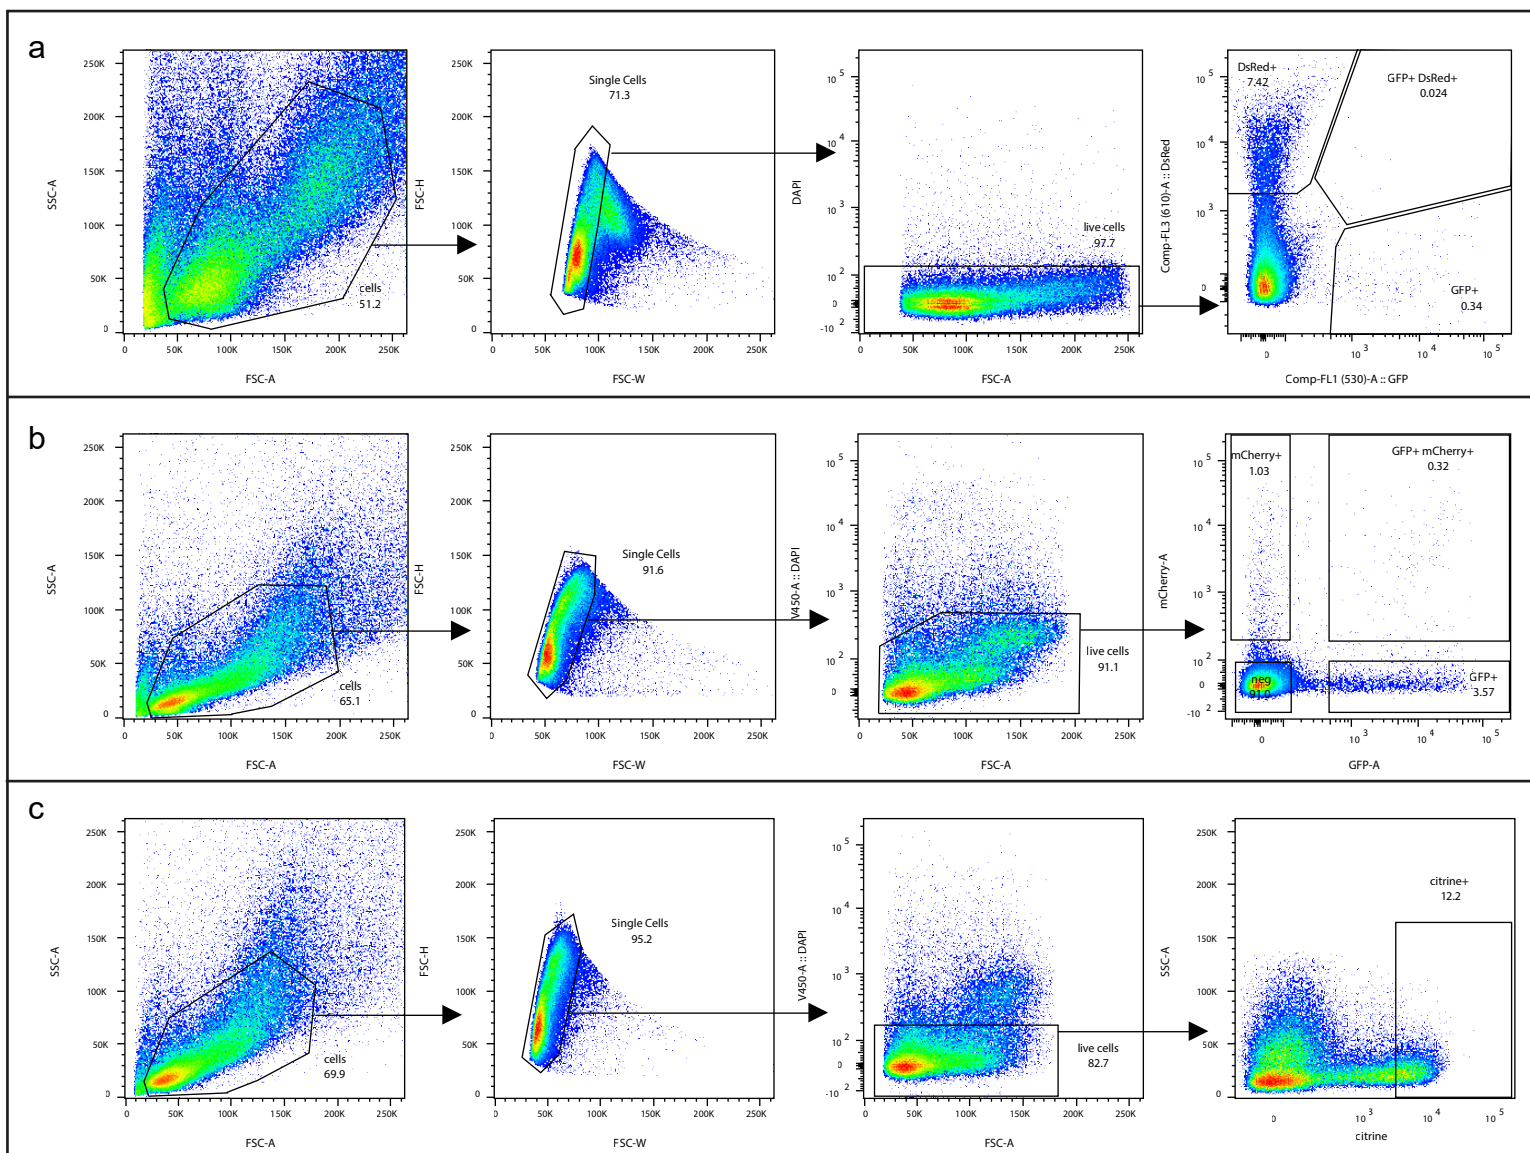

**Supplementary Figure 3 FACS gating strategy.**

a-c) Gating strategies for the FAC-sort of cells derived from *adams3:Gal4FF; UAS:GFP; NBT:dsRed* (a), *vegfc:Gal4FF; UAS:GFP; kdrl:mCherry* (b) and *pdgfra:mCitrine* (c) transgenic embryos.

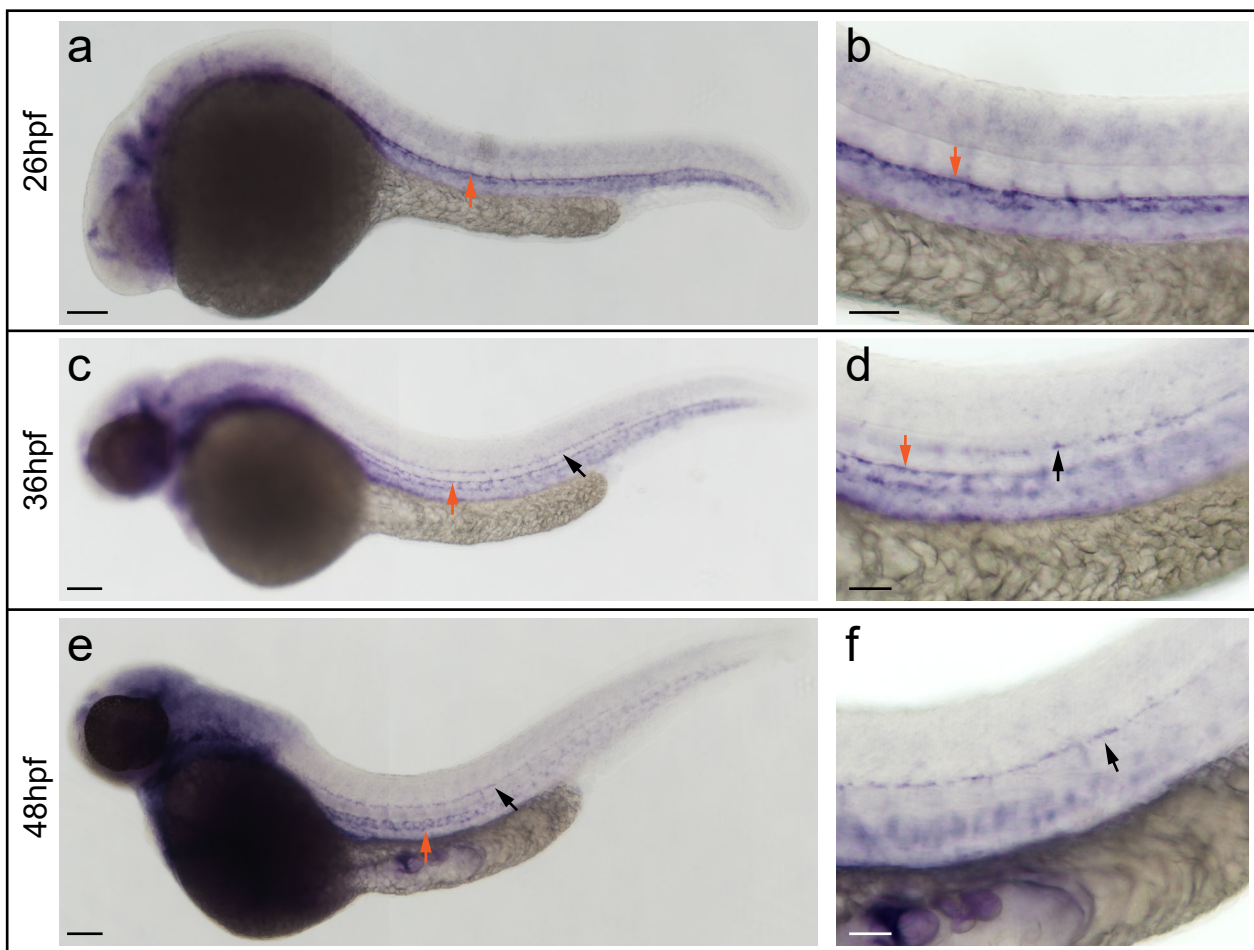

**Supplementary Figure 4** *In situ* hybridization against *vegfc* using a milder proteinaseK treatment reveals expression at the horizontal myoseptum.

a, b) *vegfc* transcripts were detected in the hypochord, dorsal aorta (arrow) and in developing intersegmental arteries at 26hpf. b) Higher magnification of the trunk region with prominent staining of the hypochord (arrow). c, d) At 36hpf *vegfc* transcripts were detected in cells at the HM (black arrow), the hypochord and the dorsal aorta (orange arrow). d) Higher magnification of the trunk region. e, f) Expression of *vegfc* within the DA and in cells at the HM persist at 48hpf. f) High magnification of the trunk focusing at the HM level. Scale bars in a, c, e: 100µm; b, d, f: 50µm. hpf: hours post fertilization, DA: dorsal aorta, HM: horizontal myoseptum.

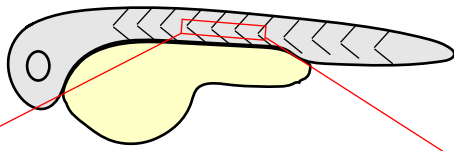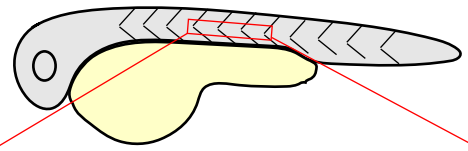

*vegfc ccbe1* (48hpf)

*vegfc pdgfra* (48hpf)

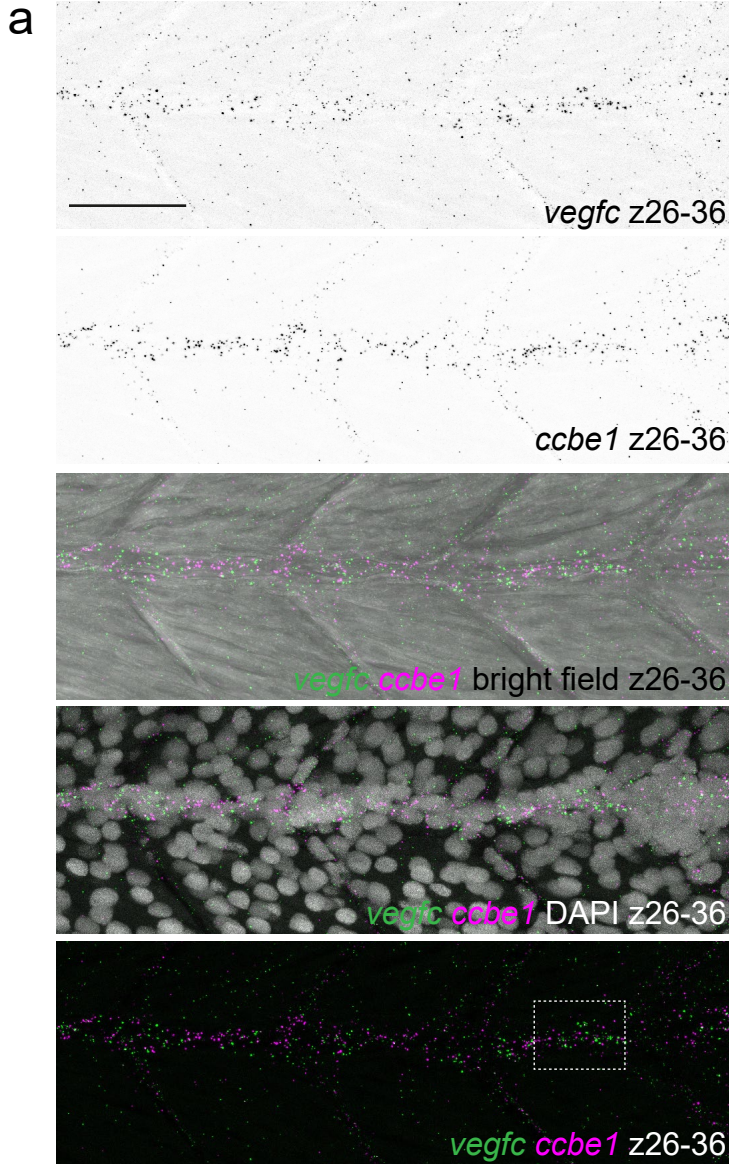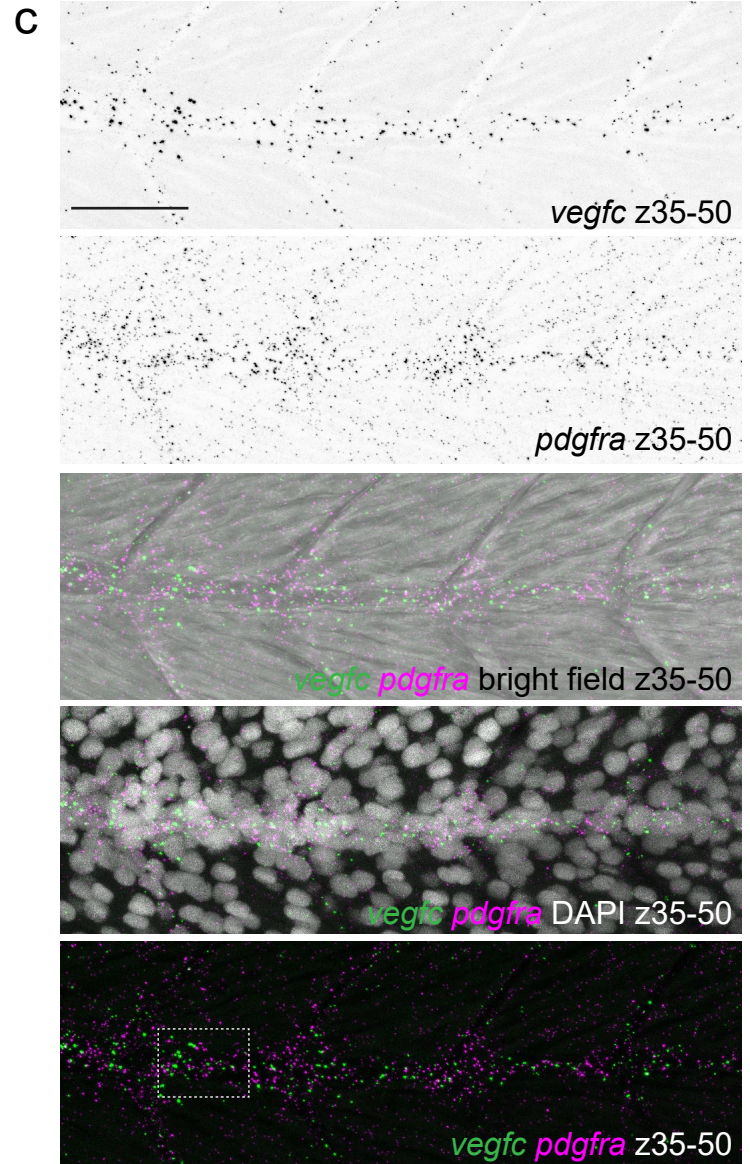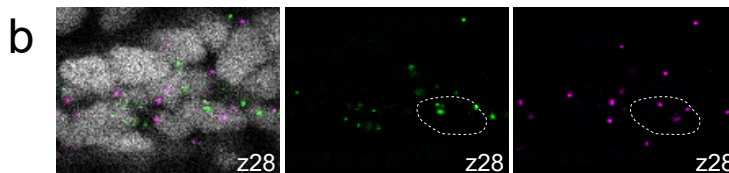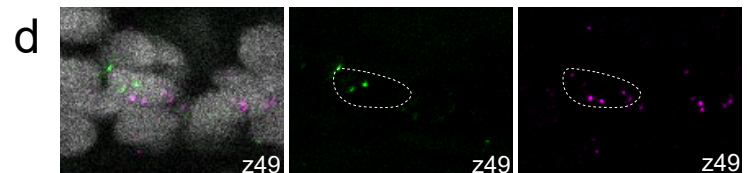

**Supplementary Figure 5 Co-expression of *vegfc* with *ccbe1* and *pdgfra* mRNA in cells at the HM as detected by pairwise RNAscope analysis.**

Simultaneous detection of mRNA granules for *vegfc* and *ccbe1* (a, b), *vegfc* and *pdgfra* (c,d) in embryos at 48hpf. Overview pictures of the HM region (a, c) represent partial z-projections of the indicated ranges and depict the distribution of the respective mRNA granules and the tight packing of nuclei (DAPI staining) in this area. Co-expression of individual transcript combinations was assessed on single confocal sections (b, d) focusing exclusively on RNA granules that reside within the same nucleus (indicated by DAPI staining or outlined by a dotted circle). Scale bars: 50µm. hpf: hours post fertilization, HM: horizontal myoseptum.

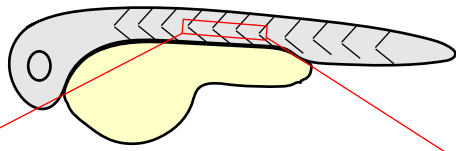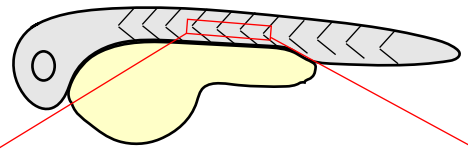

*ccbe1 pdgfra* (48hpf)

*adamts14 pdgfra* (48hpf)

a

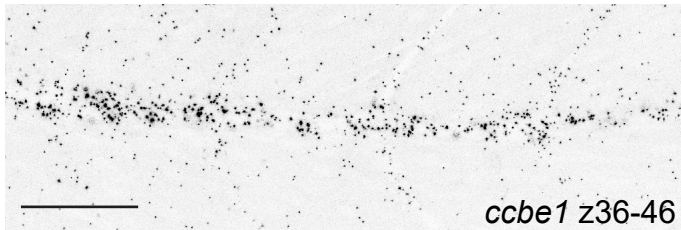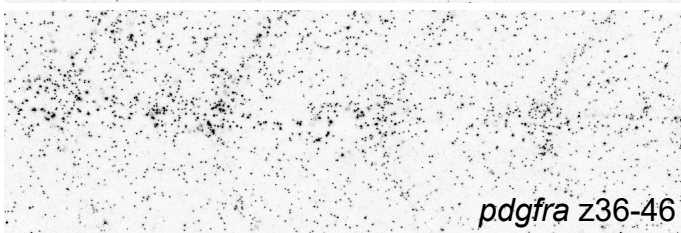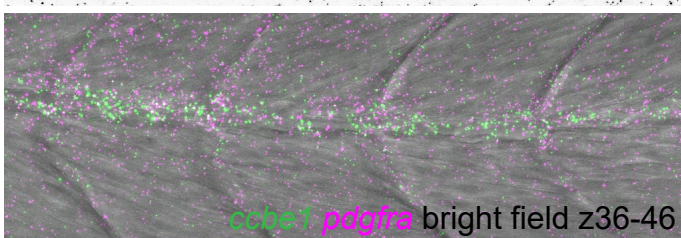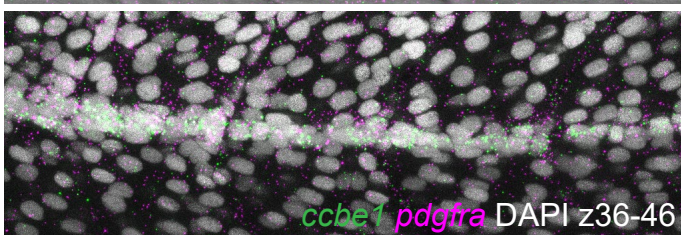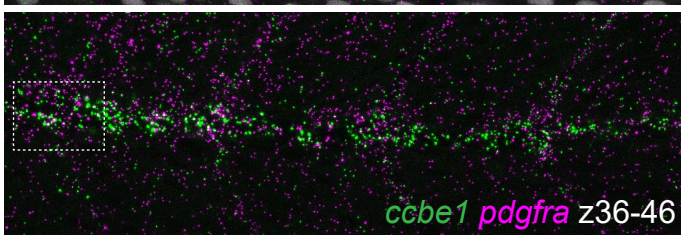

c

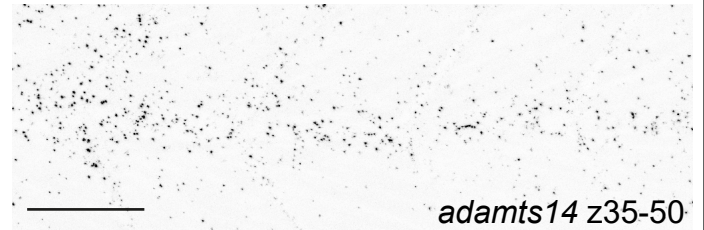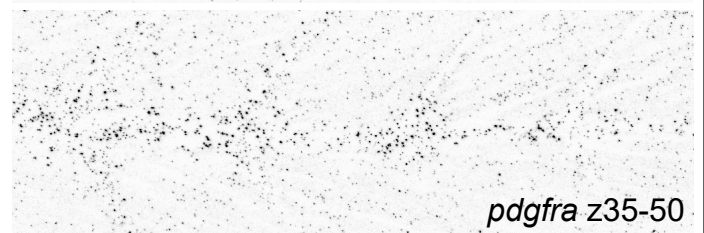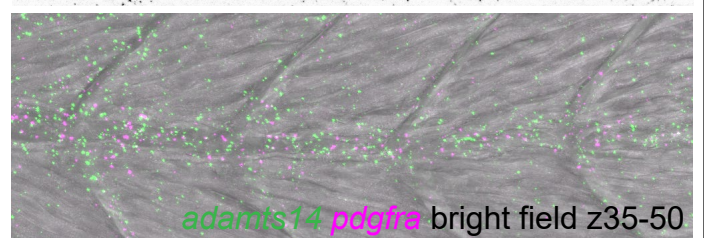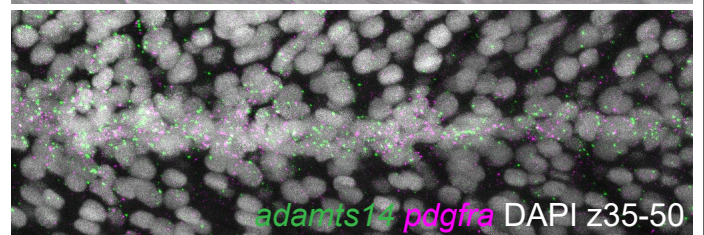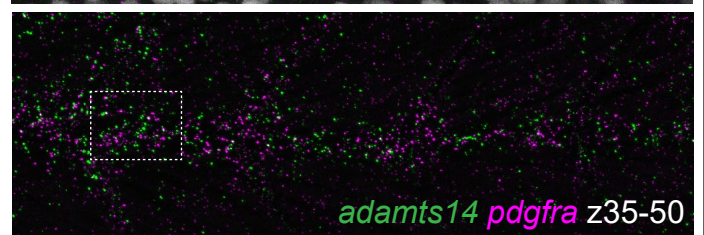

b

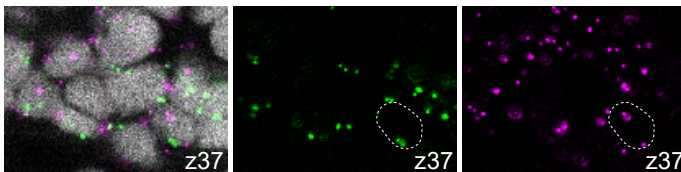

d

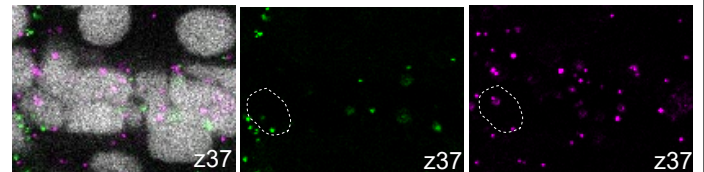

**Supplementary Figure 6 Pairwise RNAscope analysis of *pdgfra* with *ccbe1* and *adamts14* transcripts reveals co-expression in cells at the HM.**

Detection of mRNA granules for *ccbe1* and *pdgfra* (a, b), *adamts14* and *pdgfra* (c, d). The overview pictures of the HM region (a, c) represent partial z-projections of the indicated ranges and show the distribution of the respective mRNA granules. Co-expression of both transcript combinations was assessed on single confocal sections (b, d) taking only RNA granules into account that reside within the same nucleus (indicated by DAPI staining or outlined by a dotted circle). Scale bars: 50µm. hpf: hours post fertilization, HM: horizontal myoseptum.

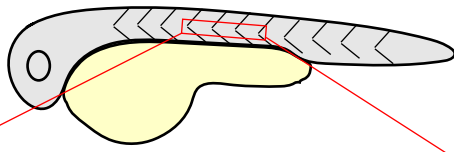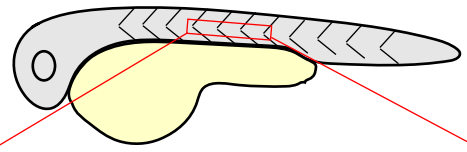

*adamts14 vegfc* (48hpf)

*adamts14 ccbe1* (48hpf)

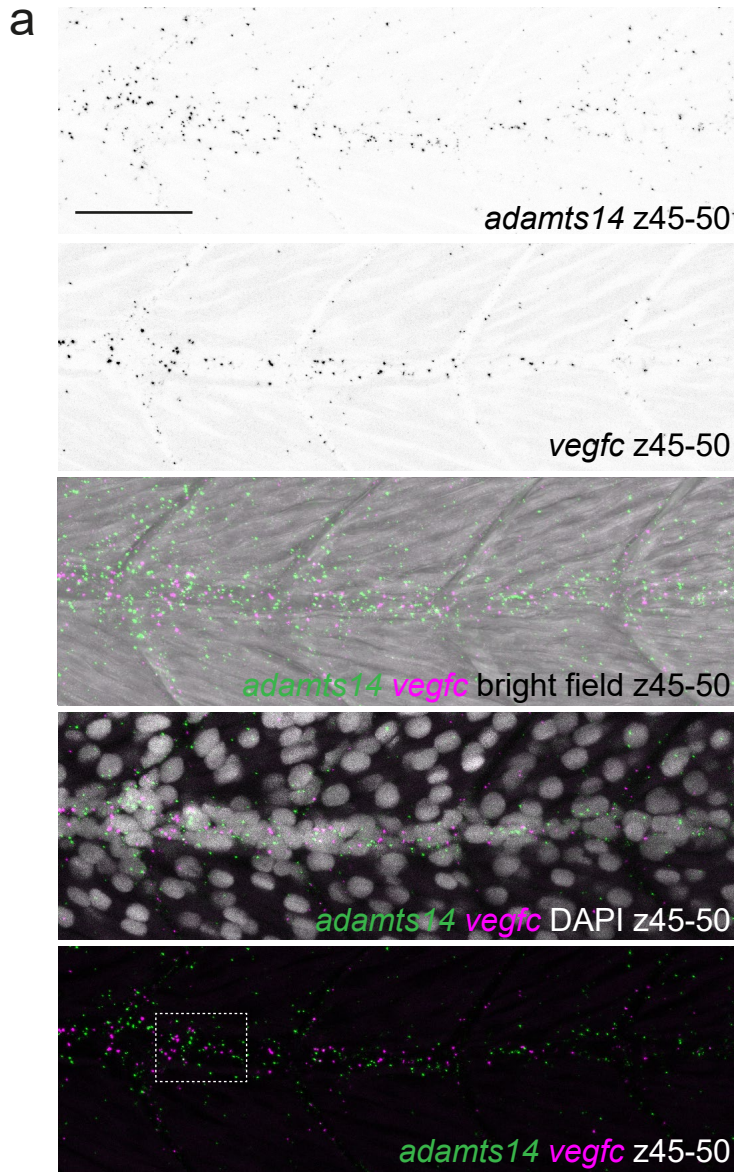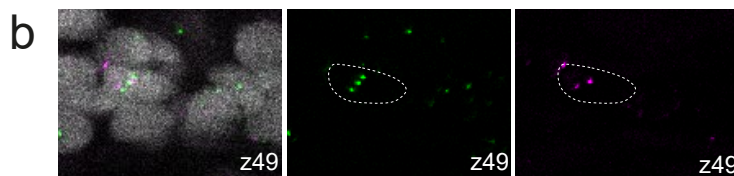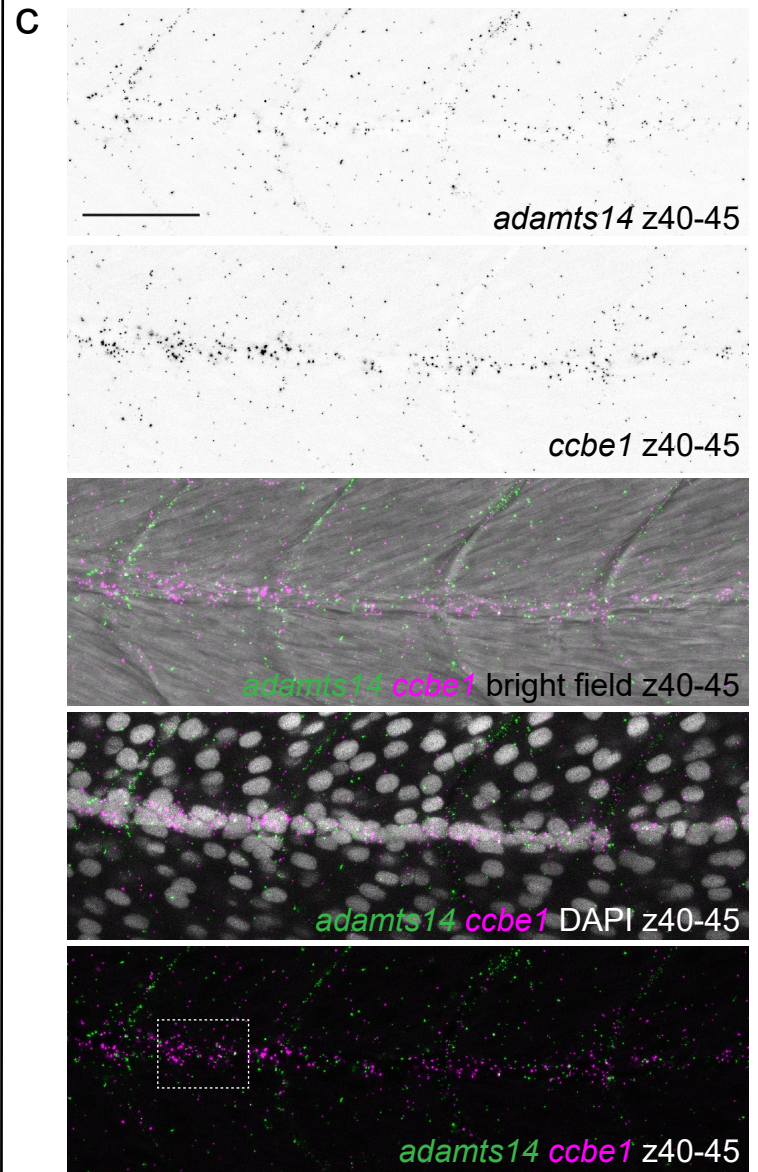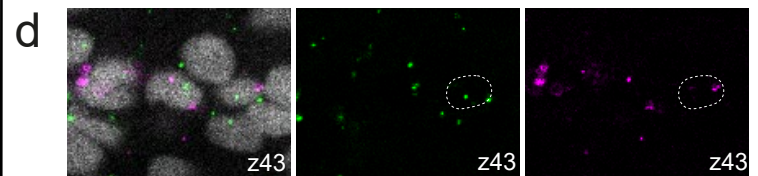

### Supplementary Figure 7 Co-expression of *adamts14* with *vegfc* and *ccbe1* mRNA in cells at the HM.

Simultaneous detection of mRNA granules for *adamts14* and *vegfc* (a, b) and *adamts14* and *ccbe1* (c, d) by RNAscope in 48hpf embryos. Overview pictures (a, c) represent partial z-projections of the indicated ranges and show the overall mRNA distribution for the respective genes as well as the tight packing of nuclei (DAPI staining) in the HM area. Co-expression analysis of the individual transcript combinations was performed on single confocal sections (b, d) focusing exclusively on RNA granules that reside within the same nucleus (indicated by DAPI staining or outlined by a dotted circle). Scale bars: 50µm. hpf: hours post fertilization, HM: horizontal myoseptum.

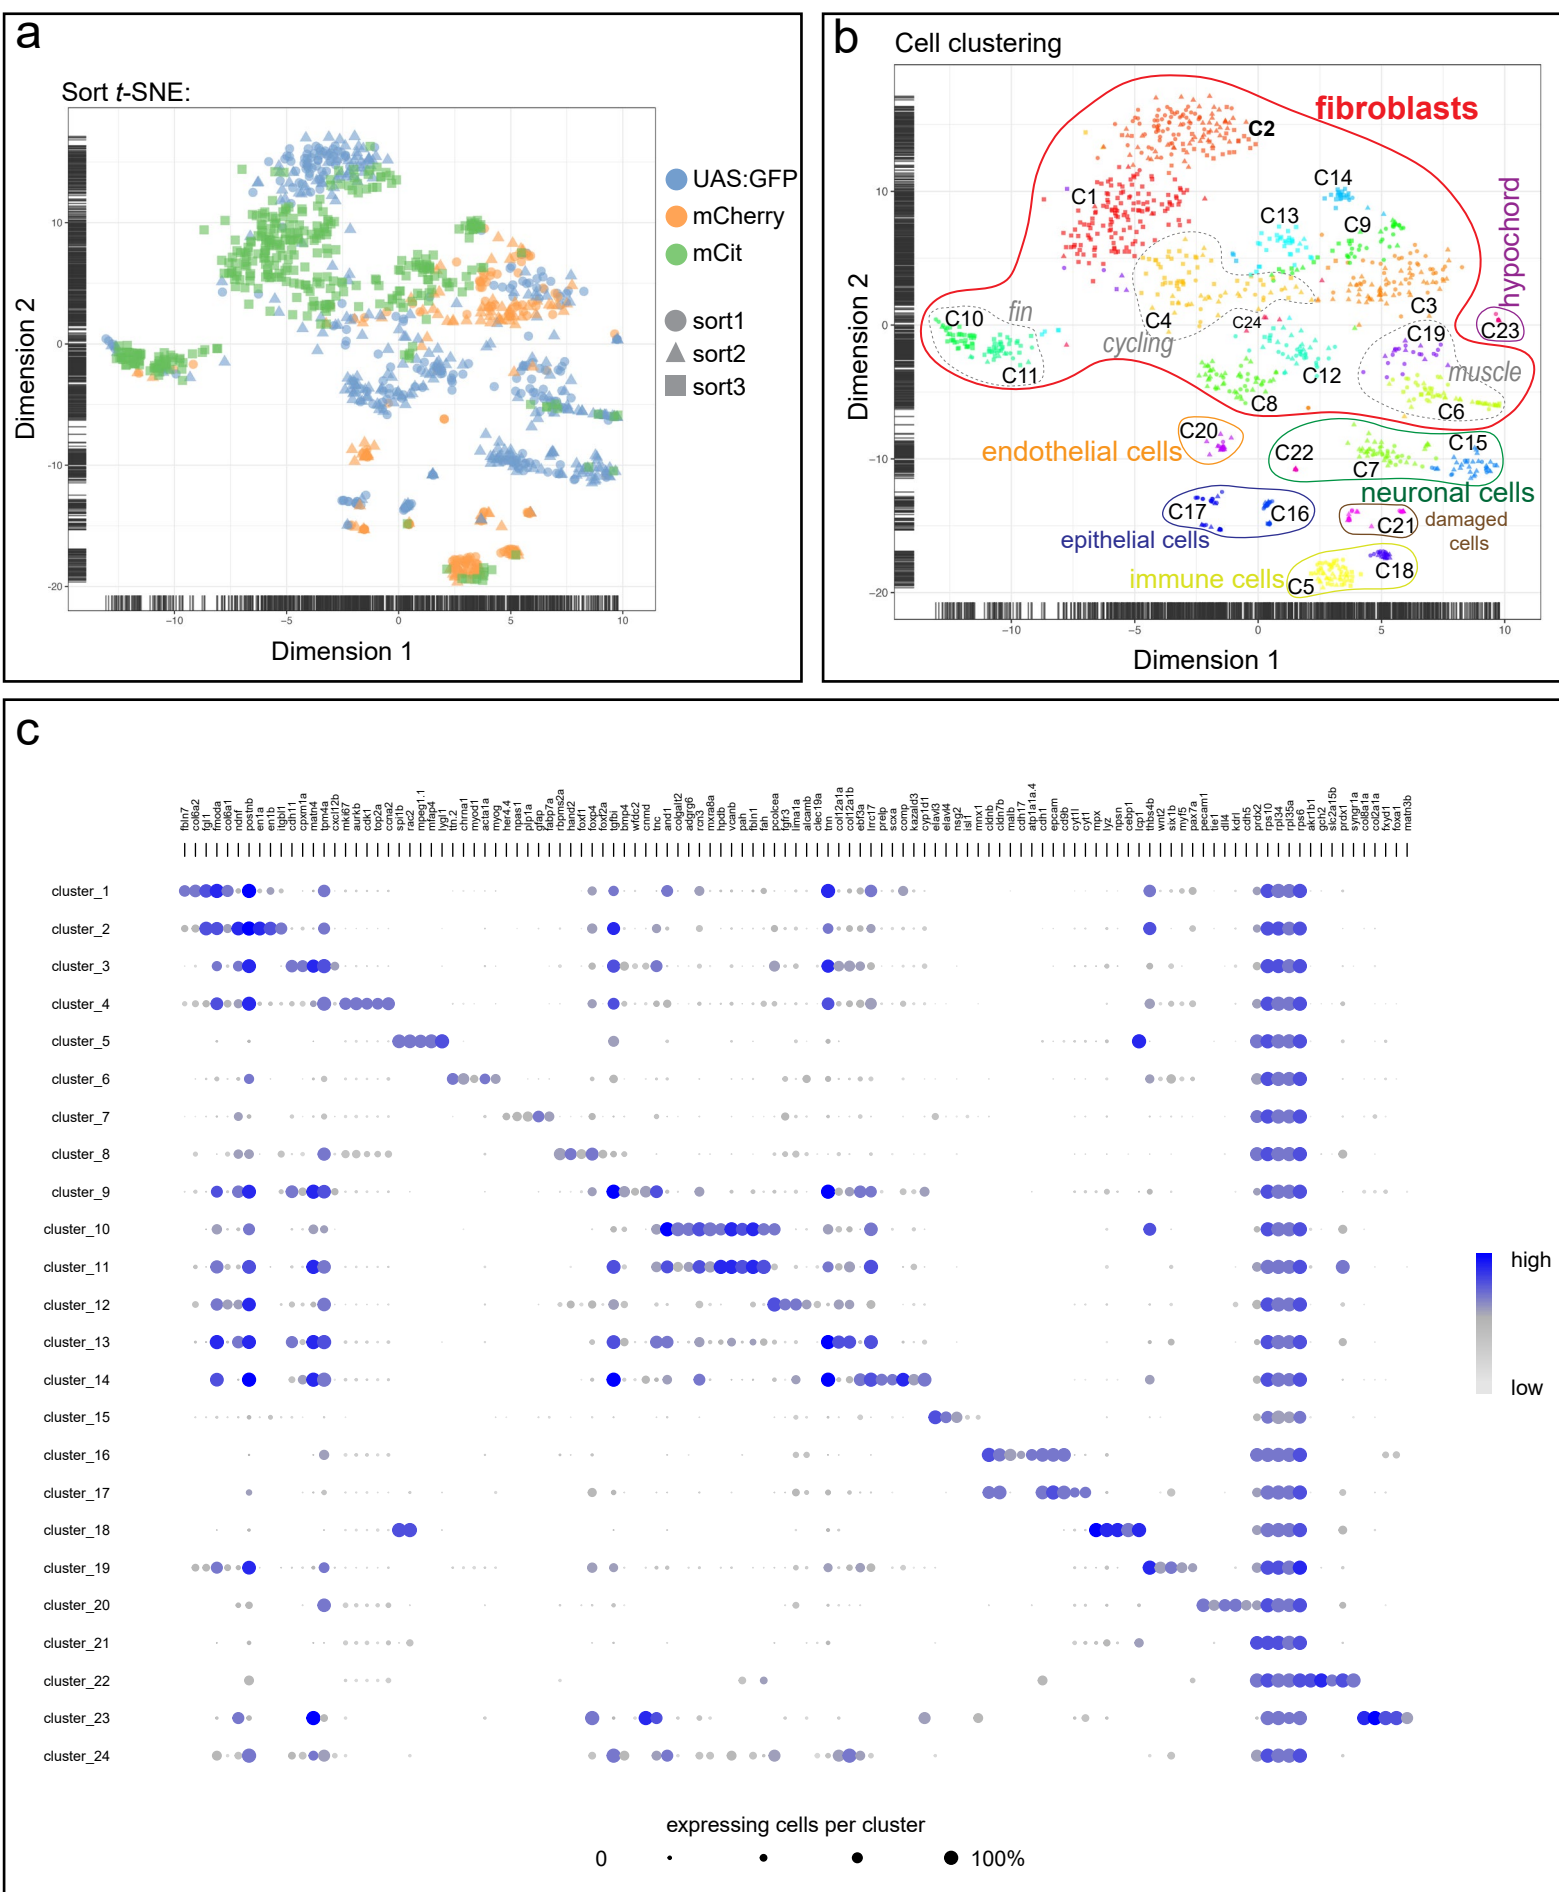

**Supplementary Figure 8 Annotation of Pagoda2 cell clusters based on marker gene expression.**

a) *t*-SNE plot indicating the distribution of cells amongst the clusters that were originally sorted for expression of *vegfc:Gal4FF*; *UAS:GFP* (blue), *kdr1:mCherry* (orange) or *pdgfra:mCitrine* (green). b) *t*-SNE plot with annotation of clusters. Note that cells with a general fibroblast signature are located within the upper half of the plot, encircled by a red line. c) Dot plot indicating the expression levels of selected marker genes within the individual clusters that were used for the annotation. The size of the dot indicates the number of cells expressing a particular transcript while the color gradient indicates the mean expression value per cluster.

Velocity prediction on t-SNE

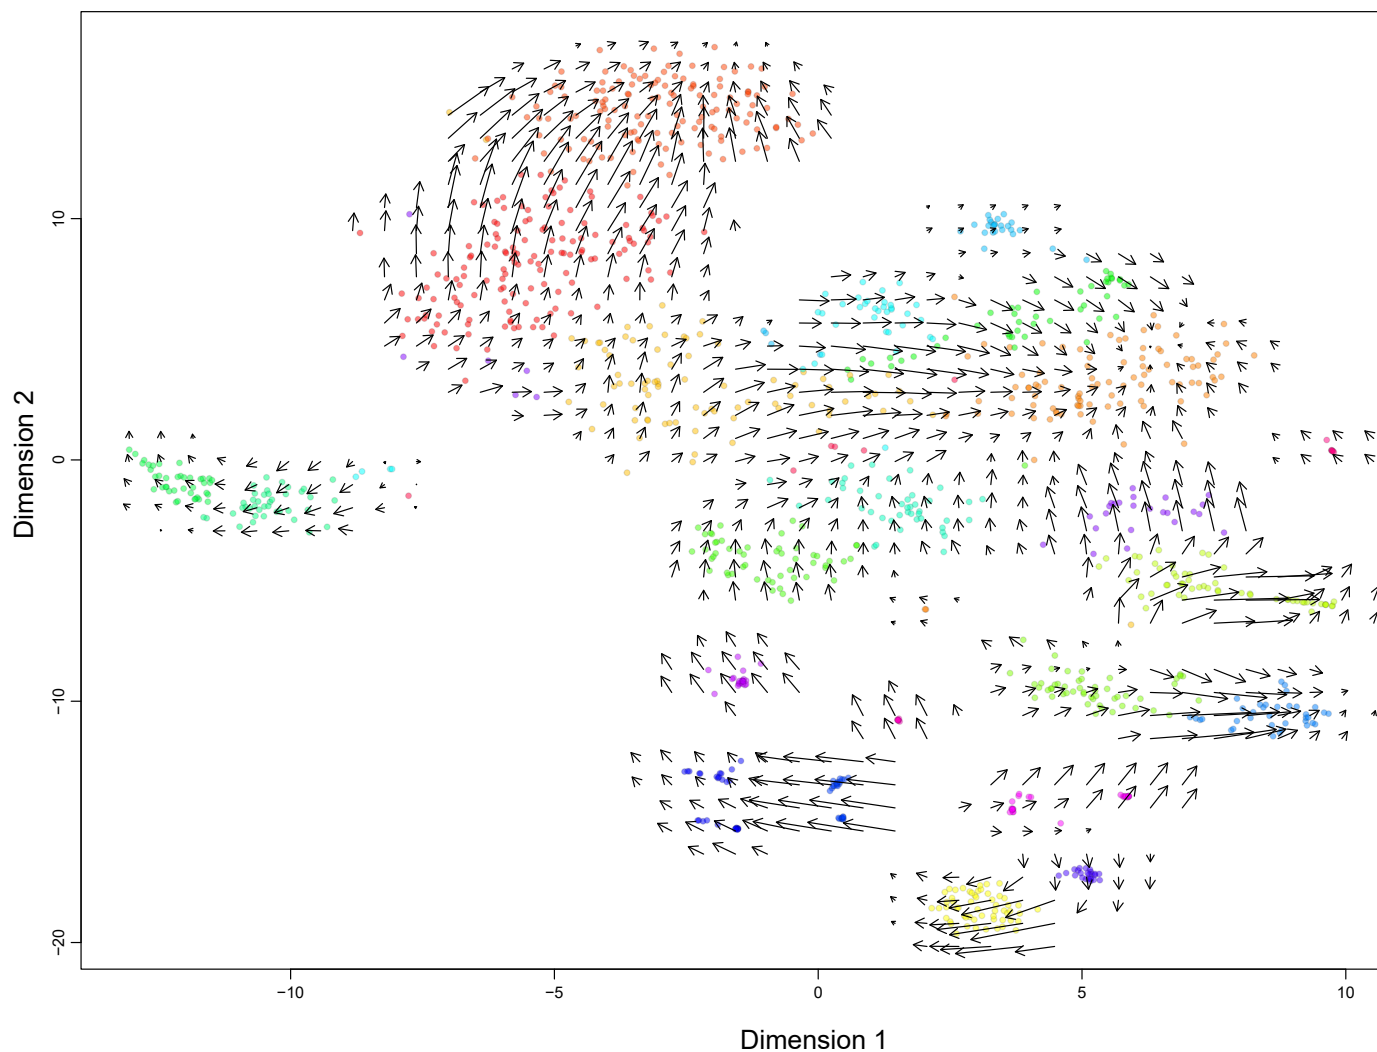

**Supplementary Figure 9 Velocity plot in the t-SNE space.**

The velocity plot indicates the predicted differentiation path (indicated by arrows) of the individual cells based on spliced vs. un-spliced RNA transcripts information.

Heatmap visualization showing gene expression data across 24 clusters. The y-axis lists genes, and the x-axis lists clusters (1 to 24). A color scale on the left indicates expression levels from 0 (black) to 10 (red). The heatmap shows varying patterns of gene expression across the clusters, with some genes showing high expression in specific clusters and others showing more uniform expression.

**Supplementary Figure 10 Heatmap indicating the relative expression of transcripts most specific for each pagoda2 cell cluster.**

Depicted is the relative expression (blue=high; black=low) of the indicated transcripts in each of the pagoda2 cell clusters.

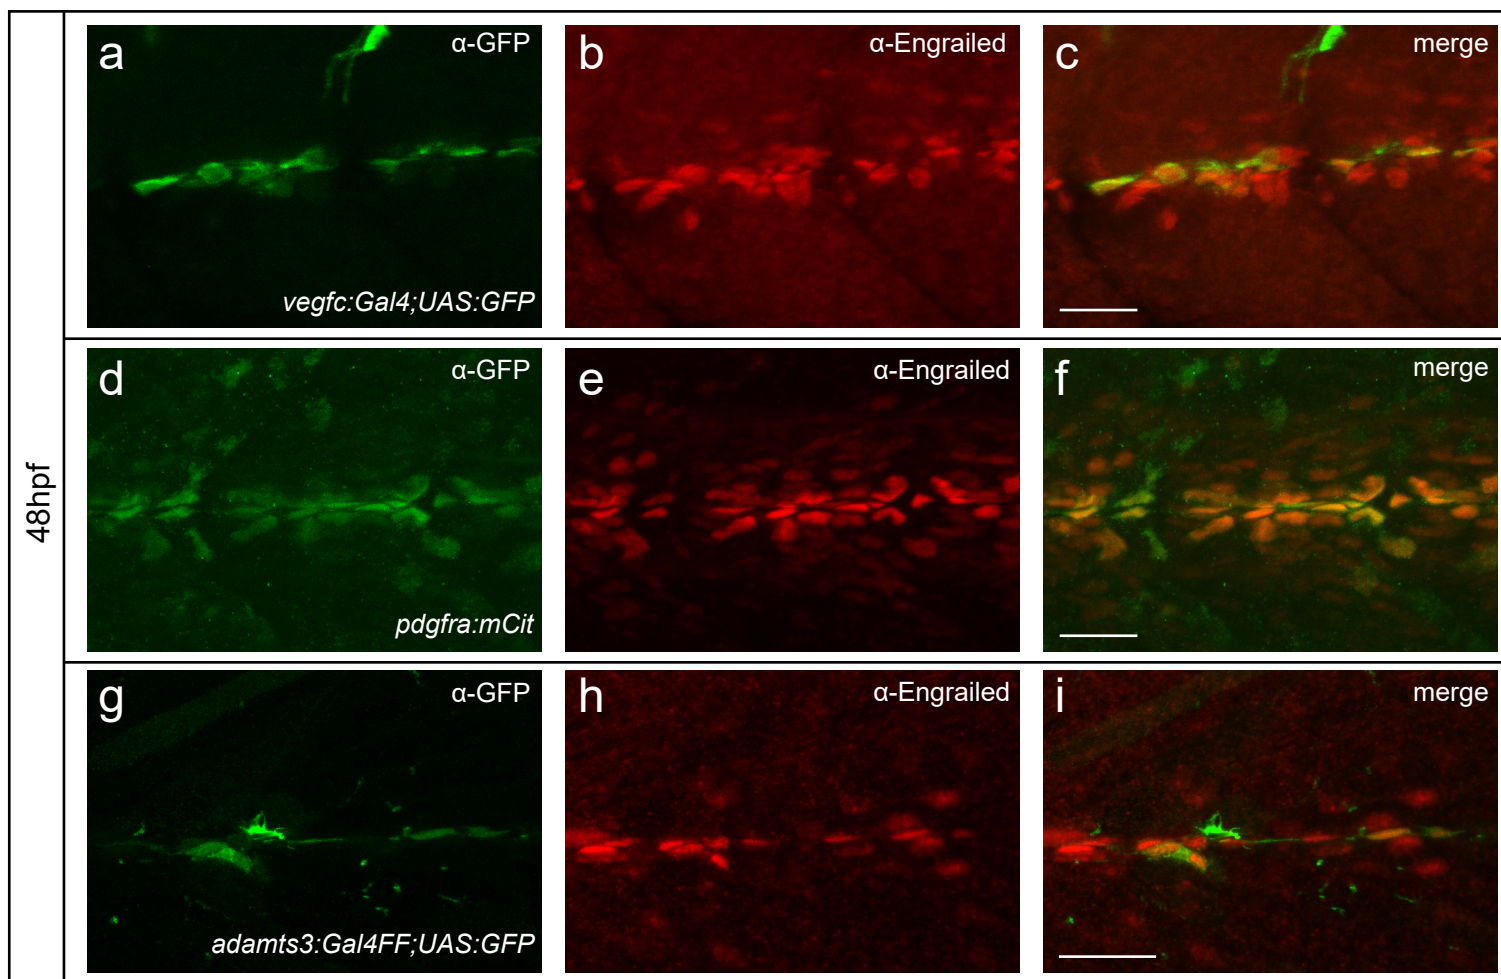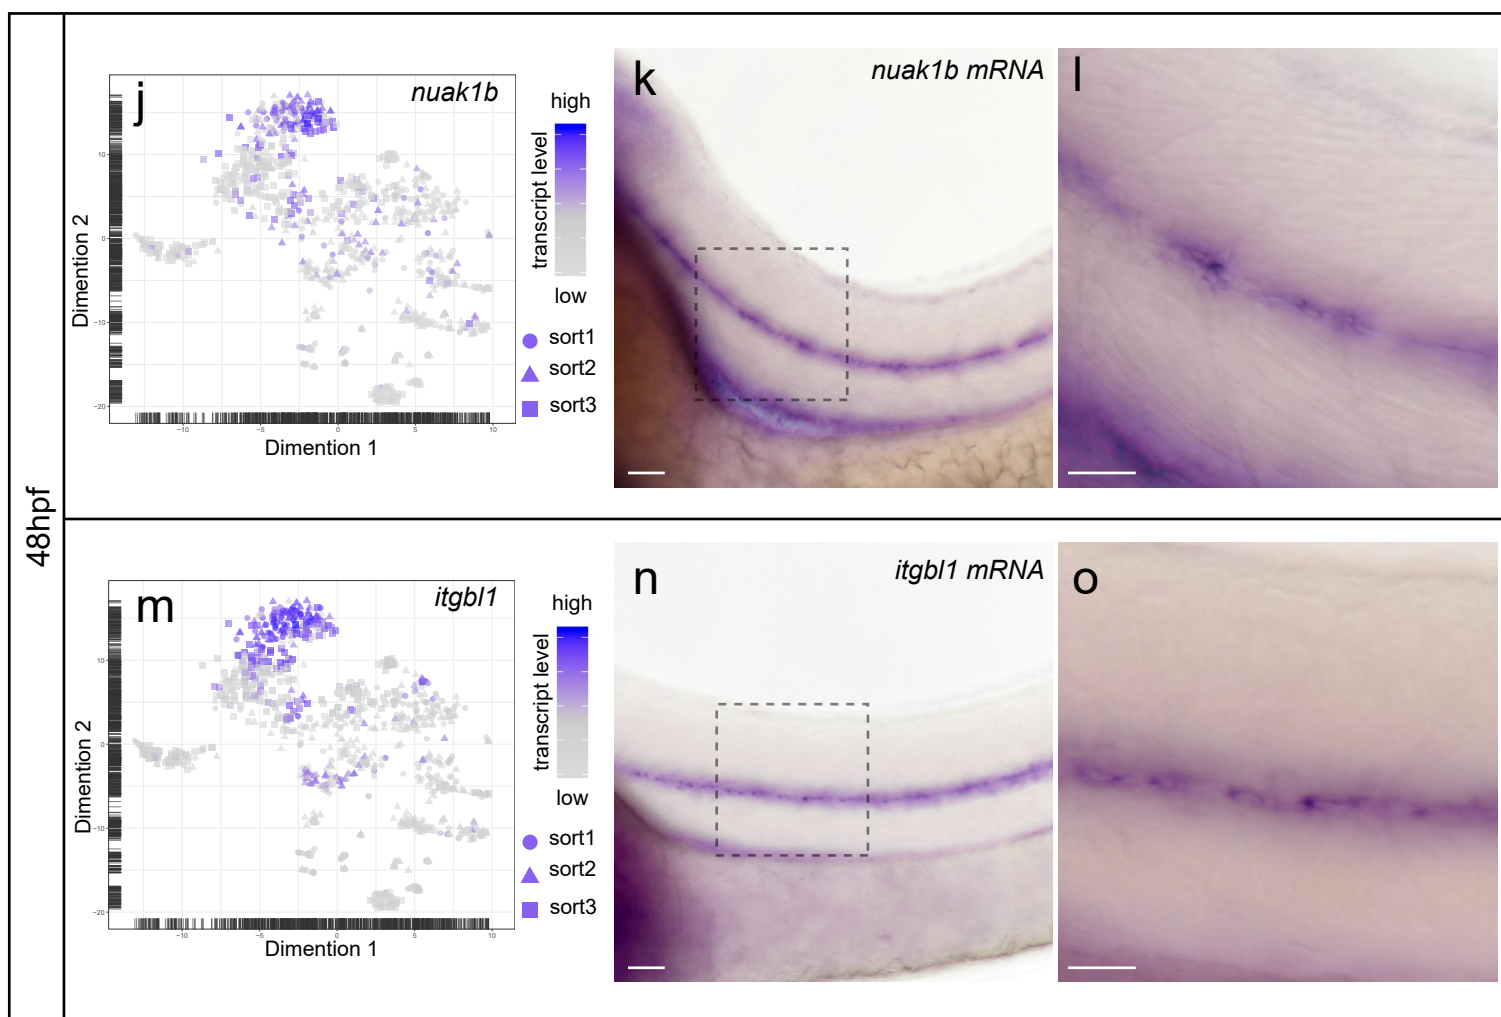

### Supplementary Figure 11 Fibroblasts at the horizontal myoseptum express Engrailed proteins.

a-i) HM region of 48hpf embryos that were stained with anti-Engrailed (red) and anti-GFP (green) antibodies. a-c) All cells expressing the *vegfc:Gal4FF; UAS: GFP* reporter at the HM do co-express Engrailed proteins. d-f) *pdgfra:mCitrine* positive fibroblasts at the HM are also positive for Engrailed. g-i) Partial z-projections of the HM region reveal a co-expression of the *adamts3* reporter and Engrailed proteins within fibroblasts. j, m) Two additional examples of genes whose transcripts are highly enriched within fibroblast cluster 2 are *nuak1b* and *itgb11* (see Supplementary Tables 1-3). The mRNA of both genes (k, l, n, o) can be detected specifically at the midline by ISH at 48hpf, thereby validating the notion that the cells in cluster 2 represent the fibroblast subpopulation located at the HM. Scale bars in a-i: 25 µm; k, l, n and o: 50 µm. hpf: hours post fertilization, HM: horizontal myoseptum.

**Supplementary Table 1. Differential gene expression analysis of cells in cluster 2 compared to all other cells**

| gene symbol               | log2-fold change |
|---------------------------|------------------|
| <i>ndnfl</i>              | 6,07             |
| <i>si:ch211-269c21,2</i>  | 4,72             |
| <i>sned1</i>              | 4,47             |
| <i>en1a</i>               | 4,39             |
| <i>lamb2</i>              | 3,92             |
| <i>en1b</i>               | 3,70             |
| <i>nuak1b</i>             | 3,68             |
| <i>rbp7b</i>              | 3,67             |
| <i>pappab</i>             | 3,65             |
| <i>itgb1</i>              | 3,58             |
| <i>zmp:0000000846</i>     | 3,57             |
| <i>ENSDARG00000097771</i> | 3,57             |
| <i>zgc:162612</i>         | 3,53             |
| <i>ccbe1</i>              | 3,52             |
| <i>glt8d2</i>             | 3,31             |
| <i>enpp2</i>              | 3,09             |
| <i>hhip</i>               | 3,02             |
| <i>hic1</i>               | 2,96             |
| <i>anos1b</i>             | 2,83             |
| <i>si:ch73-366l1.5</i>    | 2,79             |
| <i>klf12a</i>             | 2,73             |
| <i>pbx1a</i>              | 2,62             |
| <i>foxd2</i>              | 2,60             |
| <i>loxa</i>               | 2,58             |
| <i>ENSDARG00000025320</i> | 2,55             |
| <i>ndnf</i>               | 2,54             |
| <i>kitlga</i>             | 2,54             |
| <i>cyyr1</i>              | 2,51             |
| <i>palld</i>              | 2,51             |
| <i>cxc12a</i>             | 2,49             |
| <i>apln</i>               | 2,48             |
| <i>calcr1a</i>            | 2,44             |
| <i>htra1a</i>             | 2,42             |
| <i>tcf7l1a</i>            | 2,40             |
| <i>fgl1</i>               | 2,39             |
| <i>znf469</i>             | 2,30             |
| <i>apcdd1l</i>            | 2,23             |
| <i>stk17a</i>             | 2,22             |
| <i>meox1</i>              | 2,22             |
| <i>angptl7</i>            | 2,22             |

Listed are the 40 most enriched transcripts within scRNAseq cluster 2 when compared to all other clusters.

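The table gives log2 fold changes from the authors' own clusters. In the HM fibroblast-like class of the clustering made here, 35 of its 40 genes could be matched to an identifier. Of these, 5 had served to name the class and are left aside. The log2 ratio over all other cells was above 0 for each of the remaining 30 genes, in all plates summed and within each plate. The median was 2.68, from 2.12 for *stk17a* to 4.77 for *en1a*, and within *vegfc* plates 1 and 2 and the *pdgfra* plate it was 3.18, 3.36 and 2.30. Of the 5 genes at the top of the table, *si:ch211-269c21.2* had a ratio of 4.59, with 6.34, 6.03 and 3.05 by plate. Across the 30 genes, Pearson's correlation with the table was 0.979 and Spearman's 0.971. Genes are not independent replicates, and the study chose this list on the same cells.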

**Supplementary Table 2. Differential gene expression analysis of cluster 2 compared to all other fibroblast clusters**

| gene symbol               | log2-fold change |
|---------------------------|------------------|
| <i>ndnfl</i>              | 6,21             |
| <i>si:ch211-269c21.2</i>  | 4,41             |
| <i>sned1</i>              | 4,22             |
| <i>en1a</i>               | 3,98             |
| <i>lamb2</i>              | 3,50             |
| <i>en1b</i>               | 3,45             |
| <i>nuak1b</i>             | 3,34             |
| <i>pappab</i>             | 3,25             |
| <i>rbp7b</i>              | 3,24             |
| <i>itgb1</i>              | 3,16             |
| <i>ENSDARG00000097771</i> | 3,15             |
| <i>zmp:0000000846</i>     | 3,15             |
| <i>ccbe1</i>              | 3,10             |
| <i>zgc:162612</i>         | 3,09             |
| <i>glt8d2</i>             | 2,89             |
| <i>tox</i>                | 2,85             |
| <i>apln</i>               | 2,81             |
| <i>hic1</i>               | 2,71             |
| <i>hhip</i>               | 2,69             |
| <i>enpp2</i>              | 2,65             |
| <i>si:ch73-366l1.5</i>    | 2,58             |
| <i>pbx1a</i>              | 2,52             |
| <i>anos1b</i>             | 2,43             |
| <i>tshz3b</i>             | 2,40             |
| <i>klf12a</i>             | 2,36             |
| <i>foxd2</i>              | 2,23             |
| <i>ndnf</i>               | 2,22             |
| <i>cyyr1</i>              | 2,22             |
| <i>tcf7l1a</i>            | 2,20             |
| <i>palld</i>              | 2,20             |
| <i>kitlga</i>             | 2,19             |
| <i>calcr1a</i>            | 2,14             |
| <i>ENSDARG00000025320</i> | 2,12             |
| <i>loxa</i>               | 2,11             |
| <i>cxcl12a</i>            | 2,07             |
| <i>dchs1b</i>             | 2,04             |

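Supplementary Table 2 lists 36 genes, of which 32 could be matched here, 5 of them used to name the HM class. Over other fibroblast-like cells, the log2 ratio of the remaining 27 genes was above 0 in every plate and had a median of 2.71, from 1.67 for *loxa* to 3.91 for *en1a*. The medians within *vegfc* plates 1 and 2 and the *pdgfra* plate were 2.38, 2.48 and 2.42. *si:ch211-269c21.2* had a log2 ratio of 3.82, with 6.73, 5.58 and 2.97 by plate. Across these genes, Pearson's correlation with the fold changes of the table was 0.910 and Spearman's 0.912, with the same limits as for the first table.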

Shown are all transcripts with an enrichment higher than 2 (log2-fold change) within the scRNAseq cluster 2 when compared to all other fibroblast clusters.

**Supplementary Table 3. Differential gene expression analysis of cluster 2 compared to the most closely related cluster 1**

| gene symbol              | log2-fold change |
|--------------------------|------------------|
| <i>sned1</i>             | 6,22             |
| <i>fat4</i>              | 5,45             |
| <i>ndnfl</i>             | 5,24             |
| <i>ebf1a</i>             | 4,44             |
| <i>glt8d2</i>            | 4,26             |
| <i>agtr2</i>             | 4,25             |
| <i>tnc</i>               | 4,02             |
| <i>zgc:162612</i>        | 3,90             |
| <i>si:ch211-251b21.1</i> | 3,82             |
| <i>foxc1a</i>            | 3,81             |
| <i>lamb2</i>             | 3,80             |
| <i>foxd2</i>             | 3,76             |
| <i>apln</i>              | 3,56             |
| <i>hic1</i>              | 3,49             |
| <i>kitlga</i>            | 3,35             |
| <i>palld</i>             | 3,34             |
| <i>itga5</i>             | 3,29             |
| <i>tox</i>               | 3,29             |
| <i>pcolcea</i>           | 3,28             |
| <i>nuak1b</i>            | 3,22             |
| <i>zgc:154093</i>        | 3,22             |
| <i>si:ch211-269c21.2</i> | 3,21             |
| <i>cyp2ad3</i>           | 2,97             |
| <i>pappab</i>            | 2,97             |
| <i>ednraa</i>            | 2,81             |
| <i>fibina</i>            | 2,79             |
| <i>zmp:0000000846</i>    | 2,79             |
| <i>enc1</i>              | 2,78             |
| <i>ndnf</i>              | 2,70             |
| <i>ccbe1</i>             | 2,69             |
| <i>si:ch211-286o17.1</i> | 2,69             |
| <i>sema3fa</i>           | 2,59             |
| <i>rbp7b</i>             | 2,57             |
| <i>en1a</i>              | 2,45             |
| <i>serpine1</i>          | 2,44             |
| <i>si:ch73-366l1.5</i>   | 2,40             |
| <i>tcf7l1a</i>           | 2,40             |
| <i>iqsec1b</i>           | 2,39             |
| <i>tshz3b</i>            | 2,35             |
| <i>pbx1a</i>             | 2,27             |

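For 32 of the 40 genes of Supplementary Table 3 an identifier was found, and 4 of these had named the HM class. Against the nearest fibroblast-like cluster of the clustering made here, which need not be the authors' cluster 1, the remaining 28 genes all had a log2 ratio above 0. Their median was 2.36, from 1.47 for *ccbe1* to 3.86 for *foxd2*, and in the *pdgfra* plate, the only plate with enough cells of both classes, it was 2.10. Among the genes with the largest fold in the table, *fat4* had a ratio of 3.67 and *glt8d2* of 2.88, with 3.36 and 2.12 within the *pdgfra* plate, and *ebf1a* was not analysed here. Across the 28 genes, the correlation with the table was 0.750 (Pearson) and 0.778 (Spearman).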

Shown are the 40 most enriched transcripts in scRNAseq cluster 2 in comparison to the presumptive progenitor population in cluster 1.

**Supplementary Table 4. Number of cells that express or co-express *adamts3*, *adamts14*, *ccbe1* and *vegfc* in each cluster**

| cluster | total | <i>adamts3</i> | <i>adamts14</i> | <i>vegfc</i> | <i>ccbe1</i> | <i>vegfc</i> & <i>ccbe1</i> | <i>adamts3</i> & <i>ccbe1</i> | <i>adamts3</i> & <i>vegfc</i> | <i>adamts14</i> & <i>ccbe1</i> | <i>adamts14</i> & <i>vegfc</i> |
|---------|-------|----------------|-----------------|--------------|--------------|-----------------------------|-------------------------------|-------------------------------|--------------------------------|--------------------------------|
| 1       | 141   | 16             | 6               | 14           | 18           | 10                          | 2                             | 2                             | 1                              | 0                              |
| 2       | 137   | 13             | 4               | 59           | 99           | 47                          | 11                            | 5                             | 2                              | 2                              |
| 3       | 93    | 8              | 1               | 14           | 18           | 3                           | 1                             | 1                             | 0                              | 0                              |
| 4       | 82    | 14             | 2               | 14           | 29           | 10                          | 2                             | 2                             | 1                              | 0                              |
| 5       | 56    | 0              | 0               | 1            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 6       | 54    | 2              | 0               | 3            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 7       | 51    | 19             | 1               | 5            | 0            | 0                           | 0                             | 3                             | 0                              | 0                              |
| 8       | 54    | 4              | 0               | 9            | 2            | 0                           | 0                             | 1                             | 0                              | 0                              |
| 9       | 45    | 0              | 2               | 0            | 8            | 0                           | 0                             | 0                             | 1                              | 0                              |
| 10      | 40    | 10             | 0               | 0            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 11      | 40    | 5              | 0               | 0            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 12      | 43    | 5              | 0               | 4            | 7            | 0                           | 1                             | 0                             | 0                              | 0                              |
| 13      | 38    | 5              | 0               | 1            | 12           | 0                           | 2                             | 1                             | 0                              | 0                              |
| 14      | 28    | 1              | 0               | 0            | 5            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 15      | 36    | 0              | 0               | 1            | 3            | 1                           | 0                             | 0                             | 0                              | 0                              |
| 16      | 26    | 0              | 0               | 0            | 1            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 17      | 28    | 0              | 1               | 2            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 18      | 24    | 0              | 0               | 0            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 19      | 30    | 2              | 0               | 2            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 20      | 21    | 1              | 1               | 3            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 21      | 24    | 0              | 0               | 0            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 22      | 6     | 0              | 0               | 0            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 23      | 6     | 0              | 0               | 4            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |
| 24      | 6     | 2              | 0               | 1            | 0            | 0                           | 0                             | 0                             | 0                              | 0                              |

**Supplementary Table 5. Clone ID of BACs used to generate the indicated reporter lines**

|                           |             |
|---------------------------|-------------|
| <i>Tg(adamts3:Gal4FF)</i> | DKEY-156D16 |
| <i>Tg(vegfc:Gal4FF)</i>   | DKEY-87F9   |
| <i>Tg(vegfc:mCit)</i>     | DKEY-87F9   |
| <i>Tg(ccbe1:mCit)</i>     | CH73-375H6  |
| <i>Tg(ccbe1:Gal4FF)</i>   | CH73-375H6  |
| <i>Tg(pdgfra:mCit)</i>    | CH211-93B20 |

**Supplementary Table 6. Genotyping primers**

|                                  | fw                                | rev                        |
|----------------------------------|-----------------------------------|----------------------------|
| <i>adamts2</i><br>exon6          | GATTTGTGTTGCTGTTGTCAG<br>TCCAT    | GCAATGACATGAGGTTGGGTAAATAA |
| <i>adamts2</i><br>_like<br>exon2 | CGGAATTGCATTGTTATAGAA<br>ATCAGAAG | ATGCCTGTGACTGGAGCGTAACC    |
| <i>shh:vegfc</i>                 | GCAGTTGCGTTCAGCGGGTA<br>GTGT      | GCTGATGTATGAAGTGCTGATGTT   |

**Supplementary Table 7. KASPar genotyping primers**

|                                             | wild-type                                                   | mutant                                                      | common                                                         |
|---------------------------------------------|-------------------------------------------------------------|-------------------------------------------------------------|----------------------------------------------------------------|
| <i>adamts3</i> <sup>hu11198</sup><br>exon5  | GAAGGTGACCAAGT<br>TCATGCTCAGATAGT<br>TCTGCACATGCTCCT<br>TCC | GAAGGTCGGAGTCA<br>ACGGATTCAGATAGT<br>TCTGCACATGCTCCT<br>TCa | GAGACATGCTGGTG<br>ATGAGGACTACAAC<br>(common forward<br>primer) |
| <i>adamts3</i> <sup>hu10891</sup><br>exon3  | GAAGGTGACCAAGT<br>TCATGCTGCCATGGT<br>GGAATGGCACGATG         | GAAGGTCGGAGTCA<br>ACGGATTGCCATGG<br>TGGAATGGCACGATc         | TTCTGTTATCAGTCG<br>CATTTCCAGC<br>(common reverse<br>primer)    |
| <i>adamts14</i> <sup>hu11304</sup><br>exon3 | GAAGGTGACCAAGT<br>TCATGCTTGGGAACA<br>AACATCAACATTGTG<br>CT  | GAAGGTCGGAGTCA<br>ACGGATTTGGGAAC<br>AAACATCAACATTGT<br>GCc  | GCCTTACCTGTCGAT<br>ATCCCACCA<br>(common reverse<br>primer)     |

**Supplementary Table 8. Primers used for the generation of *adamts3* and *adamts14* ISH probes**

|                                      |                                                 |
|--------------------------------------|-------------------------------------------------|
| adamts3_probe1-for                   | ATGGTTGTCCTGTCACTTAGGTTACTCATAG                 |
| adamts3_probe1-rev<br>(T3 promoter)  | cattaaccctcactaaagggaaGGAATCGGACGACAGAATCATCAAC |
| adamts3_probe2-for                   | TCCTGGGGCTAGACATGTGA                            |
| adamts3_probe2-rev<br>(T3 promoter)  | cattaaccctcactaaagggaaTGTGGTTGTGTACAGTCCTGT     |
| adamts3_probe2-for                   | TCAAATCCGTACTGTGCGCT                            |
| adamts3_probe3-rev<br>(T3 promoter)  | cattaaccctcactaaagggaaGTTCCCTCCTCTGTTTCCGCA     |
| adamts14_probe1-for                  | ACTCGGTGGTTCGCTTTCAT                            |
| adamts14_probe1-rev<br>(T3 promoter) | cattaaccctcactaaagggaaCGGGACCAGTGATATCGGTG      |
| adamts14_probe2-for                  | ATGACCCGTGTAAGCAGCTG                            |
| adamts14_probe2-rev<br>(T3 promoter) | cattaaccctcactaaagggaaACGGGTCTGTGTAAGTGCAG      |
| adamts14_probe2-for                  | GTTTGATATTCCTGCGGGCG                            |
| adamts14_probe3-rev<br>(T3 promoter) | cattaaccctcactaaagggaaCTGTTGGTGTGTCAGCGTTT      |

**Supplementary Table 9. RNAscope probe design**

| probe    | sequence accession numbers | range in bp | channel |
|----------|----------------------------|-------------|---------|
| adamts14 | XM_017358603.2             | 1697-2625   | 1       |
| ccbe1    | NM_001163923.1             | 208-1223    | 2       |
| pdgfra   | NM_131459.2                | 127-1039    | 3       |
| vegfc    | NM_205734.1                | 435-1486    | 1 and 2 |

# Supplementary material for: Specific fibroblast subpopulations and neuronal structures provide local sources of Vegfc-processing components during zebrafish lymphangiogenesis
**Source:** Nat Commun. 2020 Jun 1;11:2724. doi: 10.1038/s41467-020-16552-7
**Supplement:** Supplementary file 11 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Leica LAS X 3.5.6.21594, Nikon NIS-Elements 4.40.00, FACSDiva 8.0.1

Data analysis Adobe Photoshop 2017, Adobe Illustrator CC 2015, Adobe Illustrator CC 2015, Fiji [(Fiji Is Just) ImageJ2.0.0-rc-43/1.52u], GraphPad Prism 8.3.0, Bitplane Imaris 8.2.1, Illumina pipeline (bcl2fastq 2.19.0.316), TopHat 2.1.1 with Bowtie2 2.2.6, trim galore 0.4.4, samtools 1.9, featureCounts 1.4.6-p5, velocyto 0.17.17, velocyto.R 0.6, SingleCellExperiment 1.4.1, pathway and gene set overdispersion analysis (pagoda2) 0.1.0, FlowJo 10.6.1

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. The raw single cell RNA sequencing data of this study have been deposited at NCBI's Gene Expression Omnibus with the accession number GSE146923 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146923>]. Source data underlying Figures 1k, 2j and 7b are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were not statistically predetermined but were chosen based on previous experience, standards in the field and previously published literature.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions | no data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | The following section indicates how often experiments have been repeated independently with similar results. The phenotypic analysis of <i>adamts3</i> and <i>adamts14</i> single and double mutants (Figure 1c-e, g-l, l-q, Supplementary Figure 1d, e) was performed at least five times, quantifications of PLs and venous ISVs (Figure 1k) were done at least 2 times and the analysis of all other single or double mutant combinations (Figure 1j and Supplementary Figure 1b, c) was done at least two times. The in vivo zebrafish <i>Vegfc</i> processing assays (Figure 2b-i) were done at least three times each while the in vitro processing assay (Figure 2j) was performed 5 times. The <i>adamts3</i> ISH (Figure 3a-c) was done three times and the <i>adamts3:Gal4FF</i> transgene analysis was performed five times (Figure 3d, i-m) and two times in conjunction with the motoneuronal marker <i>mnx1:GFP</i> (Figure 3e-f). <i>adamts14</i> expression analysis by ISH and RNAscope (Figure 4) was performed at least 3 times each. Cell transplantation assays for <i>adamts3</i> (Figure 5) and <i>adamts14</i> (Figure 6) were conducted at least 13 times each. Transgene co-expression (Figure 7c-p) was assessed three independent times and the expression pattern of the <i>pdgfra</i> reporter alone and in combination with other transgenes (Figure 8) was analyzed at least three times. Rescue experiments with a mature VEGFC construct (Figure 10) were performed six times. The axonal pattern of motoneurons in <i>adamts3</i> ; <i>adamts14</i> double mutants (Supplementary Figure 2) was analyzed at least two times for the indicated time points. Expression analysis for <i>vegfc</i> by ISH (Supplementary Figure 34) was performed once and the expression analysis for <i>vegfc</i> , <i>ccbe1</i> , <i>adamts14</i> and <i>pdgfra</i> by RNAscope (Supplementary Figure 5-7) was done at least two times. The Engrailed antibody stainings have been performed twice for all combinations (Supplementary Figure 7k, l11a-ci) and the ISH against <i>nuak1b</i> (Supplementary Figure 7a-i11k, l) and <i>itgbl1</i> (Supplementary Figure 7n, o11n, o) were done two times. |
| Randomization   | Experimental groups were not pre-selected based on the genotype, hence experimental groups were randomized with regard to the genotype.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | Investigators were blinded to group allocation during data collection and quantification (genotyping of embryos was performed afterwards).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

#### Antibodies used

mouse anti-engrailed 4D9 primary antibody (Developmental Studies Hybridoma Bank, University of Iowa, clone 4D9, Antibody Registry ID: AB\_528224 ),  
 chicken anti-GFP primary antibody (Abcam, ab13970),  
 polyclonal goat anti-human VEGFC primary antibody (R&D, AF752),  
 sheep anti-Digoxigenin-AP Fab Fragments (Roche, cat-no. 11093274910, Lot: 16646822)  
 HRP-conjugated anti-mouse secondary antibody (Jackson Immuno Research),  
 Alexa 488-conjugated goat anti-chicken secondary antibody (Invitrogen, A11039)

## Validation

The 4D9 anti-engrailed antibody has been frequently used for antibody stainings in zebrafish and was validated in Hatta et al., 1991.

The chicken anti-GFP antibody was used before (e.g. Karpanen et al., 2017) and the staining pattern was verified by comparison to the in vivo expression of the respective reporter lines.

The goat anti-human VEGFC antibody was used previously for Western Blot analysis, e.g. in Jah et al., 2017.

The anti-Digoxigenin antibody is a standard tool for in situ hybridization (see Schulte-Merker, 2002 or Thisse and Thisse, 2007).

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Cell line source(s)

The human cell line HEK293-EBNA was bought from Invitrogen.

## Authentication

The cell line was not authenticated.

## Mycoplasma contamination

The employed cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used in the study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

The zebrafish (*Danio rerio*) was used as an animal model and males and females of the following mutant or transgenic lines have been employed: Tg(flt4:mCitrine)hu7135, Tg(flt1enh:tdTomato)hu5333, Tg(shh:vegfc-IRES-mTurquoise)hu10933, Tg(kdrl:HRASmCherry)s916, Tg(mnx1:GFP)ml2, Tg(NBT:dsRed)zf148, Tg(isl1:Gal4FF)hu6635, Tg(UAS:GFP)nkuasgfp1a, Tg(UAS:RFP)nkuasrfp1a, Tg(adamts3:Gal4FF)mu400, Tg(pdgfra:mCitrine, cmlc2:mTurquoise)mu401, Tg(vegfc:Gal4FF)mu402, Tg(vegfc:mCitrine)mu403, Tg(ccbe1:mCitrine)hu6741, Tg(ccbe1:Gal4FF)hu8876, adamts3(hu10891), adamts3(hu11981), adamts14(hu11304), adamts2(hu11300), adamts2\_like(hu11325). The individual lines have been outcrossed as much as possible to TL, AB or WIK strains. All analyzed embryos have been derived from matings of fish that were younger than 2 years.

## Wild animals

the study did not involve wild animals

## Field-collected samples

the study did not involve samples collected from the field

## Ethics oversight

Animal experiments have been performed according to guidelines of the animal ethics committees at the University of Münster, Germany and the LANUV (Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Approximately 100 trunks of transgenic embryos at 48hpf were partially dissociated with 0.5% trypsin-EDTA (Gibco) and 10U DNaseI (Promega) in a total volume of 1ml for 30min at 30°C.

## Instrument

FACSAria IIIu cell sorter (BD Biosciences)

## Software

FACSDiva 8.0.1, FlowJo 10.6.1

## Cell population abundance

Cells were used for subsequent single cell sequencing analysis, hence purity of the sorted cell population was not assessed.

## Gating strategy

Gates have been set for each transgenic line based on a comparison with age-matched transgene-negative controls to exclude autofluorescent cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Specific fibroblast subpopulations and neuronal structures provide local sources of Vegfc-processing components during zebrafish lymphangiogenesis
**Source:** Nat Commun. 2020 Jun 1;11:2724. doi: 10.1038/s41467-020-16552-7
**Supplement:** Supplementary file 12 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1

**Description:** Venous sprouting and migration in wild-type embryo. Over-night imaging of a wild type embryo starting at 32hpf showing the sprouting and migration of venous endothelial from the PCV. Venous and lymphatic endothelial cells were labeled with flt4:mCit.

**Title:** Supplementary Movie 2

**Description:** Venous sprouting is blocked in adamts3; adamts14 double mutant embryos. Over-night imaging of an adamts3; adamts14 double mutant in which venous and lymphatic endothelial cells were labeled with flt4:mCit, starting at 32hpf.

**Title:** Supplementary Movie 3

**Description:** 3D-reconstruction and surface rendering depicting the expression of the adamts3 reporter line at the horizontal myoseptum at 48hpf. In the adamts3:Gal4FF; UAS:GFP; kdrl:mCherry double transgenic embryo adamts3-expressing cells are highlighted in green and endothelial cells in red.

**Title:** Supplementary Movie 4

**Description:** 3D-reconstruction and surface rendering of adamts3+ cell transplantations giving rise to motoneurons. Depicted is a rescue of vISV and PL formation in an adamts3; adamts14 double mutant at 48hpf. Transplanted adamts3-expressing cells are shown in green, all transplanted cells are labeled in blue (dextran-Alexa647); flt4:mCit-positive endothelial cells are highlighted in yellow (or red in the surface rendering).

**Title:** Supplementary Movie 5

**Description:** 3D reconstruction and surface rendering of a transplantation giving rise to adamts3-expressing mesenchymal cells. Shown is a region exhibiting a rescue of vISV and PL development in an adamts3; adamts14 double mutant at 48hpf. adamts3-expressing cells are shown in green and flt4:mCit positive endothelial cells are highlighted in yellow (or red in the surface rendering).

**Title:** Supplementary Movie 6

**Description:** 3D reconstruction and surface rendering of floorplate and PL in the transplantation of adamts14-expressing cells. The movie showed the rescue region of adamts3; adamts14 double mutant at 48hpf. Dextran-Alexa647 labeled floor plate were in grey; flt4:mCit positive cells were in green; flt1:tdTom positive cells were in red.

**Title:** Supplementary Movie 7

**Description:** 3D reconstruction and surface rendering of mesenchymal cells and PL in the transplantation of adamts14-expressing cells. The movie showed the rescue region of adamts3; adamts14 double mutant at 48hpf. Dextran-Alexa647 labeled transplanted cells were in grey; flt4:mCit positive cells were in green; flt1:tdTom positive cells were in red. In order to highlight the cells at segment boundary and horizontal myoseptum, surface rendering was applied.

**Title:** Supplementary Movie 8

**Description:** 3D reconstruction and surface rendering of mesenchymal cells at HM and PL in the transplantation of adamts14-expressing cells. The movie showed the rescue region of adamts3; adamts14 double mutant at 48hpf. Dextran-Alexa647 labeled transplanted cells were in grey;

flt4:mCit positive cells were in green; flt1:tdTom positive cells were in red. In order to highlight the cells at the horizontal myoseptum, surface rendering was applied

How the deposited data were processed for this re-analysis (not part of the article)

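Single cells of the trunk of zebrafish embryos at 48 hpf were measured by full-length single-cell RNA sequencing. The labels assign 1109 cells to 2 transgenic lines and 3 plates: 367 and 377 cells to plates of the *vegfc:Gal4FF;UAS:GFP;kdrl:mCherry* line, called *vegfc* plates 1 and 2 here, and 365 to a plate of the *pdgfra:mCit* line, called the *pdgfra* plate. The numbering of the *vegfc* plates has no meaning beyond telling them apart. No animal, pool or sort gate is named for a cell, so cells were grouped by plate and by cluster only. The 3 sorted populations named in the results were not told apart within the *vegfc* plates.

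The authors deposited raw counts of reads per gene and cell. Before that, they trimmed the reads with trim galore, aligned them to GRCz11 with TopHat2 and Bowtie2 with the spike-in sequences added, removed what the methods call doublets with samtools, counted reads on genes with featureCounts and kept cells by bounds on depth, genes and spike-in share. Counts were not normalized. Of 32151 rows, 32057 were genes given by Ensembl identifier, 92 were spike-ins and 2 were reporters. Spike-ins and reporters were left out of library sizes and ratios. The aligned reads were not used here, so the alignment and counting could not be varied.

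Gene symbols were taken from a table of identifiers and symbols, which named 28988 of the 32057 identifiers, and from 1066 pairs of identifier and symbol in the study's source data. All 8 genes of the main comparisons had an identifier, as did 10 of 24 genes on a watch list and 35 of 40, 32 of 36 and 32 of 40 genes of Supplementary Tables 1, 2 and 3. The class markers *nuak1b*, *postnb*, *mpeg1.1*, *fabp7a*, *col2a1a*, *matn3b*, *ttn.2*, *acta1a*, *scxa*, *comp*, *akr1b1* and *mitfa*, the watch-list genes *en2a*, *en2b*, *vegfaa*, *vegfab*, *pgfb*, *nrp2b*, *cxcr4a*, *cxcr4b*, *ackr3b*, *furina*, *furinb*, *adamts2*, *pdgfaa* and *pdgfab*, and the table genes *ebf1a*, *fibina*, *foxc1a*, *htra1a*, *iqsec1b*, *klf12a*, *tcf7l1a*, *tnc* and 1 further gene were not matched to a single identifier and were not analysed under these names. Some may be among the genes listed under a name in capitals, such as *COL2A1* and *SCX*. The names *itgb1*, *cxc12a* and *calcr1a* of the supplementary tables were read as *itgbl1*, *cxcl12a* and *calcrla*.

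Depth per cell was the sum of its gene counts, with a median of 298220 over all cells and at least 50000 in every cell. The number of genes found per cell lay between 2785 and 9907. Every cell met the bounds stated in the methods of at least 50000 counts, over 1500 and at most 10000 genes and at most 10% of counts on spike-ins, so no cell was removed. Each cell had been sorted into its own well, and no doublet caller was run in addition to the authors' upper bound on genes. A share of cells has an exact Clopper-Pearson 95% interval, and a share of 0 is given with the limit set by 3 cells of the total.

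The clustering followed the methods of the paper as far as they state it, with the settings named beside the clusters. Cosine distance, 15 neighbours and the Leiden algorithm, with the resolution raised in steps of 0.1 from a fixed start until 24 clusters were reached, stood in for settings that the methods text does not give. Standardised values were limited to 10 SD, and the seed was 1. The genes of the main comparisons, of the supplementary tables, of the watch list and of the HM class markers were left out where an identifier was matched, 64 in number. Those without a match, such as *nuak1b* and *tnc*, could not be left out. Genes listed as *NUAK1* and *TNC* were among the leading genes of clusters of the HM class. Clusters were named by marker lists fixed before the data were examined, as were all alternatives, the comparisons and the rule for named genes. The HM list came from the paper's tables of genes enriched in its cluster 2, which rest on these same cells. The thresholds of the naming were set after the clusters had been seen. A class needed a marker score of at least 1 for fibroblasts or 2 for other classes, and at least 3 markers each detected in at least 50% of the cells of the cluster. A cluster that met this for fibroblasts was called fibroblast-like unless another class that met it scored higher. The fin mesenchyme and tendon lists could not take the name from fibroblasts, so that the fibroblast-like clusters include 4, of 67, 40, 39 and 30 cells, that scored higher on one of those lists. Among the classes other than fibroblasts, a margin of 1 over the next class was needed. A name was withheld where the 10 leading genes of a cluster, ranked with a pseudocount of 5 CPM, went against it, or where the depth of a cluster was less than 1 in 3 of that of its plates, which no cluster met (lowest ratio 0.686). The fibroblast-like cluster nearest to the HM class was the one with the highest correlation of mean log expression over the clustering genes.

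Cells with at least 20 raw counts of a gene were called expressing. The methods give at least 20 counts per cell without saying whether these are raw or scaled. The paper's numbers of expressing cells over all clusters were reached exactly with the threshold applied after scaling. The raw threshold used here therefore appears to differ from the paper's. Shares, pairs and triples were counted in each class and plate. The number of pairs under independent expression was computed within each plate and summed. For enrichment, counts were summed over the cells of a class, scaled to CPM by the total gene counts, increased by 1 CPM and compared as a log2 ratio over all plates and within each plate that had at least 5 cells of both classes. A ratio of 1 or more in size on the log2 scale was treated as called when its direction was followed across alternatives. Because the labels name no animal or pool and the *pdgfra:mCit* line has a single plate, no test between groups and no standard error was made. The genes named are those the paper names for the single cells, the watch list, and the 5 genes with the largest fold in each supplementary table. Genes that named the HM class are not reported as results.

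The alternatives changed the threshold for expression, the depth of cells by thinning each to 50000 counts with a threshold of 2 counts, the clustering genes, the number of components, neighbours and overdispersed genes, the resolution, the clustering algorithm, centring by plate, the scaling of sums, the weighting of cells, the filter on low counts, the pseudocount, and the plates included. edgeR and DESeq2 served only for scaling factors in these alternatives.

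The ratio of summed counts was tested on simulated data, in which 200 of 18529 genes were changed in 140 simulated cells. The direction was right for 100.0% of the changed genes, and the median error was 0.174 on the log2 scale, against a median size of 0.097 for unchanged genes. The clustering was tested on 24 simulated groups with 100 genes each raised 8-fold, and it returned 24 clusters with an adjusted Rand index of 1.0. The number of clusters is no test where the resolution is raised until 24 are reached. The index covers changes of this size only and says nothing of groups that differ less. The simulated data held no differences between plates and no reads from other wells. The test therefore says nothing of clusters split by plate.

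The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. RNA velocity and the bulk RNA of pooled cell populations mentioned in the methods were not analysed here.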

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

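The tests of the reporter counts against reads from other wells were chosen only after the counts had been seen, while the test of *cxcl12b* was set beforehand. *vegfc* plates 1 and 2 and the *pdgfra* plate are the plates of the *vegfc:Gal4FF;UAS:GFP;kdrl:mCherry* and the *pdgfra:mCit* lines.

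For some genes, the log2 ratio of HM fibroblast-like cells over other cells had one direction in both *vegfc* plates and the opposite one in the *pdgfra* plate. This held for 11 of 36 ratios over 18 genes, or 30.6%, where random signs of 3 plates would split this way in 25% of cases. None of these differences was tested, since the labels name no animal or pool and the *pdgfra:mCit* line has a single plate, and line and plate cannot be told apart for the *pdgfra* plate. *adamts14* had a ratio of -2.11 over all other cells and -2.18 over other fibroblast-like cells in the *pdgfra* plate, against 2.32 and 1.05 in *vegfc* plate 1 and 2.73 and 2.89 in *vegfc* plate 2. The value of the *pdgfra* plate rests on 1 count in HM fibroblast-like cells against 411 in other fibroblast-like cells, a ratio of 0.043 with a counting interval of 0.001 to 0.241 that treats reads as independent. By cells, 0 of 26 HM fibroblast-like cells of this plate reached 20 counts, which allows up to 11.5%, against 8 of 318 other fibroblast-like cells (2.52%), so that no difference was detectable. In the *vegfc* plates, 4 of 116 and 2 of 185 cells did. For *svep1*, the ratio over other fibroblast-like cells was 0.27 in the *pdgfra* plate and -0.88 and -0.03 in the *vegfc* plates. *vegfd* had a ratio of -3.30 over all other cells in the *pdgfra* plate, from 20 counts in HM fibroblast-like cells, against 0.41 and 3.19 in the *vegfc* plates. *pcsk5b* had ratios of -1.12 over all other cells and -1.21 over other fibroblast-like cells in the *pdgfra* plate, against 1.13 and 0.58 in *vegfc* plate 1 and 0.98 and 0.51 in *vegfc* plate 2. The ratios of *plg*, 1.73 and 1.75 in the *pdgfra* plate and slightly below 0 in the *vegfc* plates, and that of *plaua* over other fibroblast-like cells, 1.12 in the *pdgfra* plate and -0.56 and -0.12 in the *vegfc* plates, rest on at most 26 counts of HM fibroblast-like cells per plate. No cause was tested for these genes.

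*cxcl12b* was lower in HM fibroblast-like cells than in all other cells of the *vegfc* plates, with log2 ratios of -4.84 and -3.40, but higher in the *pdgfra* plate, with 1.46. Over other fibroblast-like cells, the ratios were -6.59 and -5.21 against 1.39. The split may lie in the cells used for comparison. Other fibroblast-like cells held 960 and 793 CPM in *vegfc* plates 1 and 2 but 23.8 CPM in the *pdgfra* plate, a log2 ratio of 5.14 between the lines. HM fibroblast-like cells went the other way, with 8.99, 20.5 and 63.8 CPM and a log2 ratio of -2.06. At least 20 counts were found in 54.8% and 53.3% of other fibroblast-like cells of the *vegfc* plates and in 3.15% of those of the *pdgfra* plate. A different mixture of fibroblasts in the 2 sorts and a difference between plates both stay open.

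The matrix holds counts of eGFP and mCherry, for which the paper's text reports no values. HM fibroblast-like cells had a median of 921.5 eGFP counts in *vegfc* plate 1 and 945.0 in *vegfc* plate 2, against 38.0 and 14.0 in immune-like cells, which are deeper. In the *pdgfra* plate, the median was 62.0 against 4.0, but other fibroblast-like cells of this plate had 49.5 and those of the nearest cluster 73.0, so that the counts there are not particular to HM fibroblast-like cells. In the *vegfc* plates, other fibroblast-like cells had 54.0 and 17.5. Reads or RNA from other wells would reach both classes alike, and the lowest of the ratios between them was 15.5, so that this source does not account for the counts. In the *vegfc* plates, expression of the *vegfc:Gal4FF;UAS:GFP* reporter in these cells is a candidate explanation. The paper sorted part of the cells of this line by that reporter, though the labels name no gate for a cell. At least 100 eGFP counts were found in 99 of 116 HM fibroblast-like cells of these plates (85.3%, 95% interval 77.6 to 91.2%) and in 1 of 47 immune-like cells. Of the HM fibroblast-like cells with at least 20 counts of *vegfc*, 44 of 48 had this much eGFP, but of the 99 cells with this much eGFP only 44.4% (34.5 to 54.8%) reached 20 counts of *vegfc*. The *pdgfra:mCit* line has no GFP transgene in its name, and whether reads of mCitrine fell on the eGFP sequence there was not tested. The hypochord-like cells also had many counts, with a median of 1030 over 5 cells.

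At least 20 mCherry counts were found in 9 of the 21 endothelial-like cells, or 42.9% (95% interval 21.8 to 66.0%), all cells of the *vegfc* plates. Among the other 723 cells of these plates the share was 1.80% (0.961 to 3.06%). Reads from other wells, spread alike over cells, would not give such a difference, so that they are excluded as the main source. Expression of the *kdrl:mCherry* reporter may explain the counts. Why the other endothelial-like cells stayed below 20 counts was not tested.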

How the results depend on the processing

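No alternative was chosen after a result had been seen. No test was made of the classes paired by plate. Each plate holds HM and other fibroblast-like cells, and the ratios within plates given at the claims, with their mean among the alternatives here, make the paired comparison as values. Plates were left out with the clusters kept, and leaving out cells beyond the bounds of the methods removed no cell, so that this alternative is uninformative.

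The log2 ratios of *vegfc*, *ccbe1*, *en1a*, *en1b* and *cxcl12a* over other fibroblast-like cells stayed above 0 under every alternative, and under none but the omission of a plate did they move by more than the SD of the plates. They ranged from 2.43 to 3.40 for *vegfc*, from 2.68 to 3.45 for *ccbe1* and from 1.72 to 2.32 for *cxcl12a*. For *en1a*, the values with a plate left out lay between 3.55 and 6.37, and for *en1b* between 2.89 and 5.76. The highest came without the *pdgfra* plate, which held most of the other fibroblast-like cells with these genes. Over the nearest cluster, plate-centred clustering gave 3.39 for *vegfc*, and the mean of ratios within plates gave 0.49. Among the 40 log2 ratios of at least 1 in size, the single change of sign was *adamts14* over the nearest cluster, which was 1.22 with plates summed and -1.77 as the mean of ratios within plates. Only the *pdgfra* plate enters that mean, since the other plates had too few cells of the nearest cluster. Of the 26 smaller ratios, 20 changed sign under some alternative, among them *cxcl12a*, from 0.26 to -0.85, *svep1*, between -1.27 and 1.19, *nrp2a*, from 0.36 to -0.53, and *cxcl12b*, from -0.51 to 4.27, all over the nearest cluster. *adamts3* stayed below 0 over all 3 comparison classes under every alternative.

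The total RNA of the classes differs in composition. edgeR's TMM factors shifted all log2 ratios by 0.66 over all other cells, 0.25 over other fibroblast-like cells and -0.03 over the nearest cluster, and DESeq2's factors by 0.71, 0.24 and -0.07. Such factors scale all genes of a class alike, so that each gene moved by nearly the shift of its contrast.

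A threshold of 1 count moved the shares most. Of all cells, 8.75% had *vegfc* at 50 counts and 36.2% at 1 count, and 63.7% had *ccbe1* at 1 count and 20.3% after thinning. Among HM fibroblast-like cells, *vegfc* was found in 31.0% at 50 counts and 62.7% at 1 count, *ccbe1* in 86.6% at 1 count, and *adamts3* in 1.41% at 50 counts and 21.8% at 1 count. With 1 count, *ccbe1* was found in 91.0% of *vegfc*-expressing and *vegfc* in 65.9% of *ccbe1*-expressing cells. A lower threshold admits more cells by construction. With 1 count, 52 of 63 shares moved beyond their interval, 46 of them upward. With 50 counts 15 moved, with 10 counts 6, after thinning 17 and after scaling 8. Of 73 shares, 14 moved with plate-centred clustering and 26 without the *pdgfra* plate, and 9 of 71 moved with Ward clustering.

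The share of fibroblast-like cells was 51.1% with 30 neighbours, and the cause was not tested. With a plate left out it lay between 40.5% and 67.9%, the lowest without the *pdgfra* plate, in which nearly all cells are fibroblast-like. The share of HM fibroblast-like cells was 10.6% with Ward clustering and 15.0% with plate-centred genes, for which the cause was not tested, and between 11.1% and 15.6% with a plate left out. Of the 142 cells of this class, 142 were in it again with all overdispersed genes, 20 components, 30 neighbours, resolution 1 and plate-centred genes, 140 with 1500 overdispersed genes and 114 with Ward clustering.

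Of all 66 log2 ratios followed, including those of single named genes, the mean of ratios within plates moved 21 beyond their spread and the unfiltered genes 1. Plate-centring and resolution 1 moved 19 each, Ward clustering 18, 1500 genes 17, DESeq2 factors 17, 20 components 16, all overdispersed genes 15, a pseudocount of 10 CPM 12, TMM factors 10, 30 neighbours 9, equal weight of cells 9 and a pseudocount of 0.1 CPM 3. Of the 10 that the TMM factors moved, 6 went up, as did 15 of the 18 under Ward clustering and 17 of the 19 under plate-centring. Other alternatives moved more ratios down than up. With the mean of ratios within plates 4 went up and 17 down, with 20 components 5 and 11, and with DESeq2 factors 7 and 10.

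The number of expressing cells limits what can be said of the rarer transcripts. With 10 cells for *adamts3* and 4 for *adamts14* in the HM class, the overlap of *adamts3* with *vegfc* went from 16.7% to 50.0% when a plate was left out, and that of *adamts14* with *ccbe1* from 0% to 100.0%.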

Differences from the paper's values

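Of 42 values that could be set beside the paper's, 5 differed, all of them log2 fold changes of Supplementary Table 3 between cluster 2 and the related cluster 1. The 42 include the number of cells, which is the input, and the number of clusters, up to which the resolution was raised. These values could not differ. For *fat4*, the paper's value is 5.45 and the value here was 3.67. For *glt8d2*, the paper gives 4.26 and 2.88 was found, and for *si:ch211-269c21.2* the paper gives 3.21 against 2.17 here. For *ccbe1*, the paper's value is 2.69 and the value here 1.47, and for *en1a* the paper's value is 2.45 and the value here 1.68. Both sides are on the log2 scale. None of the alternatives set before the data were examined brought any of these within counting error of the paper's value. Centring genes within plates came closest for *fat4*, with 5.75, and lay above the paper's value for *glt8d2* (5.01), *ccbe1* (3.67) and *en1a* (2.94) and below it for *si:ch211-269c21.2* (2.42). Clustering with all overdispersed genes gave 2.16 for *en1a* and 2.19 for *ccbe1*. Clusters were rebuilt here, and the nearest cluster need not be the paper's cluster 1. Only the *pdgfra* plate had enough cells of both classes, so that the spread between plates is not known for these ratios and the comparison rests on counting error.

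The other values lay within 1.5 times the paper's, within their counting interval or, for log2 ratios, within the SD of the plates. The paper's share of fibroblast cells is 75% and the share here 58.2%, both over 1109 cells and with names rebuilt here. This lies within 1.5 times, but the interval of the share here, 55.2 to 61.1%, lies below the paper's value. The paper's numbers of expressing cells over all clusters of Supplementary Table 4, which are 137 for *vegfc*, 202 for *ccbe1*, 107 for *adamts3* and 18 for *adamts14*, were reached exactly when the threshold was applied after scaling each cell to 500000 counts, and those of the 5 pairs of genes, 71, 19, 15, 5 and 2 cells, were reached by the same setting. Raw counts gave 126, 195, 93 and 16 cells.

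The paper states that *adamts14*-expressing cells were mostly found in cluster 2 and the related cluster 1. Of the 16 such cells here, 4 were HM fibroblast-like and 2 were in the nearest cluster, while 5 were in the cycling cluster. The paper also states that *vegfc* and *ccbe1* were enriched to some extent in the proliferating cluster 4. In the cycling cluster here, 4.04% of cells had *vegfc* and 12.1% had *ccbe1*, against 8.15% and 15.9% of all fibroblast-like cells outside the HM class. The nearest and the cycling cluster were not matched cell by cell to the paper's clusters 1 and 4. Both differences may therefore come from the rebuilt clusters, and neither contradicts the paper's statements about its own clusters.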

Other observations

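The tests by thinning, by setting low counts to 0, by counting only well-covered genes and by class membership over all cells were set beforehand. The tests of depth between the *vegfc* plates, of the transgenic lines, of plate-centring, of the sources of background, of cell types behind the number of genes, of deep cells and of pairs outside the HM class were chosen only after the results had been seen.

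HM fibroblast-like cells formed a separate cluster for each plate. On average, 97.3% of the cells in a cell's cluster came from its own plate, where full mixing would give 36.8%. A difference between the transgenic lines cannot be what separates *vegfc* plates 1 and 2, which are of the same line and still gave 98.3%. Depth cannot separate these plates either, since the mean depth of their HM fibroblast-like cells had a ratio of 0.984. With counts under 10 set to 0, the plates mixed into a single cluster of 144 cells, 128 of them from the class of 142, and the share from the own plate fell to 37.4% over the original 142 cells. Over the new cluster it was 34.1%, which a single cluster gives by construction. Low counts that reach a cell from other wells of its plate are a candidate explanation. Setting low counts to 0 also removes true low counts, so that other differences between libraries in weakly covered genes stay open. In that clustering, 15.4% of the HM fibroblast-like cells of the *pdgfra* plate, 4 of 26, stayed in clusters mostly of their own plate. Differences between the lines in weakly covered genes would be removed as well, so that line and plate cannot be told apart for the *pdgfra* plate. Thinning all cells to 50000 counts lowered the share to 66.7% over the HM fibroblast-like cells of the new clustering and to 71.2% over the original 142 cells. These lie on either side of the limit of 70% set for depth as a source, and thinning removes low counts as well, so that depth stays open for the *pdgfra* plate. Centring genes within plates gave 58.0%, but centring pulls the plates together whatever the source, so that this value does not decide. No biological explanation was tested.

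Immune-like cells held low counts of fibroblast genes, with a median over genes of 4.02%, 1.57% and 4.82% of the mean of all cells of the plate in *vegfc* plates 1 and 2 and the *pdgfra* plate. If reads from other wells, spread evenly over genes and cells, were the only source, all genes would show like percentages, but the highest and lowest differed up to 18.7 times. In *vegfc* plate 1, *lamb2* stood at 27.3% and *col5a1* at 26.1%, and single immune-like cells held 1414 counts of *col1a1a* and 1062 of *col5a1*. An exchange of indices between wells that share a row or a column is a candidate explanation for part of the counts. Cells of other types than fibroblasts were divided by how many counts of engrailed and HM marker genes the other wells of their row and column held. Those with more held a median count of these genes that was at least 1.8 times that of those with fewer in each plate (2.0, 1.8 and 2.88 times). Wells in a row or column also lie next to each other, so that carry-over during handling stays open. Among the 8 genes of the main comparisons, the highest count in the 15 and 32 immune-like cells of the *vegfc* plates was 8 and 7, under the threshold of 20 counts. In the *pdgfra* plate, 1 of 11 immune-like cells held 84 counts of *vegfc*. Abundant fibroblast genes went above 20 counts in immune-like cells of every plate. The highest count of *col1a1a* was lowest in *vegfc* plate 2, at 32, but *lum* reached 59 and *col5a1* 80 counts there.

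Cells of *vegfc* plate 1 held 1.36 times as many genes as cells of *vegfc* plate 2 at a similar depth, with medians of 6131 and 4520. Different cell types on the plates do not account for this, since within HM fibroblast-like cells the ratio was 1.42 (5292 against 3720 genes). Counting only genes with at least 10 counts in a cell, the ratio was 0.992 over all cells (2237 against 2254) and 1.06 within HM fibroblast-like cells, but 1.2 within neural-like cells (2355 against 1963). Low counts from other wells may thus explain most of the excess over all cells, though not the whole excess in neural-like cells, and the same is true of any difference in library preparation that adds weakly covered genes.

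*vegfc* and *ccbe1* were found together in 65 cells against 22.3 expected within plates, a ratio of 2.91. Deep cells that pass both thresholds are excluded as the source, since after thinning the ratio was 2.62. Membership of both genes in the same cell classes may explain most of it. Within clusters and plates, 52.3 cells were expected, a ratio of 1.24, just under the limit set for this explanation. With the paper's own clusters in Supplementary Table 4 the ratio was 1.33, with 71 cells against 53.5 expected and a counting interval of 55.5 to 89.6, so that these clusters do not explain the whole excess. The remainder lay outside the HM class, where 23 cells were found against 11.8 expected within clusters and plates, a ratio of 1.95 with a counting interval of 14.6 to 34.5 for the observed number. Most of it lay in the cluster nearest to the HM class, where 13 cells, all of the *pdgfra* plate, were found against 4.14 expected. The other clusters outside the HM class gave 10 cells against 7.68 expected, within counting error. In other fibroblast-like cells of the *vegfc* plates, no excess beyond counting error was found, with 0 cells against 0.591 and 6 against 4.70 expected within each plate. The counts of Supplementary Table 4 give 47 cells against 42.6 in cluster 2 and 24 against 10.8 in all other clusters. Within the HM class, whether a cell had *vegfc* was thus nearly independent of *ccbe1*. Finer cell types in the nearest cluster, or HM cells placed in it, stay open as untested hypotheses for the excess there, as does a difference of the *pdgfra* plate.

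Among genes of the VEGF and chemokine pathways fixed in a watch list, *nrp2a* was higher in HM fibroblast-like cells, with a log2 ratio of 1.97 over all other cells and 1.57 over other fibroblast-like cells, at 412 CPM. Over other fibroblast-like cells, the ratio was 2.42 and 2.11 in the *vegfc* plates but 0.36 in the *pdgfra* plate, and with a plate left out it lay between 0.99 and 2.32. Over the nearest cluster it was 0.36, and -0.53 within the *pdgfra* plate. *flt4* was lower, with -2.04 and -1.89, at 6.50 CPM, and with -2.98, -1.01 and -3.78 over other fibroblast-like cells in *vegfc* plates 1 and 2 and the *pdgfra* plate. *pcsk7* had ratios of -0.62 and -0.46 at 32.8 CPM, and -0.03, -1.63 and -0.64 by plate over other fibroblast-like cells. *plaua* had a ratio of -4.04 over all other cells at 1.21 CPM, with -4.27, -4.97 and -2.49 by plate. Over other fibroblast-like cells its ratio was -0.125, with 39 counts in the whole HM class. *kdr* had 3 counts in the whole HM class, and *pcsk5a* had 0. Of the 5 hypochord-like cells, 3 had at least 20 counts of *vegfc*, and 3 of 21 endothelial-like cells did.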
